# Integrated transcriptome and plant growth substance profiles to identify the regulatory factors involved in floral sex differentiation in *Zanthoxylum armatum* DC

**DOI:** 10.3389/fpls.2022.976338

**Published:** 2022-09-02

**Authors:** Wenkai Hui, Jiangtao Fan, Xianzhi Liu, Feiyan Zhao, Tasheen Saba, Jingyan Wang, Aimin Wu, Xuebin Zhang, Junli Zhang, Yu Zhong, Gang Chen, Wei Gong

**Keywords:** *Zanthoxylum armatum*, transcriptome, phytohormone, sucrose and starch, floral sex differentiation

## Abstract

*Zanthoxylum armatum* is a prominent plant for food industries. Its male flowers often occur in gynogenesis plants; however, the potential mechanism remains poorly understood. Herein, a total of 26 floral sex differentiation stages were observed to select four vital phases to reveal key factors by using RNA-seq, phytohormones and carbohydrates investigation. The results showed that a selective abortion of stamen or pistil primordia could result in the floral sex differentiation in *Z. armatum*. Carbohydrates might collaborate with cytokinin to effect the male floral differentiation, whereas female floral differentiation was involved in SA, GA_1_, and ABA biosynthesis and signal transduction pathways. Meanwhile, these endogenous regulators associated with reproductive growth might be integrated into ABCDE model to regulate the floral organ differentiation in *Z. armatum*. Furthermore, the 21 crucial candidates were identified in co-expression network, which would contribute to uncovering their roles in floral sex differentiation of *Z. armatum* in further studies. To the best of our knowledge, this study was the first comprehensive investigation to link floral sex differentiation with multi-level endogenous regulatory factors in *Z. armatum*. It also provided new insights to explore the regulatory mechanism of floral sex differentiation, which would be benefited to cultivate high-yield varieties in *Z. armatum*.

## Introduction

The plant characteristics involved in flowering are an important biological basis for the breeding of high-yield varieties, especially for the fruit-producing economic forest plants. The differentiation and development of male and female flowers often have a direct effect on their fruit yield and subsequent economic benefits. Therefore, it was crucial to explore the endogenous regulatory factors associated with floral sex differentiation and uncover their corresponding regulation mechanism, which could be benefited to cultivate high-yield economic forestry varieties.

*Zanthoxylum*, belonged to Rutaceae, is a very famous condiment and medicine tree species in southwest China and some other regions of Asia, such as Japan, Southern Korea, India, Pakistan, and Nepal (Hui et al., 2021). *Zanthoxylum armatum* DC, commonly known as Green prickly ash because of its fruit color, is not only enriched with the special numbing substances, but also attached with some fragrance, all of which make it one of the most popular species in recent contemporary public diets (Luo et al., 2021). As one of the key spices, the fruit of *Zanthoxylum* had generated billions of dollars in China as mentioned on huajiao.cn website (Hui et al., 2021). Meanwhile, as one of important medicinal trees, *Zanthoxylum* has also contributed to the economic development in certain countries. Because its fruit pulp could be used to treat some skin diseases, fever, and toothache among other ailments (Hui et al., 2021). It was worth to note that a majority of *Z. armatum* plants were gynogenetics, and reproduced parthenogenetically. Meanwhile a few trees were male or monoecious plants, even the bisexual flowers could be occasionally observed in *Z. armatum*. Interestingly, if male flowers appeared in gynogenesis plants, which could be increased year by year until the trees were transformed into male plants. Thus, some researchers even suggested that the male flower looks like a flower yellow disease. Recently, three publications reported some viruses might be correlated with the male flower development (Cao et al., 2019, 2021; Xu et al., 2021), however, the floral gender was not changed when the viruses were re-introduced into female plants (Cao et al., 2019). Therefore, insufficient research has been conducted on the potential regulatory factors of floral sex differentiation in *Z. armatum*, furthermore, its underlying genetic mechanisms have not been clarified.

To date, there is no molecular regulatory model that could be used to explain the different plant sex determination mechanisms in various plants, especially in the dioecious plants. However, we were able to confirm that a few determinative genes often play a crucial role in the pistil and stamen differentiation process (Feng et al., 2020). The absence of cytokinin-associated pistillate suppressor, *ARPT3*, led to the formation of bisexual flowers, which may regulate floral sex differentiation by the selective abortion of pistils or stamens in grape (Feng et al., 2020). Similarly, the cytokinin response factor family annotated with pistil suppressor gene *SyGI* (*Shy Girl*) could also regulate the floral sex differentiation in kiwifruit, and a mutation of *SyGI* could induce the production of unisexual kiwifruit (Akagi et al., 2018). Later on, a stamen-promoting factor *FrBy* (*Friendly boy*) along with *SyGI* was reported to co-regulate the pistil differentiation (Akagi et al., 2019). In addition, the *ARR17* played its function as a sex switch to regulate the floral differentiation in European aspens (Müller et al., 2020). The *FERR*, *FERR-R* and *MSL* genes jointly determined the gender differentiation process in *Populus deltoides* (Xue et al., 2020). The sex-determining genes have been demonstrated to regulate the male and female floral formation through the pathways associated with flower organ differentiation (Wang S. et al., 2019). Recently, it has been reported that the floral sex differentiation could be regulated by plant endogenous hormones, especially cytokinins, gibberellins and jasmonic acids (Shi and Vernoux, 2022). In addition, energy metabolism pathway is crucial for the flowering regulation (Hao et al., 2021), as sufficient nutrients not only provide the energy basis for flower bud differentiation, but also supply the precursors for the biosynthesis of plant endogenous hormones that can be used as signal molecules to regulate the expression abundance of transcription factors of floral sex determination (Liu et al., 2019). Furthermore, the various regulatory signals directly or indirectly interact with the floral organ identity genes to control male and female floral formation, such as the ABC model genes (Irish, 2017). Thus, a complex regulatory network is involved in the flower sex differentiation, which comprises of a variety of external environment and endogenous pathways. Nonetheless, these crucial genes and their regulatory mechanism have not yet been reported in *Z. armatum*.

Recently, the genomic dataset of *Z*. *armatum* was released that supplied a wealth of information to explore the key genes associated with floral sex differentiation (Wang M. et al., 2021). In order to conduct morphological observations in *Z. armatum*, the male and female floral samples at different developmental stages were collected in the present study. Then, through observation using stereoscopy, paraffin section, as well as scanning electron microscopy (SEM), four vital periods of floral sex differentiation were identified. To explore the potential regulatory genes and crucial pathways, the 24 transcriptomic profiles of floral sex differentiation stages were obtained. Meanwhile, the 12 endogenous plant hormones were investigated using HPLC-ESI-MS/MS to uncover the regulatory events of floral sex differentiation in *Z. armatum*. Furthermore, the significantly enriched DEGs were carried out by qRT-PCR analysis using 15 samples related to male and female floral differentiation process. All of the information was integrated to reveal the underlying genetic mechanisms involved in floral sex differentiation in *Z. armatum* DC. This study is the first comprehensively investigation to link floral sex differentiation with multi-level endogenous regulatory factors in *Z. armatum*. Thus, the findings of the present study provide the valuable information for future functional studies involving the floral sex differentiation.

## Materials and methods

### Morphological observations of male and female floral development process

The dioecious trees of five-year-old *Z. armatum* were selected as the experimental material in this study, which was planted at a forestry trial base of Sichuan Agricultural University (30.60°N, 103.65°E) in Chengdu City, Sichuan Province, China. The environment and conditions are described in our previous study (Hui et al., 2020). The male and female floral samples were harvested approximately every 7 days at 9:00 to 10:00 a.m. from September 2020 to March 2021, which contained the main periods from undifferentiated inflorescence buds to full maturated male or female flowers. All the samples were observed by stereoscopy and paraffin section (Hui et al., 2018), and then flash-frozen in liquid nitrogen and stored at −80°C until further use for RNA extraction. The floral buds were, respectively, collected from 10 individual male or female plants. After flowering, the floral sex observation was conducted to re-confirm the gender of the trees. And then, the floral samples of the confirmed trees were mixed together as a biological replicate in each stage, and three independent biological replicates were conducted in this study. Additionally, 15 floral buds were used to confirm the differentiation stage and the connections between floral exterior characters and interior differentiation stages. Meanwhile, SEM observation were carried out and four vital phases of male and female floral differentiation were identified as: undifferentiated male primordia (M1), male primordia initiation (M2), male primordia differentiation (M3), male development and maturation (M4), undifferentiated female primordia (F1), female primordia initiation (F2), female primordia differentiation (F3), female development and maturation (F4).

### Total RNA extraction and transcriptome sequencing

Total RNA from four vital phases was separately extracted using Fast Pure Plant Total RNA Isolation Kit (Vazyme, Nanjing, China). The quantity and purity of total RNA were investigated by agarose gel electrophoresis and Nanodrop 2,100 (Agilent, United States). The 24 cDNA libraries, including M1_1, M1_2, M1_3, M2_1, M2_2, M2_3, M3_1, M3_2, M3_3, M4_1, M4_2, M4_3, F1_1, F1_2, F1_3, F2_1, F2_2, F2_3, F3_1, F3_2, F3_3, F4_1, F4_2 and F4_3, were constructed and sequenced using Illumina HiSeq™ 4,000 platform at Novogene Bioinformatics Technology Co. Ltd. (Beijing, China). After quality control, the clean reads were aligned with the genomic dataset of *Z. armatum* obtained in Fig Share database^1^ (Wang M. et al., 2021). Then, the HTSeq software was used to calculated the expression abundance of each gene and normalized to the expected number of fragments per kilobase of transcript sequence per million fragments mapped (FPKM; Liu et al., 2021).

### Gene functional annotation and DEG identification

To comprehensively obtain the functional information, all genes were aligned by BLASTX against NCBI nonredundant protein sequence (NR), NCBI nucleotide sequence (NT), Protein family (Pfam), KEGG Orthology (KO) and euKaryotic Ortholog Groups (KOG) databases with a threshold E-value of 10^−5^. Meanwhile, the functional annotation and classification of all genes were also conduct based on Gene Ontology database^2^ (GO) and Kyoto Encyclopedia of Genes and Genomes database^3^ (KEGG).

In this study, all samples were divided into 12 comparisons (M2*vs.*M1, M3*vs.*M2, M3*vs.*M1, M4*vs.*M3, F2*vs.*F1, F3*vs.*F2, F3*vs.*F1, F4*vs.*F3, M1*vs.*F1, M2*vs.*F2, M3*vs.*F3, and M4*vs.*F4) to comprehensively identify the important genes associated with male floral differentiation, female floral differentiation and male *vs.* female floral differentiation. All the up- or down- regulations in the following description represent in the first comparison component. The differential expression genes (DEGs) among each comparison were detected by DESeq2 package (1.16.1). Foldchange (FC) was the gene expression difference between different samples, and the threshold was set as |log2 (FC)| > 1 and *p*-value < 0.05 to identify the DEGs. The KEGG enrichment was carried out to classify the significant pathways of DEGs, and the threshold was set as the corrected *p*-value < 0.05. The transcription factors were identified by iTAK_v1.6a software (Yi et al. 2016) The BLASTX alignment was carried out to annotate the DEG information with TAIR11 database.^4^ The expression abundance of DEG was displayed as heat map by TBtools software (Chen et al., 2020). Moreover, the network of vital genes and various plant growth substances was performed by Cytoscape software.

### Extraction and detection of phytohormones and sugar substances

The same samples as RNA-seq were used to investigate the content of various plant hormones in this study. 100 mg fresh samples of four vital phases with three biological replicates were collected and immediately frozen with liquid nitrogen to detect the 12 phytohormones using HPLC-MS/MS platform, including salicylic acid (SA), jasmonic acid (JA), Jasmonate isoleucine (JA-ILE), Plant dienic acid reductase (OPDA), Abscisic acid (ABA), Gibberellin acid 1 (GA_1_), Gibberellin acid 3 (GA_3_), Gibberellin acid 4 (GA_4_), Indole acetic acid (IAA), Trans-zeatin nucleoside (TZR), Zeatin (ZT), and aminocyclopropanecarboxylic acid (ACC, the biosynthetic precursor of ethylene). The investigation of each phytohormone was conduct as previously described by Xin et al. (2020). The regression equation of 12 phytohormones were obtained by plotting the detected peak areas of their corresponding concentrations (Supplementary Table 1). Meanwhile, the 100 mg of similar samples were also collected to, respectively, investigate the concentration of total sugar, soluble sugar, trehalose, and sucrose content using Sugar Content Assay Kit (Solarbio, Beijing, China) as described by Pan et al. (2022). Three biological replicates of each sample were performed to estimate these plants physiological index.

### Quantitative real-time PCR analysis

To validate the transcriptome results, a total of 47 objects (15 DEGs within 11 comparisons) were selected for quantitative real-time PCR (qRT-PCR) analysis using the similar samples of RNA-seq. These genes were randomly chosen due to their high FC and crucial functions identified in this study. Three biological replicates were conduct with three technological replications for each gene. Moreover, the DEGs associated with sucrose synthesis and metabolic pathways, as well as phytohormone biosynthesis and signal transduction pathways were also selected for qRT-PCR analysis using 15 samples related to male and female floral differentiation process.

The total RNA of each sample was extracted using FastPure Plant Total RNA Isolation Kit (Vazyme, Nanjing, China) according to the manufacturer’s protocol, and the cDNA was obtained using PrimeScript® II first Strand cDNA Synthesis Kit (TaKaRa, Japan). The specific primers were designed by Primer Premier 5.0 with amplified PCR products from 80 to 300 bp (Supplementary Table 2). The qRT-PCR was referred to our previous experimental operation in a Bio-Rad CFX96™ system (Bio-Rad, America; Hui et al., 2020), and *ZaUBQ* was selected as internal control according to the previous study (Fei et al., 2018). The first female sample was used as control to estimate the relative expression of the DEGs in this study, and the relative expression level of the genes were calculated using 2^–ΔΔCt^ method in different samples (Hui et al., 2021).

### Statistical analysis

In the present study, the statistical analysis was conduct using the R software for the phytohormone and qRT-PCR data. The significance among each sample was estimated by Duncan’s multiple range tests, and the level of significance was set to *p* < 0.05, and GraphPad Prism 5 was used to draw the figures.

## Results

### Morphological characters of male and female floral differentiation

To comprehensively reveal the morphological characters of floral sex differentiation process in *Z. armatum*, a total of 26 samples were harvested, which covered the main periods from undifferentiated inflorescence buds to full maturated male or female flowers (Supplementary Figures 1, 2). Based on the morphological identification conducted by stereoscopy, paraffin section and SEM observation, the male and female floral differentiation were, respectively, divided into four stages in this study (Figure 1; Supplementary Figures 1–4). From September to early October, the inflorescence was located in the most initial primordial period (M1 or F1 stage), which was the beginning of the transition from vegetative to reproductive growth. At this time, the inflorescences were small and born in the axils of fruited branches, the growth cone was slightly uplifted with the light green and triangular surface. In the following days of October, the inflorescence continued to differentiate and the primary flower buds gradually become more distinguishable (M2 or F2 stage), however, the primordium of stamen and pistil flowers were still not visible. The inflorescence primordium was elongated and thickened at M2 and F2 stage, and some spherical projections gradually occurred around the sides of the main axis. During November to early December (M3 or F3 stage), the male and female floral primordium was triggered and the inflorescence was continuously expanded with brown-red spot and some fine hair. At this stage, the axis of inflorescence was elongated to form multiple vesicular projections, the male and female floral bud can be easily distinguished. Subsequently, the male and female flower continuously differentiated, the stamens and pistils were observed and the complete stamens and ovule were formed in M4 and F4 stage. After the cold winter, the flower buds entered into the rapid growth periods with the rise of temperature. The inflorescence sharply expanded in 2 months, the size of floral bud rapidly increased, and the ovary primordium grew continuously with the distinct stigma at the top of female flower (Supplementary Figure 2). Meanwhile, the yellow stamens were visible in male flowers, and a slight collapse was observed in the center of male flowers leading to the formation of a cavity (Supplementary Figure 1).

**Figure 1:**
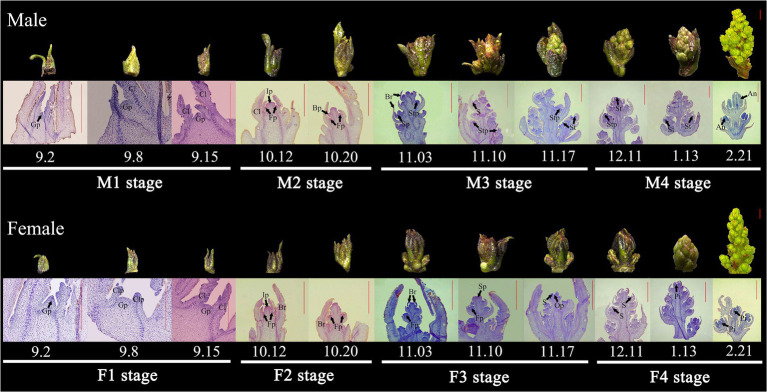
The vital periods of floral sex differentiation and organogenesis in *Z. armatum*. An, anther; Br, bract; Bp, bract primordium; Cl, compound leaf; Clp, compound leaf primordium; Fp, floral primordium; Gp, floral growing point; Ip, inflorescence primordium; Op, ovule primordium; Pi, pistil; S, sepal; Sp, sepal primordium; St, stamen; Stp, stamen primordium. The bar was 1 mm, and the decimals was the date to collect the samples. For example, 9.2 present the 2 September.

Thus, the four vital periods of male and female floral differentiation were selected based on their morphological characters (Figure 1), including undifferentiated male primordia (M1), male primordia initiation (M2), male primordia differentiation (M3), male development and maturation (M4), undifferentiated female primordia (F1), female primordia initiation (F2), female primordia differentiation (F3), and female development and maturation (F4). All of these samples were performed RNA-seq to detect the crucial genes associated with floral sex differentiation.

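The 24 libraries came from the 4 male stages M1 to M4 and the 4 female stages F1 to F4, with 3 libraries per stage. The authors aligned the reads to a published *Z. armatum* genome, counted them on genes with HTSeq and deposited the values as FPKM, in which the count of a gene is divided by the length of the gene and by the number of mapped reads of the library. The aligner is not given in the sources used here. Each library lists 60592 genes, and 5257 of these carry IDs that the authors added from these reads while the others carry IDs of the published genome. The values deposited for the third M2 library cover 183 genes, and 182 of these equal the values of M3 replicate 1. That library was not used, so M2 has 2 libraries, every other stage has 3, and 23 libraries were analysed. The 38734 genes with at least 1 FPKM in at least 3 libraries were tested with limma on log2(FPKM + 1), with all 8 groups in 1 fit. Genes with an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p of at most 0.05 were called DEGs, and a gene called higher is higher in the first-named group. The pseudocount draws the fold changes of weakly expressed genes toward 0, so that 1 FPKM against 0 gives a log2 fold change of 1. Read counts were not used here, so values carry the SD between libraries and no counting interval. By the methods of the paper, each library pools buds of several trees of the same sex. The SD is thus between pools and does not measure variation between single trees. The paper calls the replicates independent, but does not say whether replicates or stages share trees. With 3 libraries against 3, chance alone leaves 10% of the genes without overlap between the groups, and an exact two-sided permutation test of a single gene cannot give a p under 0.1. Gene names are those of the supplementary tables of the paper, taken from the closest *Arabidopsis* protein. Positions of the genes in the genome were not used here.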

### Transcriptome sequencing and assembly of different cDNA libraries

The total RNA of 24 floral samples, including M1-M4 and F1-F4, were isolated to construct the transcriptome profiles in *Z. armatum*. The quality of the RNA was evaluated by the RIN (6.90–10.00; Supplementary Table 3). After quality control, 6.12–7.00 G of clean bases were produced from 24 cDNA libraries by RNA-seq in this study (Supplementary Table 4). The error rates of transcriptome profiles were only approximately 0.03%, all the Q30 values were greater than 91.22%, and the GC content was between 43.85 and 44.50% in each sample. When the RNA-seq data was aligned with the genomic profiles of *Z. armatum*, the total map of 78.46 to 85.54% was observed (Supplementary Table 5), and the mapped exon was more than 77% (Supplementary Table 6). In addition, the principal component analysis (PCA) revealed that the three independent biological replicates of each sample presented good reproducibility (Supplementary Figure 5). 

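The depth of each library relative to M1 replicate 1 was read from the FPKM values, because a gene with few reads takes values that step with the number of reads. For each library the most frequent ratio to M1 replicate 1 was taken over the genes that stay under 2 FPKM. After scaling by it, 81.6% of the 177939 values above 0 in 11958 such genes were whole multiples of the smallest value of their gene, within 0.5%. Relative depth ranged from 0.967 to 1.03 in M1 (median 1.00) and from 0.956 to 1.04 in F1 (median 1.02). Relative depth ranged from 1.00 to 1.02 in M2 (median 1.01) and from 0.947 to 1.09 in F2 (median 1.02). Relative depth ranged from 0.903 to 0.945 in M3 (median 0.933) and from 0.853 to 0.943 in F3 (median 0.887). Relative depth ranged from 1.01 to 1.03 in M4 (median 1.02) and from 0.969 to 1.03 in F4 (median 1.01). The ratios from the mapped reads that the paper reports differed from these by at most 0.0399. The mean depth over the 12 female libraries was 0.993 times that over the 11 male libraries. Between 32887 and 34078 genes per library reached 1 FPKM. The 10 most abundant genes took 7.93 to 8.60% of the FPKM in F3 and 3.57 to 6.12% in the other groups. No library was a copy of another among the 23, since the largest squared correlation between any pair was 0.972 and at most 1.61% of the tested genes had equal FPKM in any pair.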

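In the PCA of log2(FPKM + 1) over the tested genes, PC1 held 29.8% of the variance, PC2 20.2% and PC3 12.9%. The mean distance between libraries of the same group on PC1 and PC2 was 3.18, with a largest of 10.6, whereas libraries of different groups lay 90.8 apart on average and at least 22.0 apart. For all 23 libraries the nearest library belonged to the same group. PC1 ran from the earliest to the latest stage in both sexes, with means of 54.8 in M1 and 50.4 in F1 against -83.8 in M4 and -74.0 in F4. PC2 separated the sexes at every stage, with means of 42.9 in M1 and 53.3 in M4 against -25.0 in F1 and -36.8 in F4. The choice that moved PC1 most was restricting the PCA to the 2000 genes of largest variance, where it held 42.3%.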

All the results indicated that the high-quality RNA-seq datasets were obtained and can be used to conduct the following analysis.

### Regulatory patterns of male floral differentiation

A total of 2,866, 3,692, 1,468, and 4,363 DEGs were identified in M2*vs.*M1, M3*vs.*M1, M3*vs.*M2, and M4*vs.*M3 (Supplementary Figure 6). 

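With limma's test, 1907 genes were called in M2*vs.*M1 (792 higher, 1115 lower), 2409 in M3*vs.*M1 (1072 higher, 1337 lower), 977 in M3*vs.*M2 (484 higher, 493 lower) and 2992 in M4*vs.*M3 (1743 higher, 1249 lower). The test against the fold threshold moved these counts most, to 528, 716, 129 and 1339. With single libraries left out, the counts ranged over 1919 to 2010 in M2*vs.*M1, 2436 to 2515 in M3*vs.*M1, 966 to 997 in M3*vs.*M2 and 3005 to 3087 in M4*vs.*M3. M3*vs.*M1 and M2*vs.*M1 share the M1 libraries, and their log2 fold changes correlated across genes at 0.718, against 0.445 in 20 simulations in which only the shared libraries linked them. For M3*vs.*M1 and M3*vs.*M2, which share the M3 libraries, the correlation was 0.441 against 0.448 in the simulations. The simulated groups were unchanged, so this likeness does not show that the shared libraries alone link the 2 contrasts. The first pair of contrasts had 374 higher genes in common and the second 209, against 0 in every simulation.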

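Between libraries of the same group, the squared Pearson correlation of log2(FPKM + 1) across genes was 0.967 ± 0.00438 (SD over 22 pairs of libraries), ranging from 0.957 to 0.972. Genes are not independent replicates, so these values rank the pairs and carry no p. M1 and M2 had a squared correlation of 0.908 ± 0.00108 (SD over 6 pairs), M2 and M3 of 0.935 ± 0.00103 (SD over 6 pairs), and M1 and M3 of 0.895 ± 0.00144 (SD over 9 pairs). The distances between these means exceeded the spread between the pairs behind each. Over the 231 pairs of different groups, the mean was 0.870, and the lowest values joined M4 to F1, at 0.800 ± 0.00229 (SD over 9 pairs). With all genes above 0 included, the 3 male values rose and M1 and M2 stood at 0.938 against 0.955 for M2 and M3.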

Because the floral primordium was triggered in M1 and M2 stages, the relative high correlation coefficient was obtained among these samples (Supplementary Figure 7). To obtain more significantly DEGs, the M3*vs.*M1 and M4*vs.*M3 were used to isolate the key pathways involved in male floral differentiation in the present study, although the M2*vs.*M1 and M3*vs.*M2 were enriched in the genes involved in plant hormone signal transduction and carbohydrate metabolism pathways.

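Among the 4 male contrasts, 467 genes were called higher in M3*vs.*M1 alone by limma's test. The count was 457 to 496 with single libraries left out, and 162 when the fold threshold itself was tested.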

There were 727 up-regulated DEGs exclusively identified in M3*vs.*M1 (Figure 2A). Based on KEGG metabolic pathway analysis, 12 DEGs were significantly enriched in plant hormone signal transduction pathway (Figure 2B; Supplementary Table 7). To comprehensively track the expression patterns, the FPKMs of these genes were investigated in each sample (Figure 2C). The results showed that three genes annotated with IAA signal transduction, Zardc15205(*ZaIAA11*), Zardc22092(*ZaIAA12*), and Zardc21658(*ZaGH3.1*), were up-regulated in male floral differentiation process, but three of *ZaSAUR* were significantly up-regulated in female floral differentiation process. Moreover, the Zardc46700(*ZaARR3*), a gene related to CTK, was detected significantly up-regulated during male floral differentiation and very low expression abundance was observed in female samples. 

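Of the 12 genes listed for plant hormone signal transduction in M3*vs.*M1, 9 were called higher, and 9 when adjusted over all hormone and zeatin entries. The lists were chosen by the study on these samples, so such counts are not independent evidence. Zardc15205(*ZaIAA11*) reached 13.1 ± 3.18 FPKM (SD, n = 3) against 5.63 ± 0.475 FPKM in M1, a log2 fold change of 1.07 (standard error 0.28, adjusted p = 0.0049 from limma's test with Benjamini-Hochberg adjustment), with all 3 M3 libraries above all 3 M1 libraries. The value was 0.91 without M3 replicate 2, below the fold threshold. Zardc22092(*ZaIAA12*) reached 6.00 ± 1.44 against 2.94 ± 0.974 FPKM and was not called, with a log2 fold change of 0.83 (standard error 0.20, adjusted p = 0.0019 from limma's test with Benjamini-Hochberg adjustment), with all 3 M3 libraries above all 3 M1 libraries. It was called at 1.01 without M1 replicate 2 and 1.005 without M3 replicate 2. The name *ZaGH3.1* belongs to Zardc26158 in the supplementary tables, while Zardc21658 was listed at 0 in all 23 libraries. Zardc26158(*ZaGH3.1*) reached 4.93 ± 1.00 against 1.19 ± 0.191 FPKM, a log2 fold change of 1.42 (standard error 0.14, adjusted p = 8.0e-08 from limma's test with Benjamini-Hochberg adjustment), with all 3 M3 libraries above all 3 M1 libraries, and returned to 0.828 ± 0.0759 FPKM in M4 (log2 fold change -1.69, called lower in M4*vs.*M3). The sex by stage interaction, which compares M3*vs.*M1 with F3*vs.*F1, was 0.30, 0.44 and 0.77 on the log2 scale for the 3 genes, and none was called. Across the 240 gene comparisons reported, 160 were called, and the test against the fold threshold changed more of them than any other alternative, since 73 were not called under it. Tested against the fold threshold itself, *ZaIAA11* and *ZaGH3.1* were no longer called. With a pseudocount of 0.1, *ZaIAA12* was called.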

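Of the 3 *ZaSAUR* genes, Zardc35827(*ZaSAUR72*) rose from 19.3 ± 2.67 to 59.8 ± 3.86 FPKM (SD, n = 3) in females, a log2 fold change of 1.59 (standard error 0.13, adjusted p = 5.0e-09 from limma's test with Benjamini-Hochberg adjustment), with all 3 F3 libraries above all 3 F1 libraries, and from 7.09 ± 1.66 to 30.6 ± 3.84 FPKM in males, a log2 fold change of 1.98 that was also called. Its female values were higher at both stages, with a log2 fold change of -1.34 in M1*vs.*F1 that was called and of -0.95 in M3*vs.*F3 that was not, although it reached -1.05 without M3 replicate 2. *ZaSAUR32* rose from 4.71 ± 0.169 to 13.3 ± 0.167 FPKM, a log2 fold change of 1.33 (standard error 0.12, adjusted p = 1.6e-08 from limma's test with Benjamini-Hochberg adjustment), with all 3 F3 libraries above all 3 F1 libraries. In males its log2 fold change of 0.94 was not called, but was at 1.01 without M1 replicate 1 and 1.001 without M3 replicate 2. Between M3 and F3 it was -0.79 and not called. *ZaSAUR52* was called in neither sex, with log2 fold changes of 0.51 in females and 0.67 in males, and in M3*vs.*F3 its value of 0.15 was -0.01 without M3 replicate 3 and -0.17 without F3 replicate 1. The interaction was 0.39 for *ZaSAUR72*, -0.39 for *ZaSAUR32* and 0.15 for *ZaSAUR52*, none called, and that of *ZaSAUR52* was -0.01 without M3 replicate 3 and -0.17 without F3 replicate 1. When the fold threshold itself was tested, *ZaSAUR72* in M1*vs.*F1 and *ZaSAUR32* in F3*vs.*F1 were not called. Adding a pseudocount of 0.1 or 0.5 gave a call for *ZaSAUR32* in M3*vs.*M1.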

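Zardc46700(*ZaARR3*) rose from 25.4 ± 2.50 FPKM (SD, n = 3) in M1 through 46.1 ± 0.224 in M2 to 68.6 ± 5.90 in M3. M3*vs.*M1 gave a log2 fold change of 1.40 (standard error 0.10, adjusted p = 5.8e-10 from limma's test with Benjamini-Hochberg adjustment), with all 3 M3 libraries above all 3 M1 libraries. In females it went from 36.3 ± 5.00 FPKM in F1 through 38.4 ± 1.60 in F2 to 46.4 ± 6.05 in F3, a log2 fold change of 0.35 (standard error 0.10, adjusted p = 0.0071 from limma's test with Benjamini-Hochberg adjustment), with all 3 F3 libraries above all 3 F1 libraries, which was not called. The interaction of 1.06 (standard error 0.14, adjusted p = 3.8e-05 from limma's test with Benjamini-Hochberg adjustment) was called, but was 0.99 without M1 replicate 2, 0.99 without M3 replicate 3, 0.996 without F1 replicate 1, 0.997 without F1 replicate 2 and 0.99 without F3 replicate 3, below the threshold each time. M4 and F4 stood at 50.4 ± 3.64 and 49.6 ± 0.948 FPKM. Between the sexes the gene was called at neither of the stages tested for it, with log2 fold changes of -0.49 in M1*vs.*F1 and 0.56 in M3*vs.*F3. A test against the fold threshold left *ZaARR3* in the interaction uncalled.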

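The ABA signal transduction genes listed in both sexes were Zardc09485(*ZaAHG3*), Zardc46850(*ZaAHG1*), Zardc53596(*ZaAIP1*) and *ZaHAB1*, the last under an ID that the authors added. In F3*vs.*F1, Zardc09485(*ZaAHG3*) rose from 40.3 ± 0.495 to 109.6 ± 2.96 FPKM (SD, n = 3), a log2 fold change of 1.42 (standard error 0.055, adjusted p = 1.0e-13 from limma's test with Benjamini-Hochberg adjustment), with all 3 F3 libraries above all 3 F1 libraries. Zardc53596(*ZaAIP1*) rose from 31.1 ± 2.52 to 98.0 ± 4.75 FPKM, a log2 fold change of 1.63 (standard error 0.072, adjusted p = 6.6e-13 from limma's test with Benjamini-Hochberg adjustment), with all 3 F3 libraries above all 3 F1 libraries. Zardc46850(*ZaAHG1*) and *ZaHAB1* passed the fold threshold narrowly, at 1.02 and 1.03. The former was 0.93 without F1 replicate 3 and 0.998 without F3 replicate 2, and the latter 0.94 without F3 replicate 2, each below the threshold. All 4 were also called higher in M3*vs.*M1, with log2 fold changes of 1.70, 2.00, 1.26 and 1.10. The interaction was 0.28, 0.97, -0.36 and 0.07 in the same order, and none was called. For *ZaAHG1* it passed the threshold at 1.09 without M1 replicate 2, 1.03 without M3 replicate 2 and 1.07 without F1 replicate 3, and for *ZaHAB1* it was -0.01 without F3 replicate 3. In M4*vs.*M3 the log2 fold changes were -0.30, -0.10, 0.54 and 0.23, none called. Between the sexes, *ZaAHG1* was lower in M1*vs.*F1 (-1.37, called) and *ZaAIP1* in M3*vs.*F3 (-1.03, called, but -0.996 without M3 replicate 1 and -0.99 without M3 replicate 2, short of the threshold). Under the test against the fold threshold, *ZaAHG1* in F3*vs.*F1 and M1*vs.*F1, *ZaHAB1* in F3*vs.*F1 and M3*vs.*M1 and *ZaAIP1* in M3*vs.*F3 were not called. *ZaAHG1* in the interaction was called with a pseudocount of 0.1 or 0.5. After quantile normalization, *ZaAHG1* in F3*vs.*F1, *ZaHAB1* in F3*vs.*F1 and *ZaAIP1* in M3*vs.*F3 were not called. Quantile normalization gave a call for *ZaAHG1* in the interaction.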

The four ABA signal transduction pathway related genes were significantly up-regulated in female floral differentiation process, although they were increased in M4*vs.*M3. All of these results indicated that CTK may be involved in male floral differentiation, whereas ABA could be associated with female floral differentiation.

**Figure 2:**
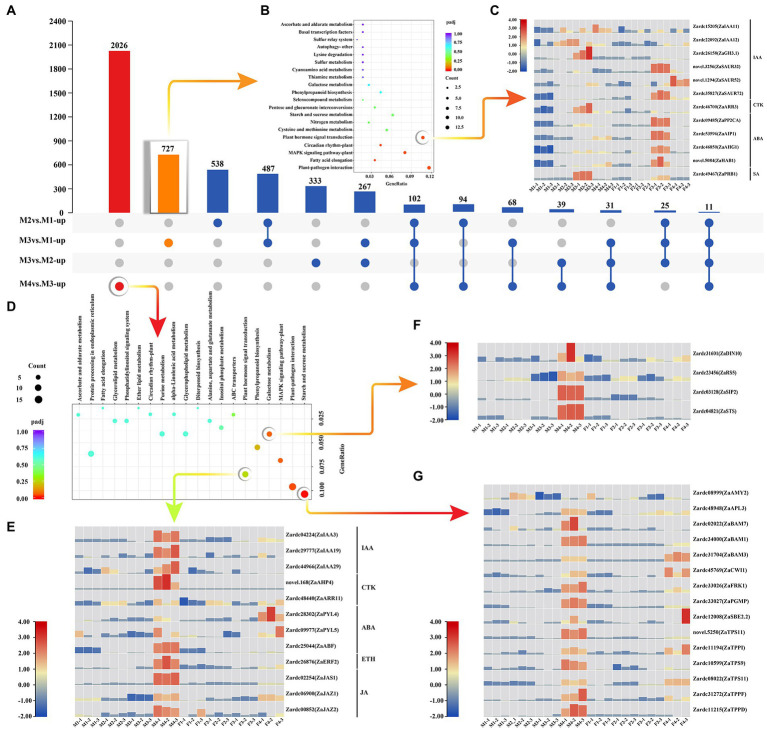
The key genes selection involved in male floral differentiation. **(A)** The upset statistics of up-regulated DEGs among male floral samples. **(B)** The KEGG enrichment of the up-regulated DEGs in M3*vs.*M1. **(C)** The heat map of the DEGs associated with plant hormone signal transduction which was the significant enrichment pathway in M3*vs.*M1. **(D)** The KEGG enrichment of the up-regulated DEGs in M4*vs.*M3. **(E)** The heat map of the enriched DEGs related to plant hormone signal transduction in M4*vs.*M3. **(F)** The heat map of the DEGs involved in galactose metabolism which was the significant enrichment pathway in M4*vs.*M3. **(G)** The heat map of the enriched DEGs associated with starch and sucrose metabolism in M4*vs.*M3.

Furthermore, 2026 up-regulated DEGs were exclusively detected in M4*vs.*M3 (Figure 2A). 

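In M4*vs.*M3 alone among the male contrasts, 1523 genes were called higher by limma's test, with 1510 to 1567 when single libraries were left out. Tested against the fold threshold, 841 were.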

Three important pathways were significantly enriched, including plant hormone signal transduction, galactose metabolism, and starch and sucrose metabolism pathways (Figure 2D). It was worth to note that most of the genes annotated with plant hormone signal transduction were up-regulated in male floral differentiation except Zardc28302(*ZaPYL4*) and Zardc09977(*ZaPYL5*), both of which were involved in ABA signal transduction (Figure 2E). Additionally, all of four genes annotated to galactose metabolism, Zardc31601(*ZaDIN10*), Zardc23456(*ZaRS5*), Zardc03128(*ZaSIP2*), and Zardc04821(*ZaSTS*), were highly significantly up-regulated in male floral differentiation (Figure 2F; Supplementary Table 8). 

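Of the 12 genes listed for plant hormone signal transduction, 11 were called higher in M4*vs.*M3, and 11 when adjusted over all hormone and zeatin entries. The exception was Zardc48440(*ZaARR11*), whose log2 fold change of 0.93 was not called, but was called at 1.04 without M3 replicate 1 and 1.02 without M4 replicate 2. Of the 12, 3 were also called higher in F4*vs.*F3. The largest rise among those reported was that of Zardc02254(*ZaJAS1*), from 39.8 ± 2.77 to 235 ± 5.70 FPKM (SD, n = 3), a log2 fold change of 2.53 (standard error 0.11, adjusted p = 2.1e-13 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries above all 3 M3 libraries. In F4*vs.*F3 it rose by a log2 fold change of 1.65, also called. Zardc28302(*ZaPYL4*) rose from 0.0666 ± 0.115 in M3 to 1.74 ± 0.673 FPKM in M4, a log2 fold change of 1.33 (standard error 0.24, adjusted p = 1.2e-04 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries above all 3 M3 libraries, and from 0.566 ± 0.604 in F3 to 3.53 ± 0.887 FPKM in F4, a log2 fold change of 1.59 that was also called. Zardc09977(*ZaPYL5*) rose from 0.297 ± 0.146 to 2.17 ± 0.904 FPKM in males (log2 fold change 1.25, called) and from 0.966 ± 0.556 to 2.46 ± 0.733 FPKM in females (0.84, not called). The sex by stage interaction from stage 3 to stage 4 was -0.25 for *ZaPYL4* and 0.42 for *ZaPYL5*, neither called, and for *ZaPYL4* it was 0.03 without F3 replicate 3. In M4*vs.*F4 neither gene was called, at -0.74 and -0.15, and *ZaPYL5* stood at 0.09 without M4 replicate 2 and 0.02 without F4 replicate 3, libraries of the 2 groups overlapping. With the fold threshold as the null, *ZaPYL4* in M4*vs.*M3 and F4*vs.*F3 and *ZaPYL5* in M4*vs.*M3 were not called. When the pseudocount was 0.1 or 0.5, *ZaARR11* in M4*vs.*M3 was called. For *ZaPYL5* in F4*vs.*F3, a pseudocount of 0.5 gave a call. A pseudocount of 0.1 reversed *ZaPYL4* in the interaction, to 0.53.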

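Supplementary Table 7 lists 6 genes for galactose metabolism in M4*vs.*M3, and 5 were called higher, 5 when adjusted over all sugar entries. Zardc03128(*ZaSIP2*) rose from 82.4 ± 7.13 to 214 ± 1.40 FPKM (SD, n = 3), a log2 fold change of 1.37 (standard error 0.083, adjusted p = 4.9e-11 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries above all 3 M3 libraries. Zardc04821(*ZaSTS*) rose from 2.90 ± 0.428 to 16.5 ± 0.456 FPKM, a log2 fold change of 2.17 (standard error 0.12, adjusted p = 2.0e-11 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries above all 3 M3 libraries. Zardc23456(*ZaRS5*) rose from 4.44 ± 0.757 to 16.8 ± 0.591 FPKM, a log2 fold change of 1.72 (standard error 0.10, adjusted p = 2.6e-11 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries above all 3 M3 libraries. Zardc31601(*ZaDIN10*) passed the threshold least, at 1.02, and was 0.85 without M3 replicate 1 and 0.83 without M4 replicate 2, where it was not called. In F4 these 4 genes stood at 86.3 ± 5.51, 4.06 ± 0.318, 12.8 ± 0.889 and 3.43 ± 0.820 FPKM in the order given. The interaction was called for *ZaSTS*, at 1.95 (standard error 0.18, adjusted p = 7.6e-08 from limma's test with Benjamini-Hochberg adjustment), and not for *ZaSIP2*, at 0.87. In M4*vs.*F4, *ZaSIP2* (1.30) and *ZaSTS* (1.79) were called higher. The gene that was not called in M4*vs.*M3 was Zardc45769(*ZaCWI1*), at 0.93, and it was called at 1.02 without M3 replicate 3 and 1.02 without M4 replicate 1. The test against the fold threshold did not call *ZaDIN10*. Under a pseudocount of 0.1 or 0.5, *ZaCWI1* was called.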

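For starch and sucrose metabolism, 15 genes are listed in M4*vs.*M3, and 14 had enough signal to be tested. Called higher were 10, and 10 when adjusted over all sugar entries. In F4*vs.*F3, 8 of the 15 were called higher too, and in M4*vs.*F4, 3 were. Zardc31704(*ZaBAM3*) rose from 0.966 ± 0.220 to 31.1 ± 0.355 FPKM (SD, n = 3), a log2 fold change of 4.04 (standard error 0.13, adjusted p = 3.6e-15 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries above all 3 M3 libraries. In females it rose from 1.09 ± 0.256 to 43.3 ± 3.73 FPKM, a log2 fold change of 4.41 (standard error 0.13, adjusted p = 1.3e-15 from limma's test with Benjamini-Hochberg adjustment), with all 3 F4 libraries above all 3 F3 libraries, and the interaction of -0.37 was not called. Zardc11215(*ZaTPPD*) rose from 0.733 ± 0.524 to 6.51 ± 1.06 FPKM, a log2 fold change of 2.16 (standard error 0.22, adjusted p = 1.5e-07 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries above all 3 M3 libraries, and stood at 1.04 ± 0.575 FPKM in F4. The log2 fold changes of Zardc34000(*ZaBAM1*), Zardc31272(*ZaTPPF*), Zardc33026(*ZaFRK1*), Zardc33027(*ZaPGMP*) and *ZaTPS11* (the gene that the authors added) were 2.19, 1.84, 1.80, 1.21 and 2.12, all called. The interaction was called for *ZaTPS11*, at 1.01 (standard error 0.17, adjusted p = 2.0e-04 from limma's test with Benjamini-Hochberg adjustment), but was 0.96 without M3 replicate 1, 0.98 without M4 replicate 3, 0.98 without F3 replicate 3 and 0.97 without F4 replicate 1, below the threshold, and it was not called for *ZaBAM1*, at -0.79. Against the fold threshold as null, *ZaTPS11* in the interaction was no longer called. With a pseudocount of 0.1 or 0.5, *ZaBAM1* in the interaction was called.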

The similar results were also obtained in 15 DEGs related to starch and sucrose metabolism pathways (Figure 2G). All of these results further revealed that CTK might play a crucial role in male floral differentiation, whereas ABA was associated with female floral differentiation. 

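From these results the paper proposes a part of CTK in male floral differentiation and states an association of ABA with the female process. It also proposes that sugar metabolism may supply the male flower. Over both male hormone lists, 20 of the 24 entries were called in the direction stated. The interaction, however, asks whether the change differs between the sexes. It was called for 1 of the 11 genes of the first list for which it is given. That gene was Zardc46700(*ZaARR3*), which the paper relates to CTK, at 1.06, with the call lost when certain single libraries were left out.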

Meanwhile, the sugar metabolism may also provide some nutrient supplements for the male floral differentiation in *Z. armatum*.

### Regulatory patterns of female floral differentiation

In totally, 690, 1723, 2,338, and 2,239 DEGs were up-regulated in F2*vs.*F1, F3*vs.*F1, F3*vs.*F2, and F4*vs.*F3 (Figure 3). 

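In the female stages, limma's test called 410 genes higher and 1221 lower in F2*vs.*F1, and 1619 higher and 1131 lower in F3*vs.*F2. The totals of 1631 and 2750 were 1642 to 1774 and 2724 to 3032 with single libraries left out. When the fold threshold itself was tested, 466 and 813 genes were called in these 2 contrasts.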

Similar to the analyses in male floral differentiation, the F3*vs.*F1 and F4*vs.*F3 were used to identify the crucial genes and pathways involved in female floral differentiation.

**Figure 3:**
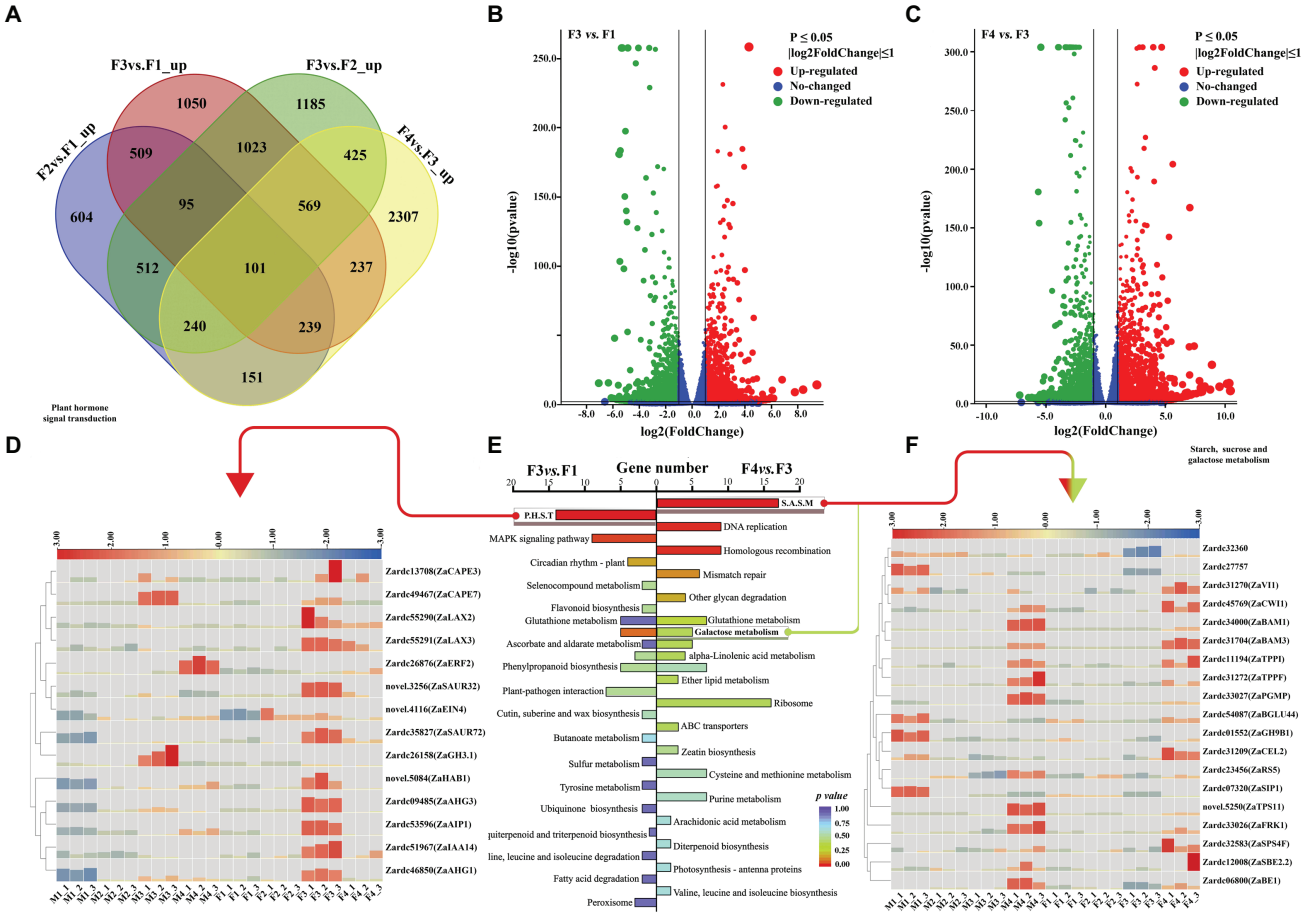
The DEGs and significant pathway analysis related to female floral differentiation. **(A)** The Venn diagram shared with the numbers of up-regulated DEGs in various comparisons of female floral samples. **(B)** The volcano plot of differential expressed genes (DEGs) in F3*vs.*F1. **(C)** The volcano plot of differential expressed genes (DEGs) in F4*vs.*F3. **(D)** The heat map of the DEGs associated with plant hormone signal transduction which was the significant enrichment pathway in F3*vs.*F1. **(E)** The enrichment pathways in F3*vs.*F1 and F4*vs.*F3. **(F)** The heat map of the DEGs related to starch, sucrose and galactose metabolism which was the significant enrichment pathway in F4*vs.*F3.

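F3*vs.*F1 gave 2526 DEGs by limma's test, 1179 higher and 1347 lower, and F4*vs.*F3 gave 2966, 1648 higher and 1318 lower. With single libraries left out, F3*vs.*F1 ranged from 2473 to 2902 and F4*vs.*F3 from 2999 to 3084. Under the test against the fold threshold, 625 and 1033 genes were called.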

There were 1722 and 2,106, 2,239 and 2030 DEGs isolated with noticeable up-regulation and down-regulation in F3*vs.*F1 and F4*vs.*F3, respectively (Figures 3B,C). According to KEGG enrichment for up-regulated DEGs in F3*vs.*F1, 14 DEGs were significantly enriched in plant hormone signal transduction pathway (Figure 3D; Supplementary Table 7). 

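Of these 14 genes, 12 were called higher in F3*vs.*F1, and 12 when adjusted over all hormone and zeatin entries. The highest FPKM among them belonged to Zardc49467(*ZaPRB1*), a PR1-type gene of SA signal transduction, which rose from 349 ± 23.9 to 1089 ± 91.8 FPKM (SD, n = 3). Not called were Zardc26158(*ZaGH3.1*), at 2.25 ± 0.0231 FPKM in F3 and 1.09 ± 0.336 in F1, and Zardc26876(*ZaERF2*).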

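Of the genes tied to IAA signals, Zardc51967(*ZaIAA14*) rose from 14.4 ± 1.64 to 32.1 ± 2.60 FPKM (SD, n = 3), a log2 fold change of 1.11 (standard error 0.12, adjusted p = 5.1e-07 from limma's test with Benjamini-Hochberg adjustment), with all 3 F3 libraries above all 3 F1 libraries. In males it stood at 12.7 ± 1.61 FPKM in M1 and 16.3 ± 1.22 in M3. Zardc55290(*ZaLAX2*) rose from 8.75 ± 0.863 to 25.9 ± 6.51 FPKM in females, a log2 fold change of 1.44 (standard error 0.15, adjusted p = 1.9e-07 from limma's test with Benjamini-Hochberg adjustment), with all 3 F3 libraries above all 3 F1 libraries, and stood at 6.96 ± 0.895 and 13.3 ± 2.89 FPKM in M1 and M3. Zardc55291(*ZaLAX3*) had 6.34 ± 0.611 FPKM in F1 and 14.2 ± 0.405 in F3, against 5.68 ± 0.635 and 8.79 ± 0.688 in M1 and M3. The interaction was -0.77 for *ZaIAA14* and -0.61 for *ZaLAX2*, and neither was called. Zardc15205(*ZaIAA11*), called in M3*vs.*M1, also stood at 13.2 ± 1.37 FPKM in F3 against 7.62 ± 2.88 in F1. Tested against the fold threshold itself, *ZaIAA14* and *ZaLAX2* were no longer called.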

Similar results with M3*vs.*M1 showed that while a part of genes related to IAA signals were up-regulated in female floral differentiation, another was mainly up-regulated in male floral differentiation (Supplementary Table 8). However, the genes involved in ABA and SA were significantly up-regulated in female floral differentiation process. These results suggested that ABA and SA may be contribute to female floral differentiation, and IAA might be an essential member for floral sex differentiation.

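In F3*vs.*F1, Zardc49467(*ZaPRB1*) showed a log2 fold change of 1.64 (standard error 0.070, adjusted p = 4.4e-13 from limma's test with Benjamini-Hochberg adjustment), with all 3 F3 libraries above all 3 F1 libraries. In M3*vs.*M1 it rose from 413 ± 15.2 to 1522 ± 41.2 FPKM, a log2 fold change of 1.88 (standard error 0.070, adjusted p = 4.1e-14 from limma's test with Benjamini-Hochberg adjustment), with all 3 M3 libraries above all 3 M1 libraries. Zardc13708(*ZaCAPE3*), listed beside it for SA, was listed at 0 in all 3 F1 libraries and had 1.85 ± 1.51 FPKM in F3 and 1.17 ± 0.718 in M3. Its call in F3*vs.*F1 was lost without F3 replicate 3, which held 3.43 FPKM against 0.419 and 1.71 in the other F3 libraries, and against the fold threshold as null. The ABA genes Zardc09485(*ZaAHG3*), Zardc46850(*ZaAHG1*), Zardc53596(*ZaAIP1*) and *ZaHAB1* peaked at stage 3 in females, and fell to 56.1 ± 4.57, 31.4 ± 1.84, 45.1 ± 1.77 and 42.0 ± 2.39 FPKM in F4.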

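From the ABA and SA genes called higher in F3*vs.*F1, the paper proposes that both hormones contribute to female floral differentiation. From IAA genes that rose in one sex or the other, it proposes that IAA takes part in the differentiation of both. Over the whole M3*vs.*M1 hormone list, 7 of the 12 genes were also called higher in F3*vs.*F1, and over the genes of both lists for which the interaction between stages 1 and 3 is given, *ZaARR3* alone was called.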

Moreover, 22 up-regulated DEGs of F4*vs.*F3 were significantly enriched in sugar metabolism pathways, including 17 DEGs for starch and sucrose metabolism, and 5 DEGs for galactose metabolism (Figure 3E; Supplementary Table 7). 

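Of the 17 genes listed for starch and sucrose metabolism, 14 were called higher in F4*vs.*F3, and of the 5 listed for galactose metabolism, 4 were. The counts adjusted over all sugar entries were also 14 and 4. Zardc33027(*ZaPGMP*), listed in both, rose from 24.2 ± 0.486 to 49.96 ± 1.72 FPKM (SD, n = 3), a log2 fold change of 1.02 (standard error 0.060, adjusted p = 3.7e-11 from limma's test with Benjamini-Hochberg adjustment), with all 3 F4 libraries above all 3 F3 libraries, and was 0.999 without F4 replicate 2, just under the threshold. Zardc45769(*ZaCWI1*) was called at 1.05, but 0.90 without F3 replicate 2 and 0.97 without F4 replicate 1 lay below the threshold. Zardc01552(*ZaGH9B1*) was called at 1.15 and was not at 0.96 without F3 replicate 3. When the fold threshold itself was tested, *ZaPGMP*, *ZaCWI1* and *ZaGH9B1* were not called. After quantile normalization, *ZaPGMP* was not called.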

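The 22 entries of both sugar lists of F4*vs.*F3 name 19 different genes, and 18 had enough signal to be tested. In F4*vs.*F3, 15 of the 19 were called higher, and in M4*vs.*M3 8 of the 19 were. Compared between the sexes at the same stage, none was called higher in M1*vs.*F1, 1 in M2*vs.*F2, 2 in M3*vs.*F3 and 2 in M4*vs.*F4, where 3 were called lower. Over the 4 stages together, 3 of the 19 genes were called higher in males at some stage and 3 lower.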

Interestingly, the majority of these DEGs were obtained with notable up-regulation in male floral differentiation, despite the fact that their levels were gradually elevated in female floral differentiation (Figure 3F; Supplementary Table 8). 

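In M1, Zardc54087(*ZaBGLU44*) had 151 ± 10.1 FPKM (SD, n = 3), Zardc01552(*ZaGH9B1*) 15.5 ± 1.04, Zardc27757 24.98 ± 1.14 and Zardc07320(*ZaSIP1*) 311 ± 6.80 FPKM, and in F1 the same genes had 111 ± 7.55, 9.12 ± 0.727, 12.3 ± 1.09 and 183 ± 8.00 FPKM. All were higher in M1, and in each case all 3 M1 libraries lay above all 3 F1 libraries, but none of the log2 fold changes of 0.44, 0.70, 0.96 and 0.76 reached the threshold. Zardc27757 did so without F1 replicate 1, at 1.03, and was called in M3*vs.*F3 (1.36). At the last stage the order was the other way for Zardc54087(*ZaBGLU44*) and Zardc07320(*ZaSIP1*). The former had 40.2 ± 3.60 FPKM in M4 against 123 ± 6.40 in F4, a log2 fold change of -1.59 (standard error 0.081, adjusted p = 9.0e-12 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries below all 3 F4 libraries. The latter showed a log2 fold change of -1.35 (standard error 0.042, adjusted p = 8.2e-15 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries below all 3 F4 libraries. Their interactions from stage 3 to stage 4 were -2.00 and -2.33, both called. Of the 6 sugar genes of M4, *ZaTPS11* (the added gene) was called higher in M4*vs.*F4 (1.07), as was Zardc34000(*ZaBAM1*) (1.06, but 0.92 without F4 replicate 1, below the threshold). Zardc06800(*ZaBE1*), Zardc31272(*ZaTPPF*), Zardc33026(*ZaFRK1*) and Zardc33027(*ZaPGMP*) were higher in M4 by log2 fold changes of 0.30, 0.56, 0.49 and 0.75 without a call. A test against the fold threshold left *ZaTPS11* in M4*vs.*F4 and *ZaBAM1* in M4*vs.*F4 uncalled. Adding a pseudocount of 0.1 gave a call for Zardc27757 in M1*vs.*F1. The call of *ZaBAM1* in M4*vs.*F4 was lost with a pseudocount of 0.1.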

Four genes, Zardc54087(*ZaBGLU44*), Zardc01552(*ZaGH9B1*), Zardc27757, and Zardc07320(*ZaSIP*) were up-regulated in M1 stage, and the six genes, Zardc06800(*ZaBE1*), Zardc31272(*ZaTPPF*), Zardc33026(*ZaFRK1*), Zardc33027(*ZaTPS11*), novel.5250(*ZaTPS11*), and Zardc34000(ZaBAM1) were observed to have high expression abundance in M4 stage. This information implied that the sugar substances are essential factors during floral differentiation in *Z. armatum*, however it might be more important for male floral differentiation.

### Identification the genes involved in floral sex differentiation in *Zanthoxylum armatum*

To comprehensively obtain the key genes involved in floral sex differentiation, the DEGs were identified among male and female samples. 

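Between the sexes at the same stage, limma's test called 1523 genes in M1*vs.*F1 (1001 higher, 522 lower), 1869 in M2*vs.*F2 (1442 higher, 427 lower), 2326 in M3*vs.*F3 (1416 higher, 910 lower) and 3142 in M4*vs.*F4 (1796 higher, 1346 lower). Higher in males were 65.7%, 77.2%, 60.9% and 57.2% of the called genes. Over the alternatives tried, the totals were smallest under the test against the fold threshold (282, 424, 383 and 771) and largest with a pseudocount of 0.1 (2918, 3018, 4341 and 5345). With single libraries left out, the totals ranged over 1579 to 1609, 1822 to 1926, 2266 to 2700 and 3106 to 3286. Leaving 1 of the 2 M2 libraries out treats the other as varying like the other groups. The RIN values of the paper, a measure of RNA quality, were lower in all F3 and F4 libraries than in all others. In M3*vs.*F3 and M4*vs.*F4, RNA quality thus goes with sex, and its effect was not tested.

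**Figure D1:**
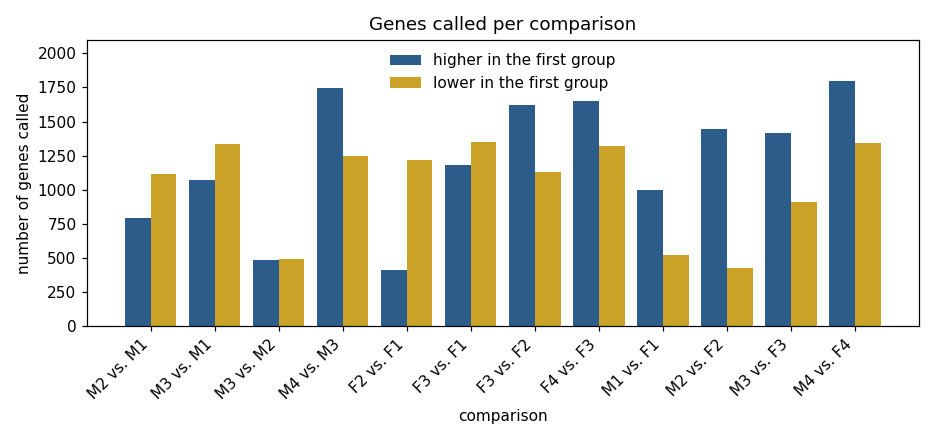
Number of DEGs (vertical axis) in each of the 12 comparisons (horizontal axis), with side-by-side bars for the genes higher and lower in the first-named group. Over both bars, M4*vs.*F4 has the most, 3142, and M3*vs.*M2 the fewest, 977.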

A total of 2,553, 2,995, 3,475, and 5,033 DEGs were isolated in the M1*vs.*F1, M2*vs.*F2, M3*vs.*F3, M4*vs.*F4, and 1,586, 2,251, 2,184 and 2,912 of which were, respectively, up-regulated in each comparison (Supplementary Figure 8). Surprisingly, all of the up-regulated DEGs were enriched in zeatin biosynthesis, starch and sucrose metabolism pathways in each comparison, especially in M3*vs.*F3 (Supplementary Figure 9).

In total, six up-regulated DEGs were significantly enriched in zeatin biosynthesis process, and 3 of which were co-obtained in M2*vs.*F2, M3*vs.*F3 and M4*vs.*F4. All of these genes were subjected to BLASTX against the TAIR 11 protein database to obtained additional genetic annotations (Supplementary Table 7). 

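The 6 zeatin genes were Zardc45722(*ZaUGT85A1*), Zardc24534(*ZaCKX5*), Zardc36944(*ZaCKX1*), Zardc46645(*ZaCKX3*), *ZaCKX6* and Zardc19469(*ZaUGT85A4*). Of the entries listed per comparison, 0 of 1 was called higher in M1*vs.*F1, 2 of 4 in M2*vs.*F2, 2 of 5 in M3*vs.*F3 and 1 of 3 in M4*vs.*F4. The counts adjusted over all hormone and zeatin entries were the same. *ZaCKX1* did not reach 1 FPKM in the 3 libraries that a test required. Zardc45722(*ZaUGT85A1*) stood at 2.09 ± 0.242 FPKM in M1 and 0.825 ± 0.323 in F1 (SD, n = 3).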

The FPKM data present that the four genes associated with CKX subfamily, Zardc36944(*ZaCKX1*), Zardc46645(*ZaCKX3*), Zardc24534(*ZaCKX5*), and novel.3902(*ZaCKX6*), showed significant up-regulation in male floral differentiation process, especially in M2 and M3 stage (Figure 4A; Supplementary Table 8), whereas the lower expression was detected in female floral samples. 

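Zardc46645(*ZaCKX3*) had 136 ± 5.60 FPKM in M1 and 132 ± 6.27 in F1 (SD, n = 3), with libraries overlapping. In females it then fell to 1.54 ± 0.0813 in F2, 3.27 ± 0.165 in F3 and 0.999 ± 0.280 in F4, while males stood at 57.5 ± 1.77 in M2, 96.2 ± 3.30 in M3 and 17.3 ± 0.471 in M4. M2*vs.*F2 gave a log2 fold change of 4.53 (standard error 0.086, adjusted p = 1.3e-17 from limma's test with Benjamini-Hochberg adjustment), with both M2 libraries above all 3 F2 libraries. M3*vs.*F3 gave 4.51 and M4*vs.*F4 3.20, both called. From stage 1 to stage 3 the sexes changed differently, with an interaction of 4.46 (standard error 0.11, adjusted p = 1.4e-15 from limma's test with Benjamini-Hochberg adjustment). The M1*vs.*F1 value of 0.05 was not called, and quantile normalization reversed it to -0.06. Zardc24534(*ZaCKX5*) was higher in males at the earlier stages, with log2 fold changes of 0.66 in M1*vs.*F1 (not called), 1.78 in M2*vs.*F2 and 1.32 in M3*vs.*F3 (both called). In M4*vs.*F4 it was lower, 35.2 ± 2.49 against 85.3 ± 4.14 FPKM, a log2 fold change of -1.25 (standard error 0.066, adjusted p = 1.4e-11 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries below all 3 F4 libraries. Its interaction was 0.66 from stage 1 to 3 (not called) and -2.58 from stage 3 to 4 (called). *ZaCKX6* peaked at 2.94 ± 0.348 FPKM in M3 and was called in no comparison between the sexes, with log2 fold changes of -0.25, 0.97, 0.80 and 0.60 from the first stage to the last. In M2*vs.*F2 it was called at 1.08 without M2 replicate 2, 1.04 without F2 replicate 2 and 1.02 without F2 replicate 3. Zardc36944(*ZaCKX1*) was too weak to test, at 0.592 ± 0.360, 1.07 ± 0.512, 0.738 ± 0.430 and 0.614 ± 0.231 FPKM in M1 to M4, and was listed at 0 in all F4 libraries and at 0.0606 ± 0.0526 FPKM in F1. *ZaCKX6* in M2*vs.*F2 was called with a pseudocount of 0.1 or 0.5. When the pseudocount was 0.1, *ZaCKX6* in M3*vs.*F3 and M4*vs.*F4 was called.

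**Figure D2:**
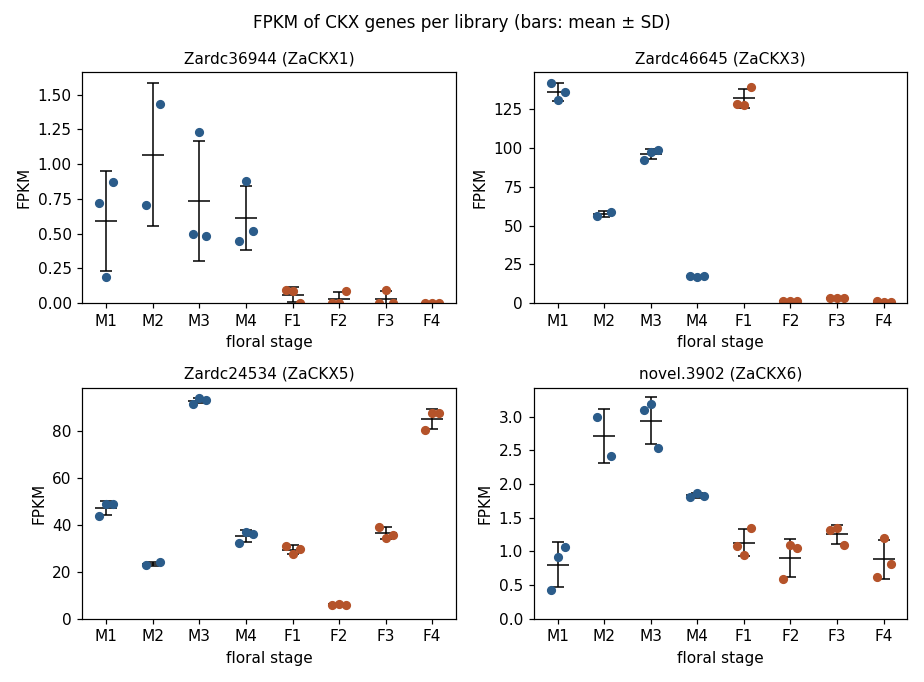
FPKM (vertical axis) of the 4 *ZaCKX* genes in each group (horizontal axis), with 1 point per library and bars for the mean ± SD. For Zardc46645(*ZaCKX3*), M1 and F1 overlap and the later female stages lie near 0, while Zardc24534(*ZaCKX5*) is higher in F4 than in M4.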

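Zardc19469(*ZaUGT85A4*) had 17.9 ± 2.09 FPKM (SD, n = 3), 14.8 ± 1.05, 13.9 ± 3.65 and 11.6 ± 0.690 in M1 to M4, against 10.2 ± 2.01, 10.6 ± 1.12, 6.31 ± 0.376 and 9.19 ± 0.701 FPKM in F1 to F4. At every stage all male libraries lay above all female libraries. The log2 fold changes were 0.77, 0.45, 0.996 and 0.31, and none was called. The M3*vs.*F3 value lay just under the threshold and passed it at 1.21 without M3 replicate 3 and 1.03 without F3 replicate 3. For *ZaUGT85A4* in M3*vs.*F3, a pseudocount of 0.1 or 0.5 gave a call.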

Meanwhile, a gene, Zardc19469(*ZaUGT85A4*) which was attributed to UDP-glucosyl transferase superfamily in the dihydrozeatin-O-glucoside process, also displayed higher expression in male samples.

**Figure 4:**
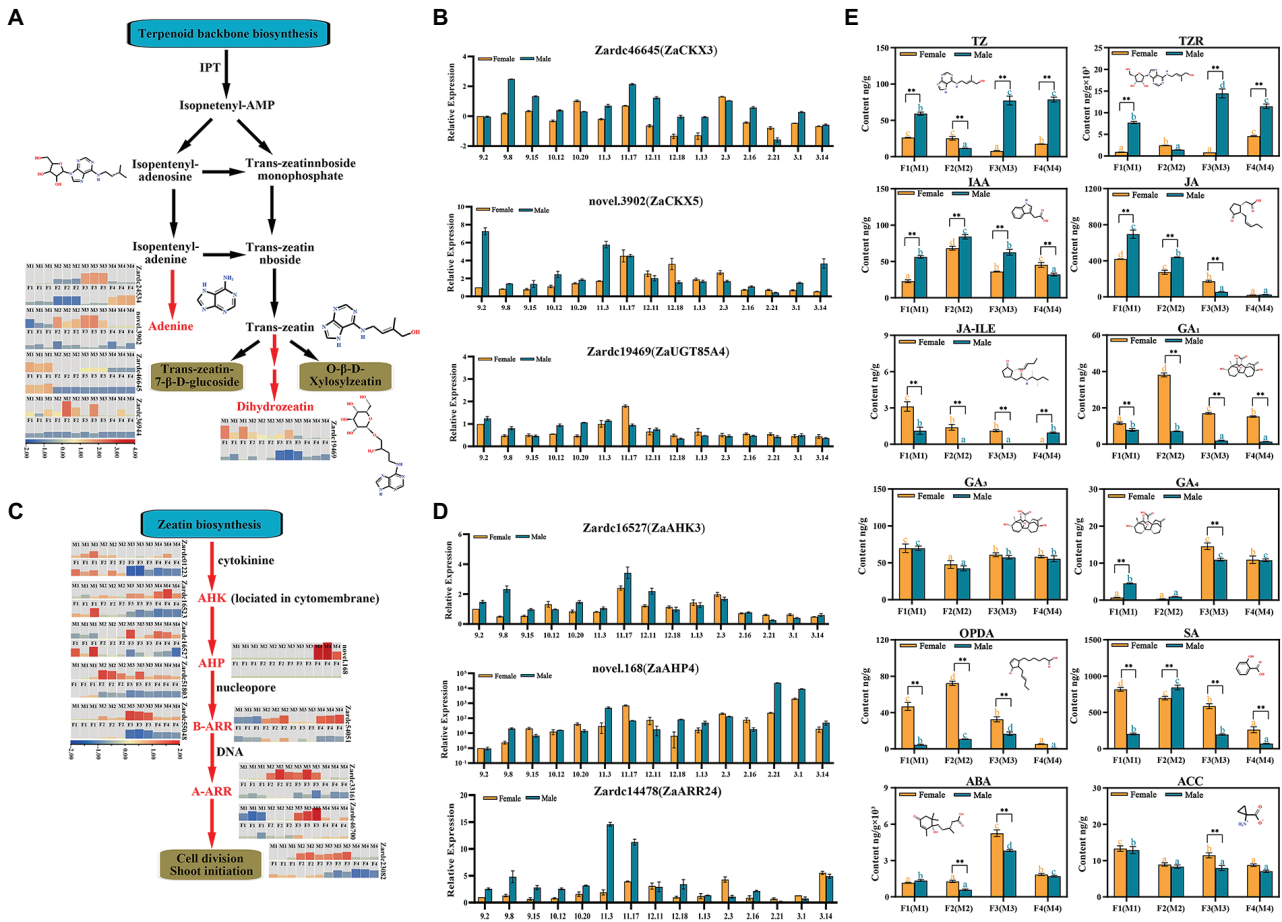
The identification of key genes related to cytokinin biosynthesis and signal transduction pathways enriched in male *vs.* female comparisons. **(A)** The biosynthesis cascade of zeatin biosynthesis pathway. Red fonts indicated the homologous differential expressed genes significantly up-regulated in this study. **(B)** The relative expression of the DEGs enriched in zeatin biosynthesis during 15 male and female floral samples. **(C)** The biosynthesis cascade of zeatin biosynthesis pathway. **(D)** The relative expression of the DEGs identified in cytokinin signal transduction pathways. **(E)** The investigation of plant hormones during floral sex differentiation process. * and **, respectively, means *p* < 0.05 and *p* < 0.01 between female and male samples. The different orange and blue letters indicated the significant difference (*p* < 0.05) among differentiation stages for male or female floral buds, respectively.

Additionally, 29 up-regulated DEGs were identified in plant hormone signal transduction pathways, including 10 of which were annotated with IAA, 12 with CTK, 1 with ethylene (ETH), 4 with SA, and 2 with jasmonic acid (JA; Supplementary Table 7; Supplementary Figure 10). Furthermore, six genes were annotated to *AHKs*, the cytokinin sensor located in cytomembrane, and mainly up-regulated in male floral differentiation, especially the Zardc23082 and Zardc55048(*ZaAHK4*). 

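The 29 genes are listed by comparison in Supplementary Table 7. Called higher were 1 of the 3 listed for M1*vs.*F1, 3 of the 6 for M2*vs.*F2, 9 of the 10 for M3*vs.*F3 and 8 of the 15 for M4*vs.*F4. As many were called when adjusted over all hormone and zeatin entries. Of the 29 genes, 16 were called higher in males at some stage, and 1 was called lower. Over all hormone and zeatin lists of the study, 58 of 85 entries were called in the direction stated, 55 to 61 with single libraries left out and 25 when the fold threshold itself was tested. For Zardc54051(*ZaARR12*), the CTK response regulator listed for M4*vs.*F4, the FPKM were 8.73 ± 0.316 in M4 and 1.75 ± 0.147 in F4, a log2 fold change of 1.83 (standard error 0.13, adjusted p = 9.0e-10 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries above all 3 F4 libraries.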

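Zardc23082 and Zardc55048(*ZaAHK4*) stood at 22.4 ± 1.04 and 94.3 ± 2.33 FPKM (SD, n = 3) in M3 and at 9.78 ± 0.981 and 42.6 ± 1.63 FPKM in F3. In M3*vs.*F3 the former showed a log2 fold change of 1.12 (standard error 0.080, adjusted p = 1.9e-09 from limma's test with Benjamini-Hochberg adjustment), with all 3 M3 libraries above all 3 F3 libraries, and the latter a log2 fold change of 1.13 (standard error 0.039, adjusted p = 7.2e-14 from limma's test with Benjamini-Hochberg adjustment), with all 3 M3 libraries above all 3 F3 libraries. At stage 1 the same genes had 14.8 ± 1.08 and 63.8 ± 0.783 FPKM in males and 18.6 ± 0.580 and 68.3 ± 1.33 in females, and the interaction from stage 1 to stage 3 was called for both, at 1.44 and 1.22. Zardc51803(*ZaAHK3*) was called at stages 2, 3 and 4, with log2 fold changes of 1.48, 1.54 and 1.39 and an interaction of 1.59, also called. Its M1*vs.*F1 value of -0.05 was not called and was 0.04 without M1 replicate 2 and 0.03 without F1 replicate 3. Zardc01223(*ZaAHK2*) was called at stages 3 and 4 (1.70 and 1.48), with an interaction of 1.79, and fell in females from 35.5 ± 4.47 FPKM in F2 to 8.33 ± 5.09 in F3. Zardc16532(*ZaAHK3*) was called in M4*vs.*F4 (1.27) and Zardc16527(*ZaAHK3*) was not (0.85). Under the test against the fold threshold, only the M3*vs.*F3 call of Zardc51803 was kept among these. A pseudocount of 0.1 gave a call for Zardc16527 in M4*vs.*F4.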

The similar results were that five DEGs involved in two-component signaling system, a kind of transcription factor named *Arabidopsis* response regulator (ARR), also showed very significant up-regulation in M2 and M3 stages of male floral differentiation. It was worth to note that novel.168(*ZaAHP4*), a new gene detected in present study which was a messenger to transfer the cytokinin signals into nucleus, was significantly up-regulated in M4 stage, but not detected in another floral differentiation periods, especially during the entire female floral differentiation process (Figure 4C; Supplementary Table 8). Additionally, the genes associated with JA and SA signal transduction were also screened in the up-regulated profiles of male floral differentiation (Supplementary Figure 10).

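In M3*vs.*F3, Zardc11274(*ZaARR9*) had 28.6 ± 1.71 FPKM (SD, n = 3) in M3 and 12.6 ± 2.04 FPKM in F3, a log2 fold change of 1.14 (standard error 0.10, adjusted p = 2.3e-08 from limma's test with Benjamini-Hochberg adjustment), with all 3 M3 libraries above all 3 F3 libraries. Zardc33161(*ZaARR9*) had 60.9 ± 4.197 and 27.9 ± 4.65 FPKM, a log2 fold change of 1.11 that was called, but 0.99 without F3 replicate 3 was below the threshold. Zardc14478(*ZaARR24*) had 4.23 ± 0.744 and 1.65 ± 0.785 FPKM and was called at 1.02, but not at 0.96 without M3 replicate 2, 0.95 without M3 replicate 3 and 0.76 without F3 replicate 2. In M4*vs.*F4 the value of Zardc11274 was -0.74, lower in males without a call. Zardc54051(*ZaARR12*) reached 7.30 ± 0.260 FPKM in M2 and 5.32 ± 0.174 in M3, and 5.92 ± 0.810 and 3.86 ± 0.715 in F2 and F3. At stage 2 the 2 *ZaARR9* genes had 15.5 ± 0.409 and 61.9 ± 6.19 FPKM in M2 and 16.0 ± 0.974 and 42.0 ± 1.45 in F2. Under the test against the fold threshold, Zardc11274, Zardc33161 and *ZaARR24* were not called. After quantile normalization, *ZaARR24* was not called.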

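The FPKM of this *ZaAHP4* gene were 2.44 ± 0.747 in M4 (SD, n = 3), and it was listed at 0 in all 20 libraries of the other groups. The gene was called higher in M4*vs.*M3 and in M4*vs.*F4 by limma's test, in all 3 M4 libraries, with each library left out and under each alternative tried. No fold change is given against groups listed at 0. Without read counts, how much expression a value of 0 leaves undetected is not known.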

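Of the JA genes, Zardc02254(*ZaJAS1*) stood at 102 ± 2.78 FPKM in F4, and M4*vs.*F4 gave a log2 fold change of 1.201 (standard error 0.11, adjusted p = 3.1e-08 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries above all 3 F4 libraries. Zardc00852(*ZaJAZ2*) stood at 11.0 ± 0.725 and 5.34 ± 2.28 FPKM, and its log2 fold change of 0.99 was not called, but was at 1.03 without M4 replicate 3, 1.07 without F4 replicate 2 and 1.23 without F4 replicate 3. Of the SA genes, the *ZaPRB1* gene that the authors added fell in males from 9.77 ± 0.281 FPKM in M1 through 8.68 ± 1.80 in M2 and 4.14 ± 1.24 in M3 to 1.24 ± 0.220 in M4, and stayed between 0.446 ± 0.325 in F1 and 0.781 ± 0.209 in F4 in females. M1*vs.*F1 gave a log2 fold change of 2.92 (standard error 0.24, adjusted p = 1.6e-08 from limma's test with Benjamini-Hochberg adjustment), with all 3 M1 libraries above all 3 F1 libraries, and M2*vs.*F2 and M3*vs.*F3 were also called (2.78 and 1.60), whereas M4*vs.*F4 was not (0.33). Zardc38825(*ZaTGA8*) was called in M3*vs.*F3 (1.10), and its ID lies in a stretch of 157 tested genes with a median log2 value of 0.34 in males relative to females. Zardc39292(*ZaNPR3*) in M1*vs.*F1 (0.87) and Zardc03151(*ZaBOP2*) in M4*vs.*F4 (0.68) were not called. The ID of *ZaNPR3* also lies in such a stretch, of 38 tested genes with a median of 0.28. With the fold threshold as the null, *ZaJAS1* in M4*vs.*F4, *ZaPRB1* in M3*vs.*F3 and *ZaTGA8* in M3*vs.*F3 were not called. Under a pseudocount of 0.1 or 0.5, *ZaJAZ2* in M4*vs.*F4 and *ZaNPR3* in M1*vs.*F1 were called. With a pseudocount of 0.1, *ZaBOP2* in M4*vs.*F4 was called.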

To further identify the genetic information of these key genes associated with cytokinin biosynthesis and signal transduction, male and female flower samples in 15 differentiation and maturation points from September to March of next year were selected to investigate their abundant expression (Figures 4B,D). The results showed that all of them had similar expression patterns with RNA-seq dataset during the floral sex differentiation, and most of which were obviously up-regulated in floral primordium periods between November and December, especially in male flowers. The above results indicated that cytokinin might be a vital factor for male floral differentiation in *Z. armatum*.

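The starch and sucrose genes listed for the comparisons between the sexes number 14 when each is counted once, and 12 had enough signal to be tested. Called higher were 2 of the 6 listed for M1*vs.*F1, 3 of the 7 for M2*vs.*F2, 6 of the 9 for M3*vs.*F3 and 4 of the 7 for M4*vs.*F4. Adjusted over all sugar entries, the counts did not change. Over the stages, 8 of the 14 genes were called higher in males at some stage. Across all sugar lists of the study, 48 of 72 entries were called in the direction stated, 46 to 50 with single libraries left out and 25 when the fold threshold itself was tested.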

Based on the KEGG enrichment analysis, 15 up-regulated DEGs were detected in starch and sucrose metabolism pathway. The expression values of these DEGs in eight floral samples and their TAIR11 annotations are also listed in Supplementary Tables 7, 8. Interestingly, the major enriched pathways of sugar metabolism were the biosynthesis process of D-glucose and Trehalose (Figure 5). A total of seven enzymes involved in the biosynthesis steps were identified in our DEG profiles, which included sucrose synthase (SUS), beta-amylase (BAM), trehalose phosphate synthase (TPS), beta glucosidase (BGLU), cellulase (CEL), ADP-glucose pyrophosphorylase (APS), and glycosyl hydrolases (Figure 5A; Supplementary Table 7). Zardc36683(ZaSUS2), a gene encoded proteins catalyzed the initial formation of sucrose using UDP-glucose, was only significantly up-regulated in male floral samples. 

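Zardc36683(*ZaSUS2*) was weakly expressed, with 0.698 ± 0.0533, 2.04 ± 0.0579, 1.90 ± 0.233 and 1.33 ± 0.236 FPKM in M1 to M4 against 0.436 ± 0.164, 0.902 ± 0.0608, 0.226 ± 0.112 and 0.434 ± 0.126 in F1 to F4. It was called in M3*vs.*F3, with a log2 fold change of 1.24 (standard error 0.13, adjusted p = 2.2e-07 from limma's test with Benjamini-Hochberg adjustment), with all 3 M3 libraries above all 3 F3 libraries. At stages 2 and 4 its log2 fold changes of 0.68 and 0.70 were not called. The test against the fold threshold did not call *ZaSUS2* in M3*vs.*F3. Adding a pseudocount of 0.1 gave a call for *ZaSUS2* in M2*vs.*F2 and M4*vs.*F4.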

Similar results were obtained for another six DEGs which also used the UPD-glucose as a substance to catalyze the key reactions of D-glucose biosynthesis. Additionally, the other branch of these pathways was also significantly obtained and enriched in TPS biosynthesis. 

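*ZaBAM2*, a gene that the authors added, was listed at 0 in all 12 female libraries and stood at 2.68 ± 0.330, 4.09 ± 0.241, 3.40 ± 0.393 and 3.52 ± 0.342 FPKM in M1 to M4. It was called higher in males at all 4 stages by limma's test, and no fold change is given against groups listed at 0. Zardc34000(*ZaBAM1*) stood at 1.34 ± 0.213, 2.63 ± 0.168 and 3.36 ± 0.966 FPKM in M1 to M3 and 0.348 ± 0.130, 0.163 ± 0.108 and 0.205 ± 0.313 in F1 to F3. In M3*vs.*F3 it showed a log2 fold change of 1.86 (standard error 0.18, adjusted p = 1.7e-07 from limma's test with Benjamini-Hochberg adjustment), with all 3 M3 libraries above all 3 F3 libraries. M2*vs.*F2 was also called (1.64), and M1*vs.*F1 was not (0.80). Zardc21370(*ZaGH9B9*) was listed at 0 in all libraries of F1, F2 and F3, with 2.50 ± 0.0903 FPKM in M2 (SD, n = 2), where it was called. In M1, at 1.01 ± 0.315 FPKM, it was not called against F1 but was without M1 replicate 1, which held 0.643 FPKM against 1.18 and 1.201 in the other M1 libraries. In M3, at 1.24 ± 0.901, it was called against F3 but not without M3 replicate 3, which held 2.28 FPKM against 0.657 and 0.784 in the others, or against the fold threshold as null. A pseudocount of 0.1 or 0.5 called it against F1. Zardc44219 was called in M1*vs.*F1 (1.36) and in M3*vs.*F3 (1.16), the latter being 0.87 without M3 replicate 3 and 0.996 without F3 replicate 3, below the threshold in either case. Zardc28200(*ZaBGLU43*) had a log2 fold change of 0.88 in M4*vs.*F4 without a call. Against the fold threshold as null, *ZaBAM1* in M2*vs.*F2 and Zardc44219 in M1*vs.*F1 and M3*vs.*F3 were no longer called. *ZaBAM1* in M1*vs.*F1 and *ZaBGLU43* in M4*vs.*F4 were called with a pseudocount of 0.1 or 0.5.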

All of the genes in TPS pathways were significantly up-regulated in the entire male floral samples in this study.

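Zardc11215(*ZaTPPD*) in M4*vs.*F4 showed a log2 fold change of 1.91 (standard error 0.22, adjusted p = 1.0e-06 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries above all 3 F4 libraries. In M1*vs.*F1 its log2 fold change of 0.75 was not called, nor was that of 0.84 in M2*vs.*F2, which reached 1.09 without M2 replicate 2. *ZaTPS6*, which the authors added, was higher in M3 without a call (1.53 ± 0.556 against 0.435 ± 0.226 FPKM in F3, log2 fold change 0.81). *ZaTPS11*, also added by them, stood at 1.14 ± 0.218 FPKM in M1 and 2.26 ± 0.318 in F1, and at 18.4 ± 0.990 in M4 and 8.22 ± 0.462 in F4. When the pseudocount was 0.1 or 0.5, *ZaTPPD* in M1*vs.*F1 and M2*vs.*F2 and *ZaTPS6* in M3*vs.*F3 were called.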

**Figure 5:**
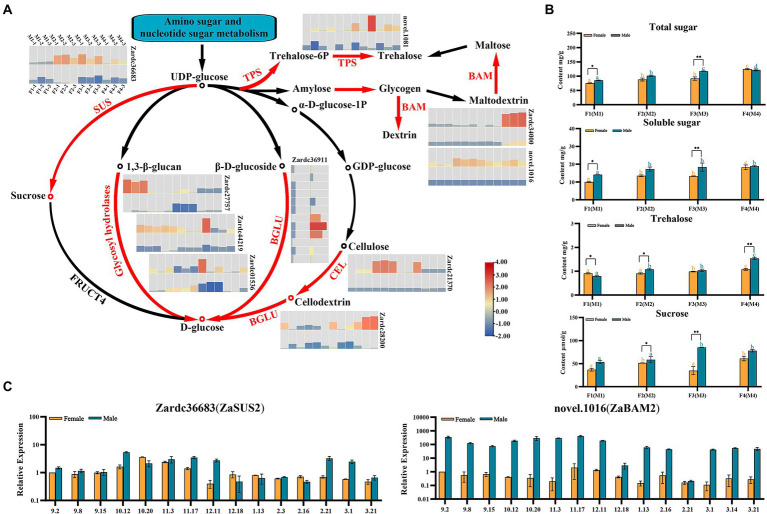
The identification of key genes related to sugar compounds biosynthesis pathways enriched in male *vs.* female comparisons. **(A)** The biosynthesis cascade of sucrose and starch biosynthesis pathway. Red fonts indicated the homologous differential expressed genes significantly up-regulated in this study. **(B)** The investigation of four sugar compounds during floral sex differentiation process. * and **, respectively, means *p* < 0.05 and *p* < 0.01 between female and male samples. The different orange and blue letters indicated the significant difference (p < 0.05) among differentiation stages for male or female floral buds, respectively. **(C)** The relative expression of the DEGs during 15 samples of male and female floral development and maturation process. The female sample at 2 September was used as control.

Moreover, two genes were selected to confirm the genetic information of these key genes associated with sugar metabolism pathways using qRT-PCR detection (Figure 5B). The results showed that they were up-regulation in 15 male and female flower samples, especially the novel.1016(*ZaBAM2*) which was related to the maltose formation.

### Investigation of plant growth substances during male and female differentiation

To further confirm the roles of various plant hormones during floral sex differentiation process, a total of 12 phytohormone were examined in this study (Figure 4E). These phytohormones were observed to be very significantly different among male and female floral samples. Both of the trans-zeatin (TZ) and trans-zeatinriboside (TZR), the cytokinin compounds, were highly up-regulated in male floral differentiation, but very low concentration during female floral differentiation process, especially at M3*vs.*F3 stage. The IAA and JA were also significantly up-regulation in the earlier male floral differentiation stages, compared with female floral stages. Due to the important roles of gibberellins (GA) for floral formation, three dominant GA compounds were investigated during male and female floral differentiation in *Z. armatum*. Interestingly, GA_1_ was overwhelmingly in high concentration in female floral samples, whereas the very weak abundance was detected in male flowers. However, the GA_3_ and GA_4_ did not show any significantly different patterns between male and female floral samples. RNA-seq results revealed similar to GA, SA and ABA were also up-regulated in the female floral differentiation. Meanwhile, the other crucial chemical compounds associated with phytohormones were also analyzed in the present study, including 12-oxo-phytodienoic acid (OPDA) which is an important precursor in the biosynthesis of JA, jasmonic acid-isoleucine (JA-ILE) which is a complex of JA and isoleucine, and aminocyclopropanecarboxylic acid (ACC) which is an important precursor in the biosynthesis of ETH. The results showed that both of the OPDA and JA-ILE, the substances related to JA, were significantly high concentration in female floral differentiation, although they were gradually decreased during later floral differentiation and maturation process. Similar to GA_3_, ACC also did not exhibit a significant pattern during floral formation process in *Z. armatum*.

To further confirm the roles of sugars during the floral sex differentiation process, four sugar compounds were investigated in this study (Figure 5C). The total sugar, soluble sugar, trehalose and sucrose were showed the significant differences among the male and female floral samples, especially at M3 and F3 stages. These results suggested that the sugar compounds also play a crucial role for male floral differentiation in *Z. armatum*.

### DEGs analysis related to MADS-box transcription factors

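Of the 37 MADS-box genes in Supplementary Table 9, 28 were called in at least 1 of the 4 comparisons between the sexes by limma's test. For 33 of them the paper states a sex, and 22 of these were called in that direction at some stage, 22 when adjusted over the list alone, whereas 2 were called only in the other direction. With single libraries left out, 21 to 24 were called, and 9 when the fold threshold itself was tested. The list was drawn from these samples by the study.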

Due to the vital regulatory roles and interaction with plant hormone transduction pathways, 37 DEGs related to MADS-box transcription factors (TFs) were isolated among the DEGs in four M*vs.*F comparisons (Supplementary Table 9). Based on the annotation with TAIR11 database and phylogenetic analyses, all of these DEGs could be divided into 11 subclades (Figure 6A), including *AP1*, *AP2*, *AP3/PI*, *STK/SHP*, *SEP*, *SVP*, *SOC1*, *FYF*, and various *AG-like* genes.

**Figure 6:**
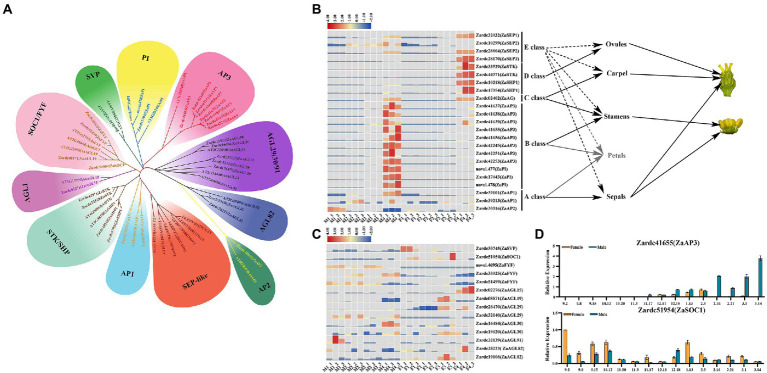
The identification of DEGs associated with MADS-box transcription factors. **(A)** The phylogenetic analysis of MADS-box DEGs screened in the male *vs.* female samples. **(B)** The heat map of DEGs related to ABCDE model. Due to the deletion of petals in *Z. armatum*, its related information was shown as gray color. **(C)** The heat map of DEGs involved in the transition from vegetative to reproductive growth. **(D)** The relative expression of two DEGs during 15 male and female floral samples.

A total of 23 DEGs were identified to control the floral organ differentiation, and attributed to ABCDE model (Figure 6B). 

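The 23 genes differ widely in level. *ZaAP2*, *ZaAG*, Zardc17043(*ZaPI*), Zardc39101(*ZaAP1*), Zardc10218(*ZaSHP1*) and the *ZaSEP* genes passed 20 FPKM in some group, whereas the *ZaAP3* copies and the pair of *ZaPI* genes that the authors added stayed under 10. How reads that match several close copies were assigned is not given in the sources used here, so the level of a single copy is uncertain.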

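Of the A class genes, Zardc39101(*ZaAP1*) was at 0.0336 ± 0.0582 FPKM in M1 and 0.334 ± 0.0538 in F1, and rose to 31.7 ± 1.04, 23.8 ± 3.23 and 53.7 ± 4.90 in M2, M3 and M4 against 10.7 ± 2.03, 9.96 ± 1.21 and 25.9 ± 1.18 in F2, F3 and F4. M2*vs.*F2 gave a log2 fold change of 1.499 (standard error 0.13, adjusted p = 6.9e-08 from limma's test with Benjamini-Hochberg adjustment), with both M2 libraries above all 3 F2 libraries. M3*vs.*F3 (1.17) and M4*vs.*F4 (1.02) were called too, the latter being 0.95 without M4 replicate 3 and 0.999 without F4 replicate 2, with the call lost both times. Zardc39213(*ZaAP1*) was called in M2*vs.*F2 alone, at 2.31 ± 0.383 against 0.128 ± 0.00922 FPKM, a log2 fold change of 1.55 (standard error 0.31, adjusted p = 0.0011 from limma's test with Benjamini-Hochberg adjustment), with both M2 libraries above all 3 F2 libraries. Zardc30916(*ZaAP2*) was higher in M1 (63.8 ± 2.83 against 48.7 ± 1.81 FPKM, log2 fold change 0.38, not called) and lower in M4 (21.6 ± 0.614 against 46.5 ± 0.664 FPKM), with a log2 fold change of -1.07 (standard error 0.058, adjusted p = 2.1e-11 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries below all 3 F4 libraries. Tested against the fold threshold itself, Zardc39101 in M2*vs.*F2, M3*vs.*F3 and M4*vs.*F4, Zardc39213 in M2*vs.*F2 and *ZaAP2* in M4*vs.*F4 were no longer called.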

Two *ZaAP1* genes and one *ZaAP2* gene, Zardc39101, Zardc39213 and Zardc30916, were isolated that are mainly involved in male floral initiation and differentiation. It was worth to note that 11 DEGs of *AP3/PI-like* annotated with B class were unexpectedly obtained and exclusively up-regulated in male floral development process, which might indicate a reason why male flower could be triggered in *Z. armatum*. 

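Of the 11 *AP3/PI-like* genes, 1 was called higher in M1*vs.*F1, 1 in M2*vs.*F2, 2 in M3*vs.*F3 and 8 in M4*vs.*F4, and none was called lower at any stage. From M3 to M4, 9 of the 11 were called higher, and from F3 to F4, 3 were. Zardc17043(*ZaPI*) was the gene called at every stage, with 4.44 ± 0.569, 6.86 ± 0.531, 27.5 ± 6.18 and 122 ± 9.33 FPKM in M1 to M4 and 0.454 ± 0.218, 0.0595 ± 0.103, 2.27 ± 0.682 and 4.62 ± 0.689 in F1 to F4. Its log2 fold changes were 1.91, 2.89 and 3.12 at the first 3 stages, and M4*vs.*F4 gave a log2 fold change of 4.46 (standard error 0.17, adjusted p = 1.1e-13 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries above all 3 F4 libraries. The interaction from stage 3 to stage 4 was 1.33 and called. The pair of *ZaPI* genes that the authors added had 6.63 ± 0.405 and 6.07 ± 1.01 FPKM in M4 against 0.111 ± 0.111 and 0.121 ± 0.105 in F4, log2 fold changes of 2.78 and 2.65, both called. Among the *ZaAP3* copies, Zardc42245 had 6.06 ± 0.3996 FPKM in M4 and 0.721 ± 0.352 in F4 and showed a log2 fold change of 2.06 (standard error 0.13, adjusted p = 2.8e-10 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries above all 3 F4 libraries, with a called interaction of 1.87. Zardc42253 was called in M4*vs.*F4 (1.61) and in M3*vs.*F3 (1.27), the latter being 0.93 without M3 replicate 3, below the threshold. Zardc41655 was called in M4*vs.*F4 (1.46). Several copies carry neighbouring IDs, and the counting could have divided reads among them. When the fold threshold itself was tested, Zardc17043 in the interaction, Zardc42253 in M4*vs.*F4 and M3*vs.*F3 and Zardc41655 in M4*vs.*F4 were not called. The call of Zardc17043 in the interaction was lost with a pseudocount of 0.1. From the B class genes raised in male flowers alone, the paper proposes a reason why the male flower is triggered.

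**Figure D3:**
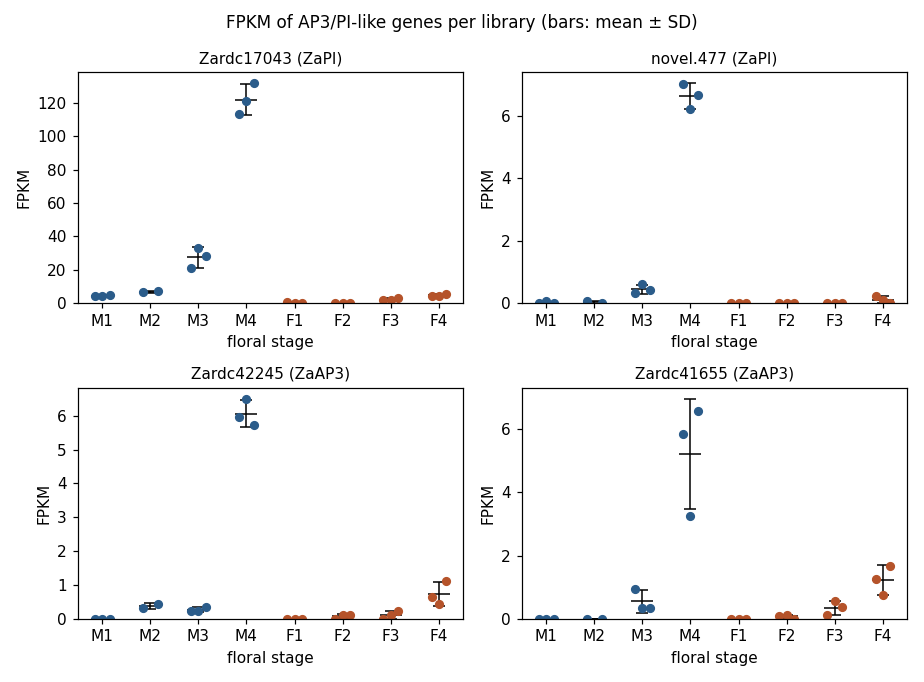
FPKM (vertical axis) of 2 *ZaPI* and 2 *ZaAP3* genes in each group (horizontal axis), with 1 point per library and bars for the mean ± SD. All 4 are highest in M4, and Zardc17043(*ZaPI*) is above the females from M1 on.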

Only one gene, Zardc02402(*ZaAG*), was identified as a C class gene in the genomic profile of *Z. armatum*, which was exclusively detected at M4 and F4 stages and showed no significant differences among the male and female floral samples. 

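Zardc02402(*ZaAG*) was at 0.925 ± 0.447 and 1.72 ± 0.599 FPKM in M1 and M2, at 14.0 ± 1.49 in M3 and at 53.8 ± 2.08 in M4, and in females at 0.630 ± 0.114, 0.839 ± 0.763, 3.86 ± 0.343 and 58.0 ± 1.88 from F1 to F4. M4*vs.*F4 gave a log2 fold change of -0.11 (standard error 0.22, adjusted p = 0.72 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries below all 3 F4 libraries, which was not called. M3*vs.*F3 was called, with a log2 fold change of 1.62 (standard error 0.22, adjusted p = 7.3e-06 from limma's test with Benjamini-Hochberg adjustment), with all 3 M3 libraries above all 3 F3 libraries. The rise from stage 3 to stage 4 was 1.87 in males and 3.60 in females on the log2 scale, both called, and the interaction of -1.73 (standard error 0.31, adjusted p = 3.2e-04 from limma's test with Benjamini-Hochberg adjustment) was called. A test against the fold threshold left *ZaAG* in M3*vs.*F3 and the interaction uncalled.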

Meanwhile, four DEGs related to D class, 2 of which were annotated with *ZaSTK* and remaining 2 that annotated with *ZaSHP1*, were specifically up-regulated in F4 stage, which suggested involvement of these genes in carpel maturation. 

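Zardc44971(*ZaSTK*) was at 4.90 ± 0.521 FPKM in F4, at 0.0843 ± 0.0845 in M4 and listed at 0 in all libraries of F1, F2 and F3. M4*vs.*F4 gave a log2 fold change of -2.44 (standard error 0.12, adjusted p = 4.6e-12 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries below all 3 F4 libraries. Zardc33529(*ZaSTK*) was at 1.97 ± 0.595 FPKM in F4 and 0.0325 ± 0.0563 in M4, a log2 fold change of -1.51 that was called. Zardc10218(*ZaSHP1*) was also expressed in males, at 12.2 ± 0.594 FPKM in M4 against 29.6 ± 0.974 in F4, a log2 fold change of -1.21 (standard error 0.15, adjusted p = 1.9e-06 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries below all 3 F4 libraries. Zardc17954(*ZaSHP1*) was at 1.10 ± 0.645 and 3.40 ± 1.56 FPKM with overlapping libraries, and its called log2 fold change of -1.04 was -0.79 without M4 replicate 2, -0.87 without F4 replicate 2 and -0.88 without F4 replicate 3, so that each of these libraries decided the call. The interaction from stage 3 to stage 4 was called for Zardc10218, at -1.56, and also for Zardc44971 under every alternative tried and with each library left out, where no value is given because F3 is listed at 0. Under the test against the fold threshold, Zardc10218 in M4*vs.*F4 and the interaction and Zardc17954 in M4*vs.*F4 were not called.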

Another four DEGs were associated with *SEP-like*, and most of them did not present obvious difference during floral sex differentiation process, except Zardc28170(*ZaSEP3*).

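Zardc28170(*ZaSEP3*) was at 4.82 ± 1.51 FPKM in M4 and 21.0 ± 2.11 in F4, a log2 fold change of -1.95 (standard error 0.24, adjusted p = 1.6e-06 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries below all 3 F4 libraries. At stage 3 it was lower in males without a call (-0.80), but was called at -1.05 without M3 replicate 3. The interaction from stage 3 to stage 4 of -1.15 (standard error 0.33, adjusted p = 0.018 from limma's test with Benjamini-Hochberg adjustment) was called, but was -0.90 without M3 replicate 3 and -0.91 without M4 replicate 3, below the threshold. Zardc28170 lies within a stretch of 99 tested gene IDs whose median log2 value was -0.91 in males relative to females, and -0.76 in M4*vs.*F4. The other three SEP genes were higher in M2*vs.*F2, where Zardc32032(*ZaSEP1*) (1.29), Zardc10299(*ZaSEP2*) (1.13) and Zardc28804(*ZaSEP2*) (1.14) were called, the last but 0.97 without M2 replicate 1. Zardc32032 rose from 0.0318 ± 0.0551 FPKM in M1 to 57.1 ± 3.79 in M4 and from 0.124 ± 0.107 in F1 to 74.3 ± 4.91 in F4. In M4*vs.*F4 its log2 fold change was -0.37 and that of Zardc28804 -0.24, neither called. With the fold threshold as the null, *ZaSEP3* in the interaction, *ZaSEP1* in M2*vs.*F2, Zardc10299 in M2*vs.*F2 and Zardc28804 in M2*vs.*F2 were not called. For *ZaSEP3* in M3*vs.*F3, a pseudocount of 0.1 or 0.5 gave a call. A pseudocount of 0.1 reversed *ZaSEP3* in the interaction, to 0.10. The call of *ZaSEP3* in the interaction was lost with a pseudocount of 0.5. Fitted on only the groups compared, *ZaSEP3* in the interaction was not called.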

Moreover, 14 of DEGs were obtained to regulate the transition from vegetative to reproductive growth in this study (Figure 6C). Two DEGs were, respectively, annotated with the antagonistic function, Zardc51954(*ZaSOC1*) and Zardc30745(*ZaSVP*), they were mainly detected in female flower samples. 

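Zardc51954(*ZaSOC1*) was weak in every group, at 0.235 ± 0.233, 0.115 ± 0.162, 0.168 ± 0.146 and 0.606 ± 0.569 FPKM in M1 to M4 and 2.14 ± 0.805, 1.59 ± 0.423, 2.71 ± 1.56 and 0.610 ± 0.578 in F1 to F4. It was called lower in M1*vs.*F1 (-1.33) and M2*vs.*F2 (-1.21), and M3*vs.*F3 gave a log2 fold change of -1.59 (standard error 0.32, adjusted p = 5.0e-04 from limma's test with Benjamini-Hochberg adjustment), with all 3 M3 libraries below all 3 F3 libraries. In M2*vs.*F2 the call was lost at -1.36 without M2 replicate 1, -1.06 without M2 replicate 2 and -1.09 without F2 replicate 3, where the adjusted p passed the limit. Zardc30745(*ZaSVP*) was at 3.72 ± 1.13 FPKM in M1 and 11.5 ± 1.88 in F1, a log2 fold change of -1.42 (standard error 0.18, adjusted p = 6.8e-06 from limma's test with Benjamini-Hochberg adjustment), with all 3 M1 libraries below all 3 F1 libraries. M2*vs.*F2 was called as well (-1.18), and M4*vs.*F4 (-0.90) was not but passed the threshold at -1.02 without M4 replicate 1 and -1.05 without F4 replicate 1. The test against the fold threshold did not call *ZaSOC1* in M1*vs.*F1, M2*vs.*F2 and M3*vs.*F3 and *ZaSVP* in M1*vs.*F1 and M2*vs.*F2. Under a pseudocount of 0.1, *ZaSVP* in M4*vs.*F4 was called.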

Interestingly, three *ZaFYF* genes, the regulators of floral transition, were found significantly up-regulated in male floral samples, which might be involved in stamen differentiation and maturation. Furthermore, a total of nine DEGs were annotated with *AG-like* (*AGL*). Six of them were mainly detected in female floral samples, containing Zardc02276(*ZaAGL15*), Zardc08871(*ZaAGL19*), Zardc26470(*ZaAGL29*), Zardc19020(*ZaAGL30*), Zardc28223(*ZaAGL82*) and Zardc19106(*ZaAGL82*), and the rest of them showed relatively high expression in male floral initiation and differentiation process. 

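The *ZaFYF* gene that the authors added was listed at 0 in all 12 female libraries and stood at 3.80 ± 0.155, 2.93 ± 0.320, 3.72 ± 0.283 and 1.33 ± 0.298 FPKM in M1 to M4. It was called higher in males at all 4 stages by limma's test, in all 11 male libraries, and only in M4*vs.*F4 was the call lost under the test against the fold threshold. Zardc51499(*ZaFYF*) was at 13.7 ± 2.30 FPKM in M1 and 5.70 ± 0.584 in F1, a log2 fold change of 1.13 (standard error 0.19, adjusted p = 1.2e-04 from limma's test with Benjamini-Hochberg adjustment), with all 3 M1 libraries above all 3 F1 libraries. Zardc33025(*ZaFYF*) was at 43.2 ± 1.97 FPKM in M4 and 15.8 ± 1.30 in F4, a log2 fold change of 1.39 (standard error 0.090, adjusted p = 2.9e-10 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries above all 3 F4 libraries. Against the fold threshold as null, Zardc51499 in M1*vs.*F1 was no longer called.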

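Zardc02276(*ZaAGL15*) was at 2.94 ± 0.699 FPKM in F4 and 0.551 ± 0.372 in M4, a log2 fold change of -1.36 (standard error 0.19, adjusted p = 8.9e-06 from limma's test with Benjamini-Hochberg adjustment), with all 3 M4 libraries below all 3 F4 libraries. Zardc19106(*ZaAGL82*) was at 11.3 ± 1.82 FPKM in F3 and 3.46 ± 0.865 in M3, a log2 fold change of -1.48 (standard error 0.18, adjusted p = 2.5e-06 from limma's test with Benjamini-Hochberg adjustment), with all 3 M3 libraries below all 3 F3 libraries. Zardc08871(*ZaAGL19*) (-0.97) and Zardc28223(*ZaAGL82*) (-0.93) were lower in M4*vs.*F4, and Zardc19020(*ZaAGL30*) in M3*vs.*F3 (-0.91), without a call. Zardc08871 was called at -1.05 without M4 replicate 2, Zardc28223 at -1.09 without M4 replicate 3 and -1.06 without F4 replicate 3, and Zardc19020 at -1.02 without M3 replicate 2. Zardc26470(*ZaAGL29*) was at 6.25 ± 0.515 FPKM in M2 and 0.591 ± 0.311 in F2, a log2 fold change of 2.21 (standard error 0.28, adjusted p = 7.2e-06 from limma's test with Benjamini-Hochberg adjustment), with both M2 libraries above all 3 F2 libraries, whereas F3 with 9.35 ± 1.66 FPKM exceeded M3 with 6.28 ± 0.827. Tested against the fold threshold itself, *ZaAGL15* in M4*vs.*F4 and Zardc19106 in M3*vs.*F3 were no longer called. With a pseudocount of 0.1 or 0.5, Zardc28223 in M4*vs.*F4 and Zardc19020 in M3*vs.*F3 were called. Adding a pseudocount of 0.1 gave a call for *ZaAGL19* in M4*vs.*F4. Quantile normalization gave a call for Zardc19020 in M3*vs.*F3. Of the genes placed on the male side, Zardc32140(*ZaAGL29*) was at 0.856 ± 0.422 FPKM in M1 and listed at 0 in all libraries of F1 and F2, and Zardc16484(*ZaAGL30*) was at 3.03 ± 0.253 FPKM in M4 against 1.45 ± 0.0982 in F4.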

To further confirm the genetic information of these MADS-box DEGs, the qRT-PCR was conducted to detect the expression patterns in 15 differentiation and maturation points during male and female floral differentiation process (Figure 6D). The results showed that all of them exhibited similar expression patterns with RNA-seq dataset during the floral sex differentiation, especially Zardc41655(*ZaAP3*) showed the extremely high expression in male samples.

### Co-expression network associated with floral sex differentiation in *Zanthoxylum armatum*

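Among the factors of the network in Supplementary Table 10, 68 are genes with an ID. Both columns of log2 ratios in that table carry the header M3*vs.*F3, and the later one was taken as M4*vs.*F4 because its values match that comparison. The log2 ratios for M3*vs.*F3 and M4*vs.*F4 were recomputed from the mean FPKM where both means were above 0. Over 121 ratios the median difference was 0.00686 and the largest 0.168, and 117 lay within 0.05 of the table. The sign of the fitted log2 fold change was the same for 114 of 114 values compared.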

To further explore the crucial factors related to floral sex differentiation in *Z. armatum*, a total of 83 key factors based on their function and expression was chosen to construct the co-expression network in this study (Supplementary Table 10), including the plant hormone and sugar compounds. The DEGs selected from significant enrichment pathways among male and female samples, as well as the MADS TFs isolated from male and female DEG profiles. Pearson correlation was estimated using the data from 24 samples of these key factors. The crucial factors were identified by the top 40% of their degrees coupled with the root mean square of log2(foldchange) among M3*vs.*F3 and M4*vs.*F4. 

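Of the 68 genes, limma's test called 19 in M3*vs.*F3, 2 of them lower in males, and 29 in M4*vs.*F4, 8 of them lower. Called in both were 9, of which 1 was called in opposite directions, with 8 to 10 when single libraries were left out. The alternatives that moved the count most were a pseudocount of 0.1, with 20 genes, and the test against the fold threshold, with 4. Because the sexes differ at every stage over the 24 samples, a correlation pooled over them also reflects the difference between the sexes, and no pooled correlation is given here.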

The *p* value was also set as a threshold to confirm the crucial factors in this study. Finally, the visualization in Cytoscape uncovered that 21 crucial factors were obtained in the co-expression network (Figure 7), which imply their core roles during floral sex differentiation process, especially male floral differentiation in *Z. armatum*.

**Figure 7:**
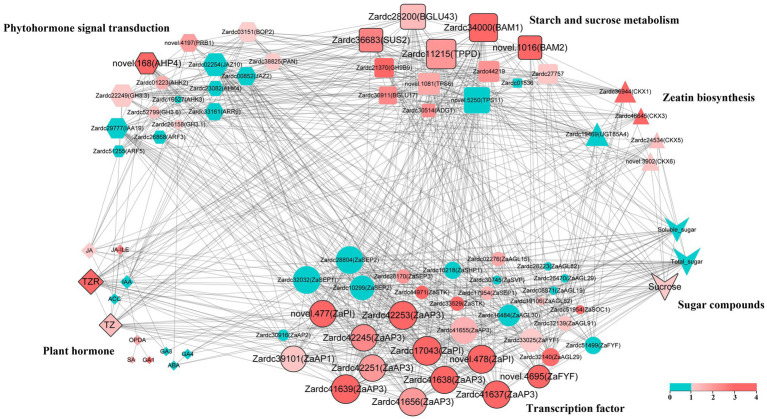
The co-expression network reveals the key genes involved in floral sex differentiation. The color of each bubble indicated the root mean square of log2(foldchange) among M3*vs.*F3 and M4*vs.*F4, and the size of bubble was the degree of each factor. The hub factors were highlighted with thick edging, which were identified by the top 40% of their degrees coupled with their color.

Furthermore, TZ and TZR were isolated from the 12 plant hormone compounds (Figure 7), both of which belonged to CTK class. The compounds of JA class were also significantly high in abundance in the co-expression network. The majority of these components were likewise demonstrated to be considerably up-regulated, even if they were not all shown to the highest degree in the DEGs of zeatin biosynthesis. Meanwhile, a novel gene detected in the present RNA-seq dataset, novel.168(*ZaAHP4*) associated with CTK signal transduction, was filtered from the 16 phytohormone signal transduction pathways. The up-regulation of these factors in male samples suggested that the CTK, JA and *ZaAHP* may play important roles during male floral differentiation process. Additionally, the sugar substance was another crucial factor based on the co-expression network. Five DEGs, Zardc36683(*ZaSUS2*), Zardc28200(*ZaBGLU43*), Zardc11215(*ZaTPPD*), Zardc34000(*ZaBAM1*), and novel.1016(*ZaBAM2*), were identified in the subgroup of starch and sucrose metabolism. Moreover, sucrose was also selected in the sugar compounds. These results indicated the important functions of sucrose in male floral differentiation process. 

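Of these genes, *ZaSUS2* had its largest difference between the sexes at stage 3, and *ZaTPPD* and *ZaBGLU43* had theirs at stage 4. Zardc34000(*ZaBAM1*) rose steeply at stage 4 in both sexes, to 18.5 ± 0.781 FPKM in M4 and 8.43 ± 1.58 in F4. Zardc28200(*ZaBGLU43*) stayed weak, with 1.36 ± 0.771, 0.670 ± 0.0918, 1.78 ± 0.575 and 2.80 ± 0.430 FPKM in M1 to M4 and 0.942 ± 0.298, 0.561 ± 0.247, 0.703 ± 0.641 and 1.07 ± 0.199 in F1 to F4.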

Because the vital roles of transcription factor, the DEGs regulated floral initiation and differentiation were also identified in the co-expression network. The results showed that a total of 12 TFs were obtained, and most of which were belonged to AP3/PI subfamily. Furthermore, other than the DEGs involved in ABCDE clusters, a new gene, novel.4695(*ZaFYF*), was also isolated and related to the transition from vegetative to reproductive growth.

### qRT-PCR validation

To experimentally verify the RNA-seq data, a total of 47 objects with 15 DEGs detected in M2*vs.*M1, M3*vs.*M2, M3*vs.*M1, M4*vs.*M3, F2*vs.*F1, F3*vs.*F2, F3*vs.*F1, M1*vs.*F1, M2*vs.*F2, M3*vs.*F3, M4*vs.*F4 were tested by qRT-PCR. These genes were selected because of their high foldchange and important function in floral sex differentiation process. The results for all of these genes were consistent and showed the similar trend of up- or down-regulation between the qRT-PCR and the RNA-seq platform (Supplementary Figure 11), and the correlation coefficient was 0.8027 among the two expression measurements (*R*^2^ = 0.8027). In summary, the results suggested that our transcriptome data accurately reflected the expression patterns of most genes in *Z. armatum*.

## Discussion

### The selective abortion of stamen or pistil primordia caused the floral sex differentiation in *Zanthoxylum armatum*

The formation of floral organs is an important product with the most varied structures in angiosperms during the long-term evolution. Previous studies have reported two different development mechanisms in floral sex formation among different plant species. In some species, the flowers were initially tended toward hermaphroditic differentiation, and the pistil or stamen primordia would be aborted during subsequent developmental process, resulting in the formation of unisexual flowers (Li S. et al., 2021; Li H. et al., 2021). However, the stamen and pistil proceeded independently without the degeneration of any floral organs in other unisexual species (Müller et al., 2020; Xue et al., 2020). In this study, the central position of male flower presents a slightly raised platform, which was a pistil position in female flower. Meanwhile, a slight space was also observed around the pistil, which would grow stamen in a male flower. Interestingly, we also observed the bisexual and unisexual flowers in the same tree or on the same branch, even in the same inflorescence during the previous field investigation. *Z. armatum* usually uses apomixis as the main reproduction way, but can produce male flowers and various floral types, which indicates its specific floral sex differentiation characteristics. Based on the observation of 26 floral samples using different methods, we suggested that it should belong to a pseudo-dioecious plants group in *Z. armatum*, which attributed the floral differentiation in *Z. armatum* to the first floral formation mechanism. Although three previous studies have reported that a few viruses might be related to the male flower differentiation (Cao et al., 2019, 2021; Xu et al., 2021), however, the underlying information of genetic response factors were not uncovered in *Z. armatum*. Additionally, a various type of bisexual flowers could also be specifically observed with different number of stamens or pistils in *Z. armatum*. Thus, our study suggested that the expression abundance of some endogenous factors may play more vital roles to regulate the floral sex differentiation in *Z. armatum*.

### Cytokinins might be associated with stamen differentiation in *Zanthoxylum armatum*

Plant hormones are suggested to be one of the important floral differentiation regulators in many plants and their roles on sex determination are extensively studied (Li S. et al., 2021; Li H. et al., 2021). In previous studies, cytokinins are shown to regulate the plant reproductive growth as the vital signal molecules (Ni et al., 2018). The contents of zeatin are reported to be higher in hermaphroditic flowers than male flowers of persimmon (Li S. et al., 2021; Li H. et al., 2021). Some publications also indicated that cytokinin response regulators (RR) act as a master regulator of sex determination for the entire Salicaceae family (Yang et al., 2020). Similarly, the male-specific *SyGI* annotated with ARR24 homologous gene could induce floral sex differentiation as a pistil inhibitory factor in kiwifruit (Akagi et al., 2018). It was reported that cytokinin signaling can interact with MADS-box proteins to regulate the inflorescence development (Han et al., 2014a,b). The *AG* could negatively regulates *WUS* expression to control the floral meristems activation, which was intermediated by *KNU*, encoding a C2H2-type zinc protein (Zúñiga-Mayo et al., 2019). Furthermore, *WUS* directly repressed the transcription of several A-type ARRs (Zhong and Kong, 2021), whereas type-B ARRs directly activated the expression of *WUS* and regulated carpel initiation by directly binding to transcriptional regulatory regions of *AG* in *Arabidopsis* (Rong et al., 2018). The recent research found that the expression of carpel identity genes, containing *AG*, *SHP* and *STK*, was significantly up-regulated and promoted gynoecial development in *arr24* homologous mutation of male kiwifruit (Varkonyi-Gasic et al., 2021). Meanwhile, the high expression levels of *AoARR* genes were detected in male flowers of garden asparagus (Li S. et al., 2021; Li H. et al., 2021). Despite the fact that the roles of ARRs varied among different species, all of these results can clarify that cytokinin is a crucial regulatory factor to control the floral sex differentiation in plants. Recently, Zhang et al. (2020) found that the cytokinin biosynthesis and signal transduction pathways were significantly up-regulation in male flower of *Z. armatum*. Similarly in the present study not only the genes of cytokinin biosynthesis and signal transduction pathways were significantly enriched and up-regulated in male floral samples, but also the content of zeatin and trans-zeatin showed very significantly high abundances in male floral differentiation stages than female flowers. These results may imply the cytokinin contributes to floral sex differentiation, especially in the stamen formation in *Z. armatum*. The further studies could attempt to validate their roles using the exogenous treatment to regulate the reproductive growth, and the genetic functions of *ARR* genes associated with male floral initiation could also be explored in *Z. armatum*.

### Carbohydrates might collaborate with cytokinin to regulate reproductive growth in *Zanthoxylum armatum*

It was usually present differential reproductive investment for male and female flowers in dioecious plants (Cai et al., 2021). Due to the directly roles associated with physiological processes, such as photosynthesis, translocation and respirations, the carbohydrates were one of the important factors for reproductive growth. In previous studies, the up-regulated DEGs were most enriched in starch and sucrose metabolism pathways in male floral buds of watermelon and persimmon (Li S. et al., 2021; Li H. et al., 2021). The down-regulation of starch and sucrose caused nutrients deficiency and disordered energy metabolism, which could lead to stamen abortion in *Solanum lycopersicum* and *Brassica campestris* (Wang J. et al., 2021; Yang et al., 2021). Similarly, the male trees of *Populus cathayana* had a higher capacity of carbon fixation and carbon sequestration (Wu et al., 2021). Furthermore, the SWEET transporter genes were significantly up-regulated during floral differentiation process, and could be capable to complement yeast cell uptake on sugar substrates (Wang P. et al. 2019). Similarly, in the present study, the starch and sucrose metabolism pathways were also significantly enriched in floral sex differentiation process in *Z. armatum*, especially in male floral samples.

Meanwhile, the elevated levels of nutrient can increase the rate of cytokinin biosynthesis (Kiba et al., 2011). Cytokinin biosynthesis genes (*IPT*, *CYP735A*) were significantly down-regulated under carbon starvation (Nardozza et al., 2020). In previous study, melatonin was found to synergistically interact with cytokinin biosynthesis and signaling pathways (Ma et al., 2018). The hydrolysis of sucrose can reduce pollen viability and germination, whereas the exogenous melatonin can regulate the carbohydrate balance to improve male fertility (Hu et al., 2020). At whole genome level, it has been reported that glucose could agonistically regulate about 70% of cytokinin regulatory genes (Kushwah and Laxmi, 2014). Based on the transcriptome sequencing analysis of various plants in recent years, both the cytokinin signaling and carbohydrate metabolism pathways were significantly enriched in floral sex differentiation process (Xin et al., 2019; Zhu et al., 2022), which was consistent with our results and also verified by the qRT-PCR, phytohormone and carbohydrate investigations in the present study. The DEGs after exogenous cytokinin treatment were also observed to be significantly involved in carbohydrate metabolism (Ni et al., 2018; Li et al., 2019). One of the reasons was that cytokinin response factors were involved in the regulation of intracellular chloroplast numbers, and exogenous cytokinins could induce the expression of sucrose transporters SUT and SWEET to affect energy metabolism pathways, a vital way to regulate the plant reproductive growth (McIntyre et al., 2021). In tomato, SiSWEET5b-mediated hexose transport was significantly required for pollen maturation (Ko et al., 2022). The present study also detected the prominently high abundances of sucrose content during male floral formations in *Z. armatum*. In summary, we suggested that the carbohydrates may play the crucial roles by collaborating with cytokinins in floral sex differentiation of *Z. armatum*, especially the male floral differentiation. However, there are few reports on whether there is a direct interaction between the genes associated with cytokinin and carbohydrate metabolism pathways. Therefore, exploring the crucial interaction among sugar compounds and cytokinin pathways using the various genetic methods was an important step in systematically revealing the genetic regulation mechanism involved in floral sex differentiation in *Z. armatum*.

### The floral differentiation could be identified as ABCDE model in *Zanthoxylum armatum*

Although the phytohormone and carbohydrates could induce the plant reproductive growth, the various regulatory signals could be directly or indirectly integrated into the genes associated with floral organ differentiation to control male and female floral formation. Cytokinin biosynthesis and signaling pathway could mediate the *AP1* function in the establishment of determinate floral meristems in *Arabidopsis* (Han et al., 2014a,b). The *AG* and *SHP* could be induced by cytokinin signaling *via* the type-B ARR proteins (Gómez-Felipe et al., 2021). Similarly, the hormone-mediated sugar pathways and high activity of MADS transcription factors could promote both the male and female floral initiation in *Metasequoia* (Zhao et al., 2015). In previous studies, the MADS genes have been well characterized in many plant species (Thapa et al., 2022), but their function has not been elucidated in *Z. armatum.* In this study, a total of 22 DEGs were annotated with the floral organ identity genes and belonged to ABDE class, respectively. Combined with the RNA-seq and qRT-PCR analysis, it was confirmed that *ZaAP3/PI* were significantly referred to male floral differentiation, and *ZaSTK/SHP* were specifically involved in female floral maturation, which positively coincided with the previous studies (Hsu et al., 2021; Varkonyi-Gasic et al., 2021). Recently, one publication reported that *ZbAGL11* could regulated the sporophytic apomixes by interacting with *ZbCYP450* and *ZbCAD11* proteins in *Z. bungeanum* (Red prickly ash; Fei et al., 2021). To further confirm the floral differentiation model in *Z. armatum* (Green prickly ash), the gene of C class was scanned from its genomic dataset. Interestingly, we obtained only one *AG* gene which was previously undetected in the significantly differential expression among male and female samples. One possible reason might be that many genes of B and D class already played their functions to regulate the stamen and pistil differentiation, and the more genetic information could be ascertained in the further studies. Thus, the current study clarifies that the floral organ regulation could be identified as ABCDE model in *Z. armatum*. Future studies are required to further investigate the alterations of floral meristem and organ identity genes in response to the ectopic expression of these MADS TFs, which would be benefited to explore more genetic information related to floral sex differentiation in *Z. armatum*.

To sum up, our results comprehensively integrated the transcriptome, phytohormones and sugar compounds profiles coupled with the detailed morphological observations to identify the key factors involved in floral sex differentiation in Z. *armatum* (Figure 8). We hypothesized that the flower buds might be initially differentiated toward the same direction without gender differences in *Z. armatum*. However, a part of floral primordiums could form stamens under the induction of some plant growth substances, especially CTKs and sucrose signal molecules (Feng et al., 2020; Wang M. et al., 2021). The other flowers would continuously proceed to differentiate into female flowers without CTKs and sucrose stimulations. Moreover, these endogenous regulators associated with reproductive growth might be integrated into the ABCDE model to regulate the floral organ differentiation in *Z. armatum*. Nevertheless, our study only isolated the crucial pathways to link floral sex differentiation with multi-level endogenous regulatory factors in *Z. armatum*, especially to explore the important elements related to male floral formation. Further study is needed to investigate the abundances of the key factors in the various types of bisexual flowers with different number of stamens or pistils by HPLC-MS/MS and qRT-PCR, which could be used to validate and identify more important members. The whole genome sequencing (WGS) could be performed to search the sex-linked regions of chromosome, which would benefit to unfold more genetic information involved in floral sex determination in *Zanthoxylum*. Additionally, the exogenous phytohormone or sucrose treatments could be conduct to verify the floral sex alteration, it could also focus on generating the transgenic *Zanthoxylum* lines using *35*S-promoter over-expression and CRISPR/Cas9 constructs to verify the present results. The molecular techniques of promoter identification, yeast hybrid, BiFC and *in situ* hybridization could be carried out to clarify the genetic mechanism association with floral sex differentiation in forestry plants, which would contribute to developing the efficient floral sex regulation technologies and breeding high-yielding cultivars, so as to boost the yield of national and international productions and create more economic values.

**Figure 8:**
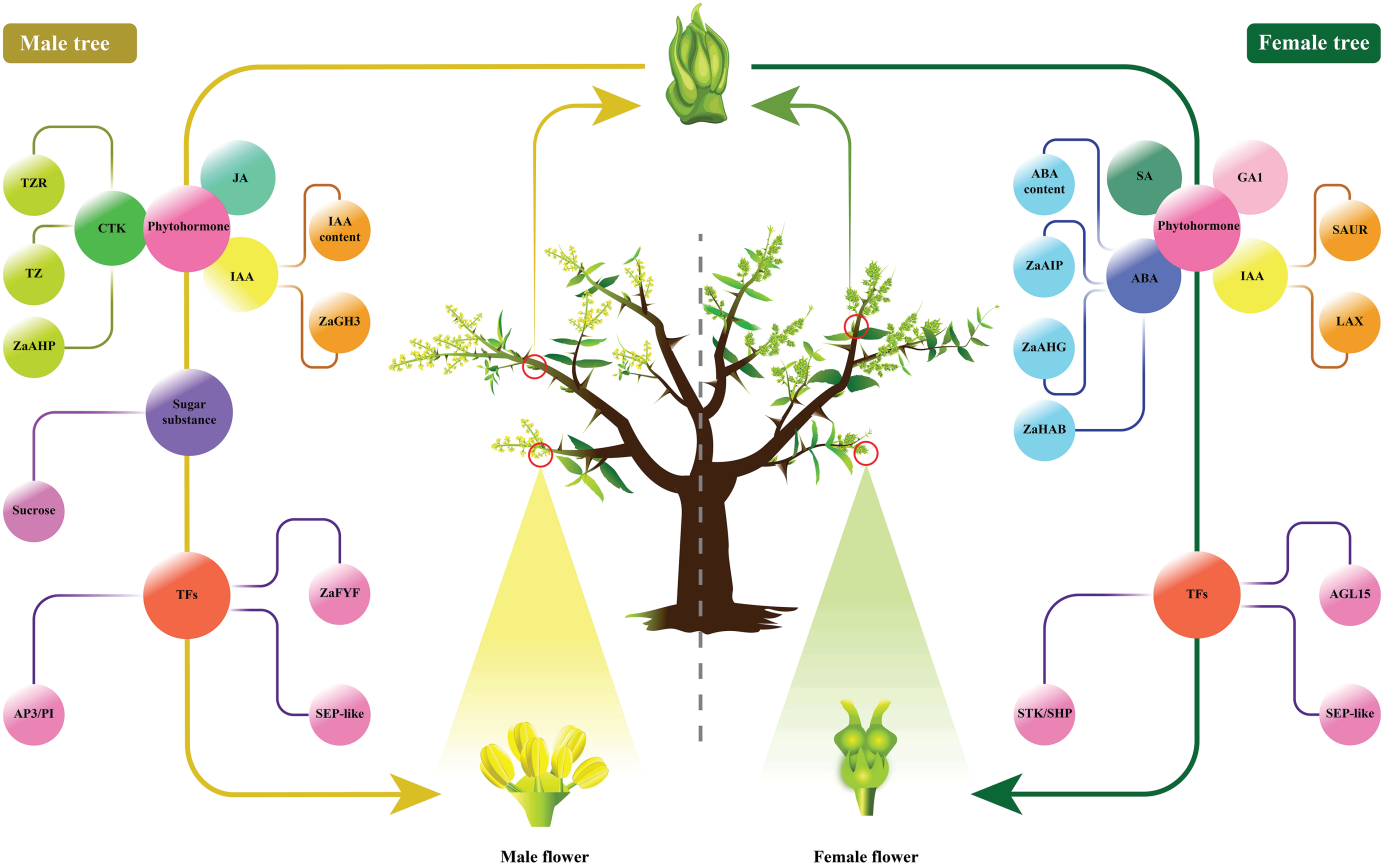
The schematic model illustrating the floral sex regulatory in *Z. armatum*. The male floral differentiation might be triggered by plant growth compounds and genes involved in phytohormone, sugar substance, and TFs, such as CTK, JA, IAA, sucrose, AP3/PI, ZaFYF, SEP-like. While, the female floral differentiation might be initiated by SA, GA1, ABA and IAA biosynthesis and signal transduction, as well as the transcription factors of STK/SHP, AGL15, SEP-like.

## Data availability statement

The data presented in the study are deposited in the GEO repository, accession number GSE195749 and the data has been released in GEO database, and the GEO entries are accessible at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE195749.

## Author contributions

WH and WG formulated and designed the experiments. JF and XL collected the materials. JF, XL, JZ, and YX performed the experiments. WH drawn the figures, analyzed the data, and wrote the paper. JW, XZ, AW, YZ, TS, GC, and WG revised and proofread the paper. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the Sichuan Science and Technology Fund Project (WH, 2020YJ0130), National Key Research and Development Program of China (WG, 2018YFD1000605, 2020YFD1000700), and the Forest and Bamboo Breeding Project of Sichuan Province for the Fifth Year Plan (W G, 2016NYZ0035, 2021YFYZ0032). The funding bodies had no role in the experimental design, sample collection, data analysis and interpretation, and manuscript writing.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary material

The Supplementary material for this article can be found online at: https://www.frontiersin.org/articles/10.3389/fpls.2022.976338/full#supplementary-material

Click here for additional data file.

Click here for additional data file.

# Supplementary material for: Integrated transcriptome and plant growth substance profiles to identify the regulatory factors involved in floral sex differentiation in Zanthoxylum armatum DC
**Source:** Front Plant Sci. 2022 Sep 2;13:976338. doi: 10.3389/fpls.2022.976338
**Supplement:** Supplementary file 1

***Supplementary Figures***

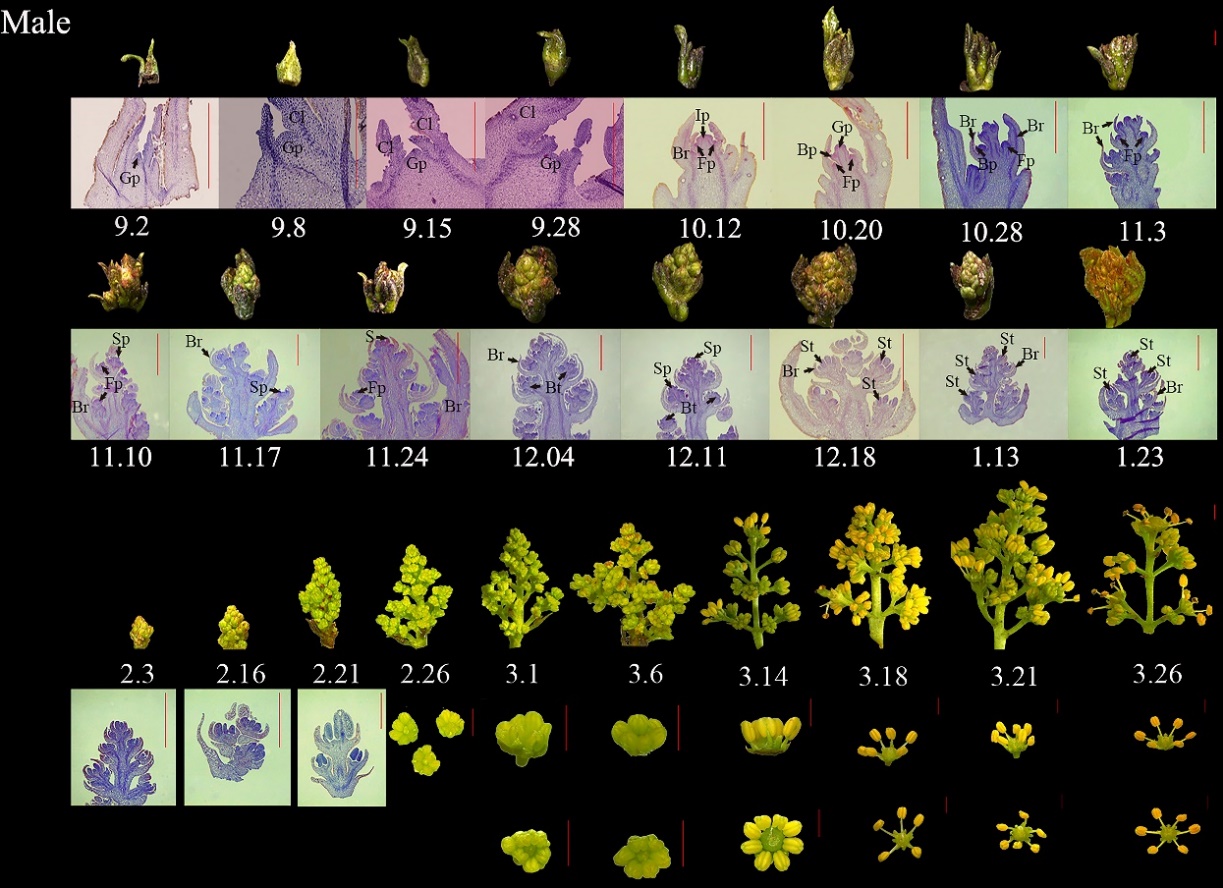

**Supplementary Figure 1 The observation of morphology and paraffin section during male floral differentiation process.**

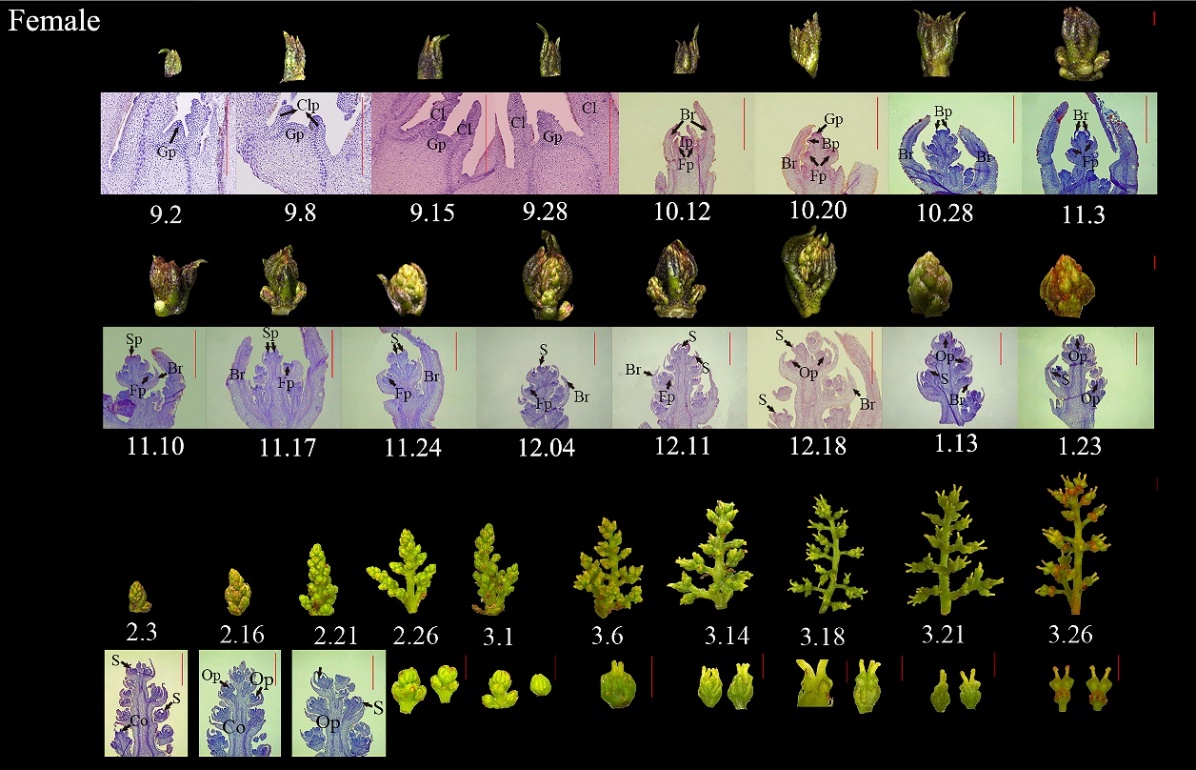

**Supplementary Figure 2 The observation of morphology and paraffin section in female floral differentiation process.**

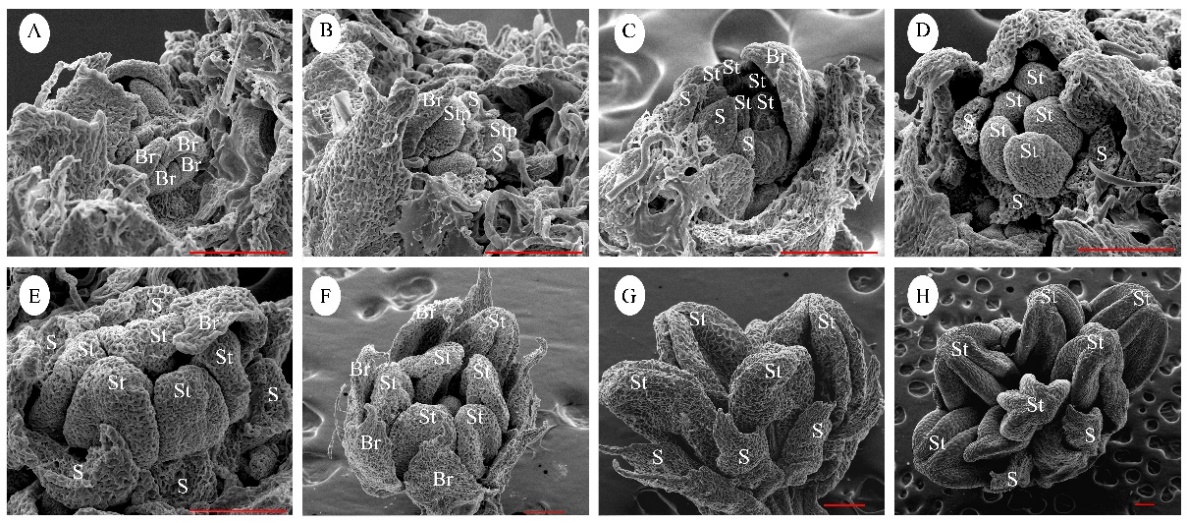

**Supplementary Figure 3 The SEM observation of eight male floral differentiation stage.** (A-H) The male flower samples respectively collected at 3 November, 4 December, and the next year 13 January, 3 February, 16 February, 21 February, 1 March, and 6 March.

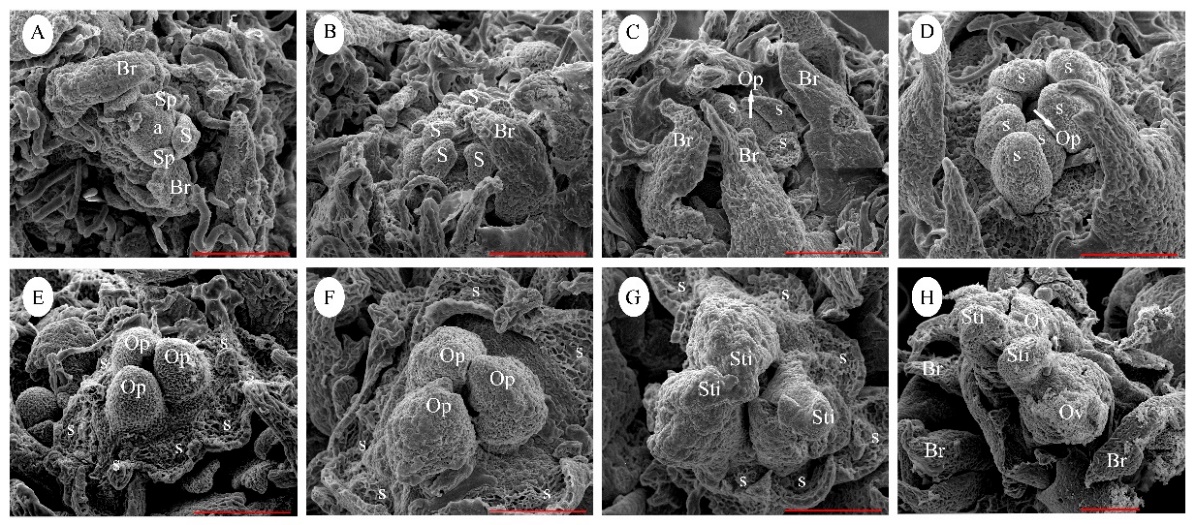

**Supplementary Figure 4 The SEM observation of eight female floral differentiation stage.** (A-H) The female flower samples respectively collected at the same date of male flowers.

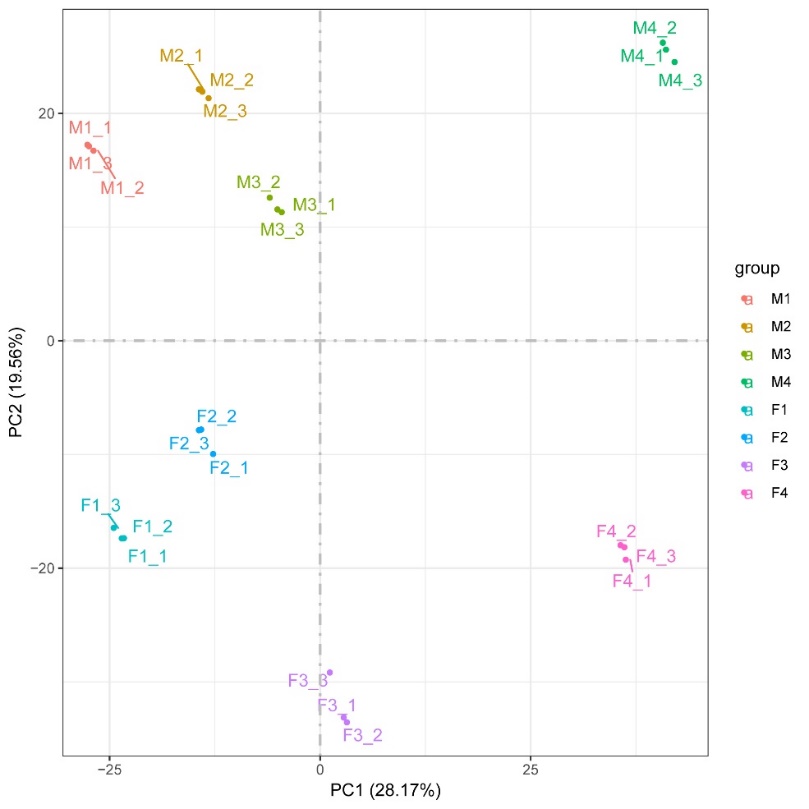

**Supplementary Figure 5 The principal component analysis (PCA) of each sample using RNA-seq in this study.**

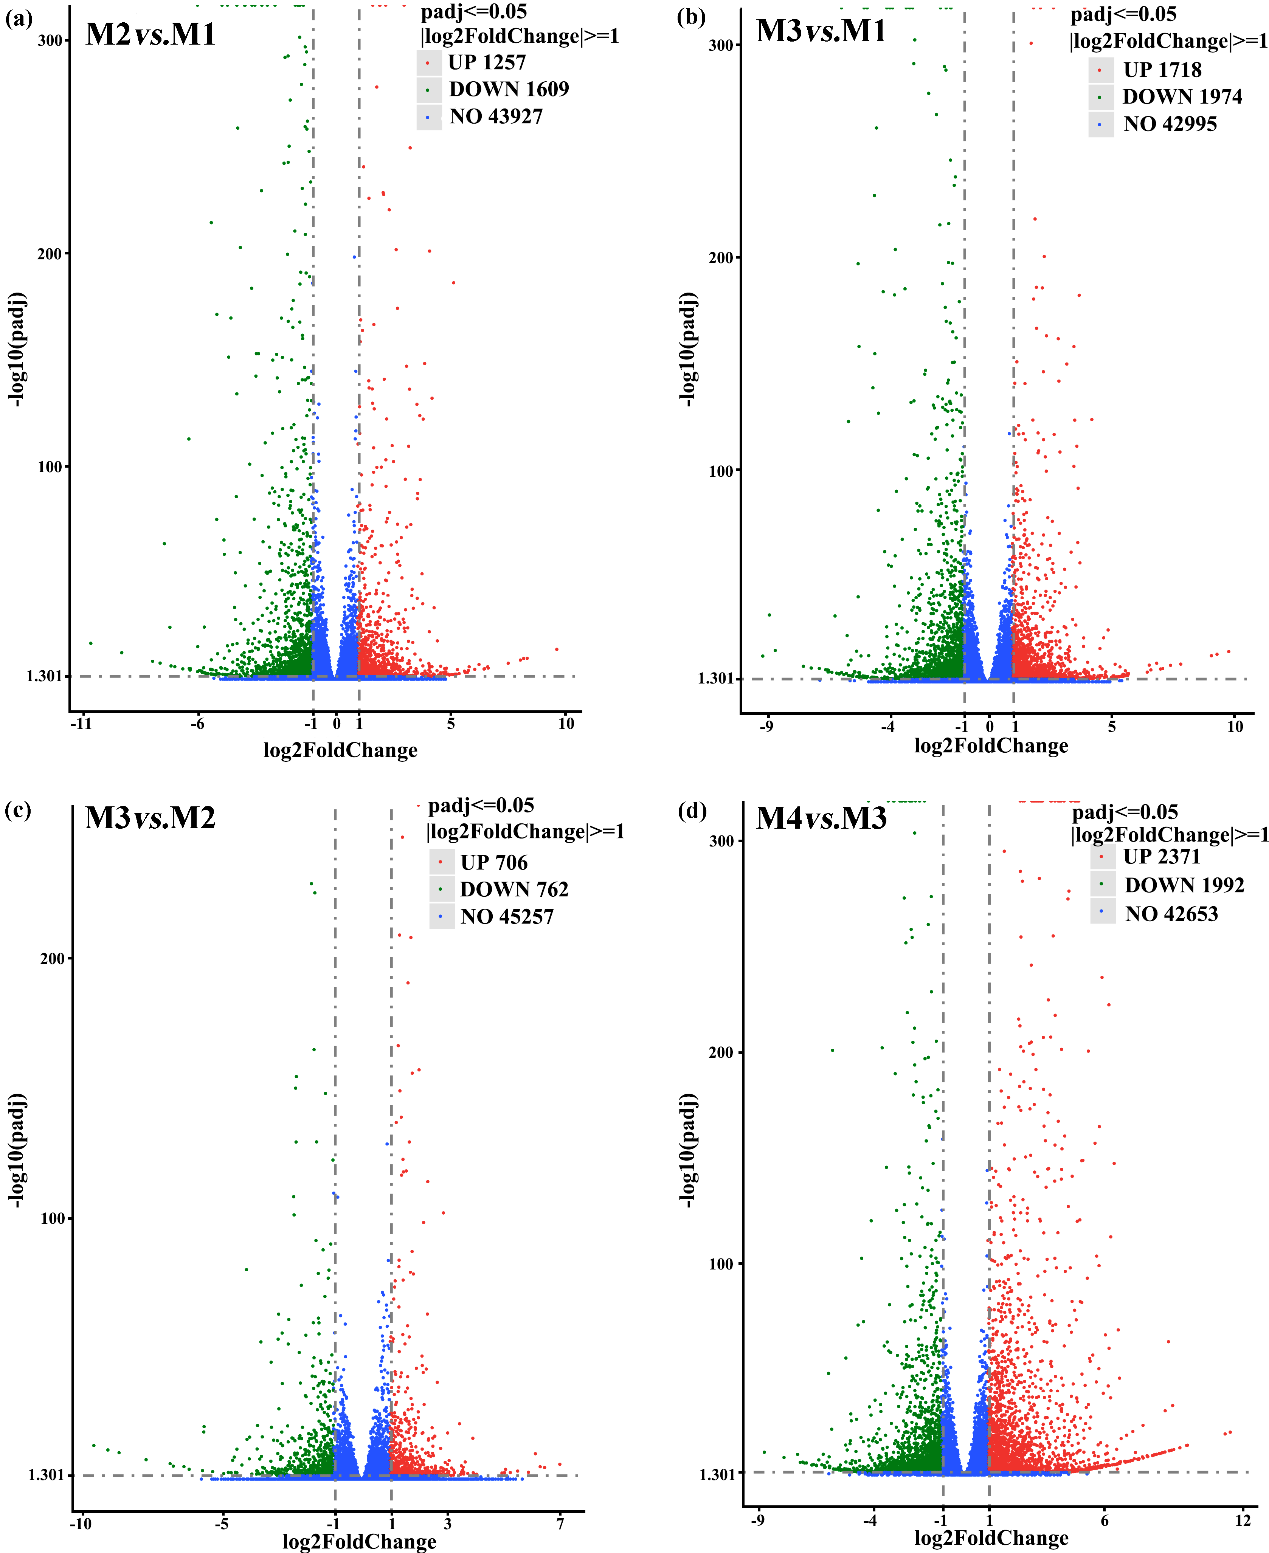

**Supplementary Figure 6 The volcano plot of DEGs in male floral differentiation process.** The abscissa shown the log2(fold change) of each DEG and the ordinate shown the significance of DEGs, *p*-adjust ≤ 0.05.

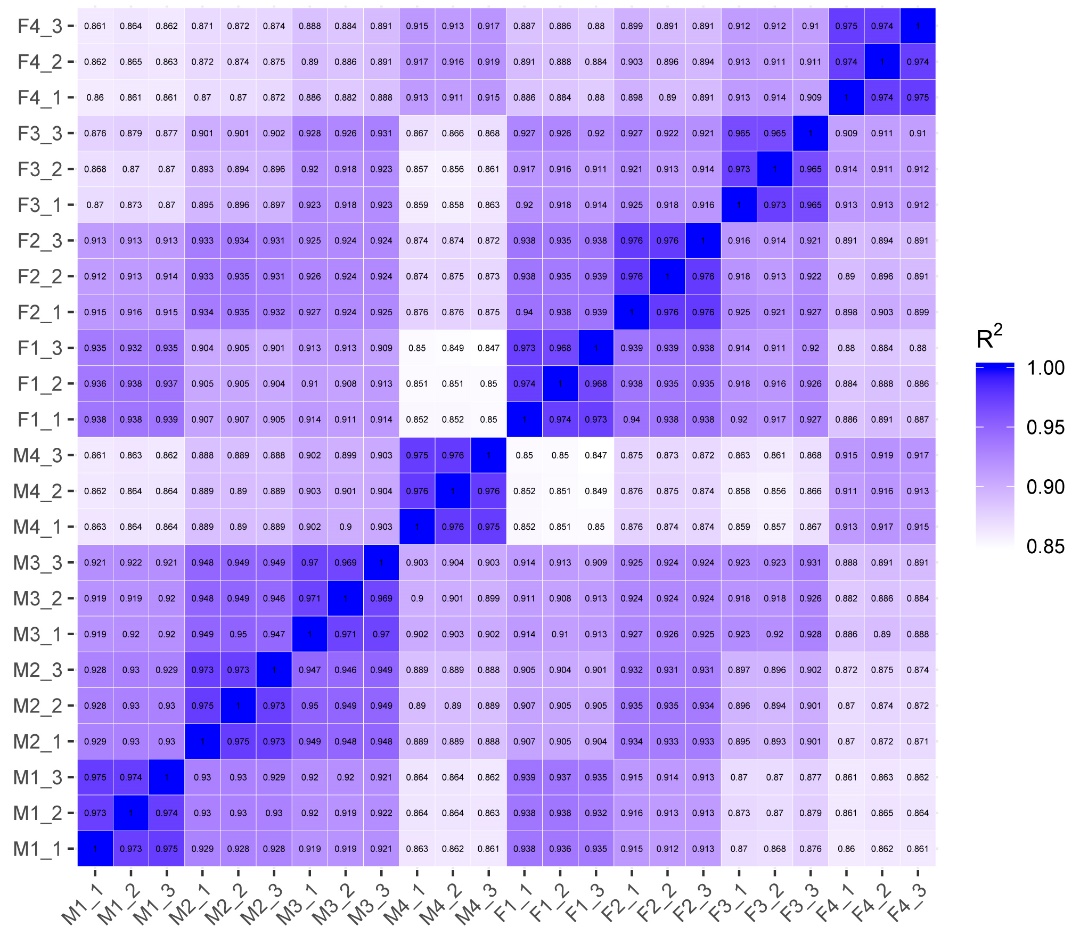

**Supplementary Figure 7 The correlation analysis of each sample using RNA-seq in this study.**

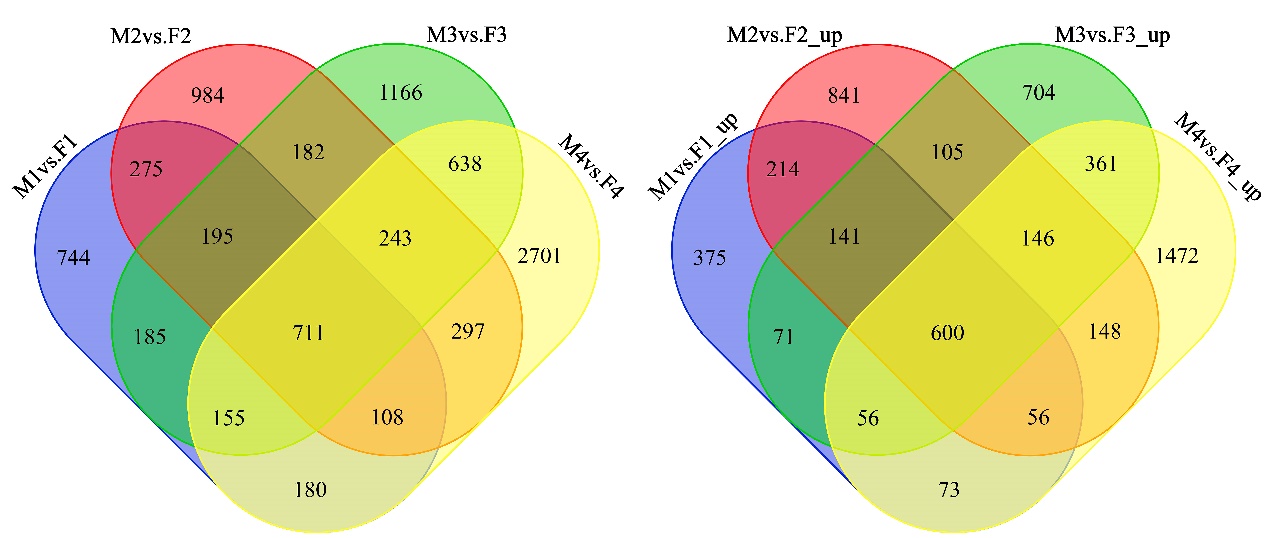

**Supplementary Figure 8 The venn diagram shared with the numbers of DEGs among male and female samples.** (a) The venn diagram shared with the numbers of all DEGs in various comparisons. (b) The venn diagram shared with the numbers of up-regulated DEGs in each comparison.

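Called in all 4 comparisons between the sexes in 1 direction were 429 genes, 374 higher in males and 55 higher in females. With 6 more that changed direction between stages, 435 genes were called in all 4. At least 1 comparison called 5582 genes, and 174 were called higher in one sex at one stage and lower at another. With single libraries left out, the number of genes in all 4 was 410 to 431, and the choice that moved it most was a pseudocount of 0.1, which gave 845, of which 729 were higher in males. The test against the fold threshold left 103, 99 of them higher in males. Among the genes without overlap between the sexes at any stage, those whose smallest fold change over the stages was largest were Zardc22430 and Zardc10185 in males and Zardc05910 and Zardc47686 in females. Zardc22430 was at 57.8 ± 2.42, 258 ± 6.19, 83.5 ± 10.9 and 76.7 ± 3.79 FPKM in M1 to M4 and 0.615 ± 0.293, 1.14 ± 0.310, 1.90 ± 0.847 and 2.26 ± 0.153 in F1 to F4, log2 fold changes of 5.20, 6.93, 4.89 and 4.58. M4*vs.*F4 gave an adjusted p of 4.2e-14 from limma's test with Benjamini-Hochberg adjustment, with all 3 M4 libraries above all 3 F4 libraries. Zardc10185 held 32.4 ± 4.98 FPKM in M1 and 40.5 ± 2.89 in M4 against 0.199 ± 0.00861 and 0.472 ± 0.425 in F1 and F4, with log2 fold changes of 4.79, 4.78, 4.57 and 4.86. For Zardc05910 they were -1.73, -2.27, -2.90 and -2.99, and for Zardc47686 -1.82, -1.82, -1.81 and -1.83. When the fold threshold itself was tested, Zardc47686 in M2*vs.*F2 was not called. These 4 genes were chosen by that rule, and the paper does not name them.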

**
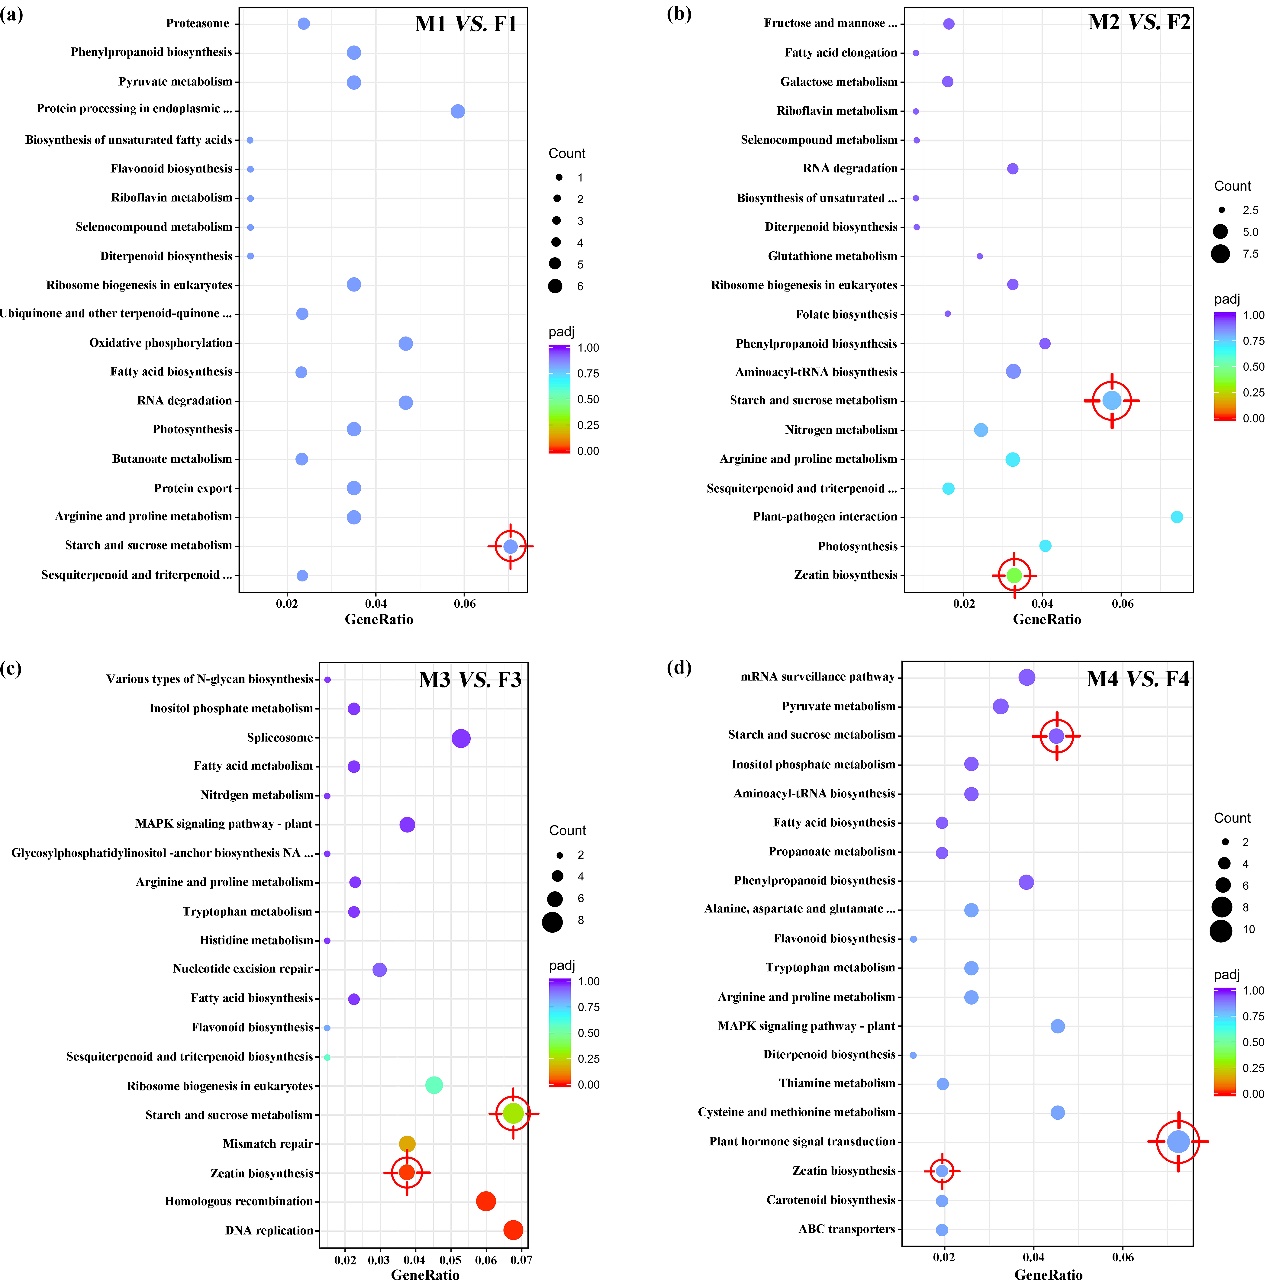
**

**Supplementary Figure 9 The KEGG enrichment of the up-regulated DEGs among male and female samples.**

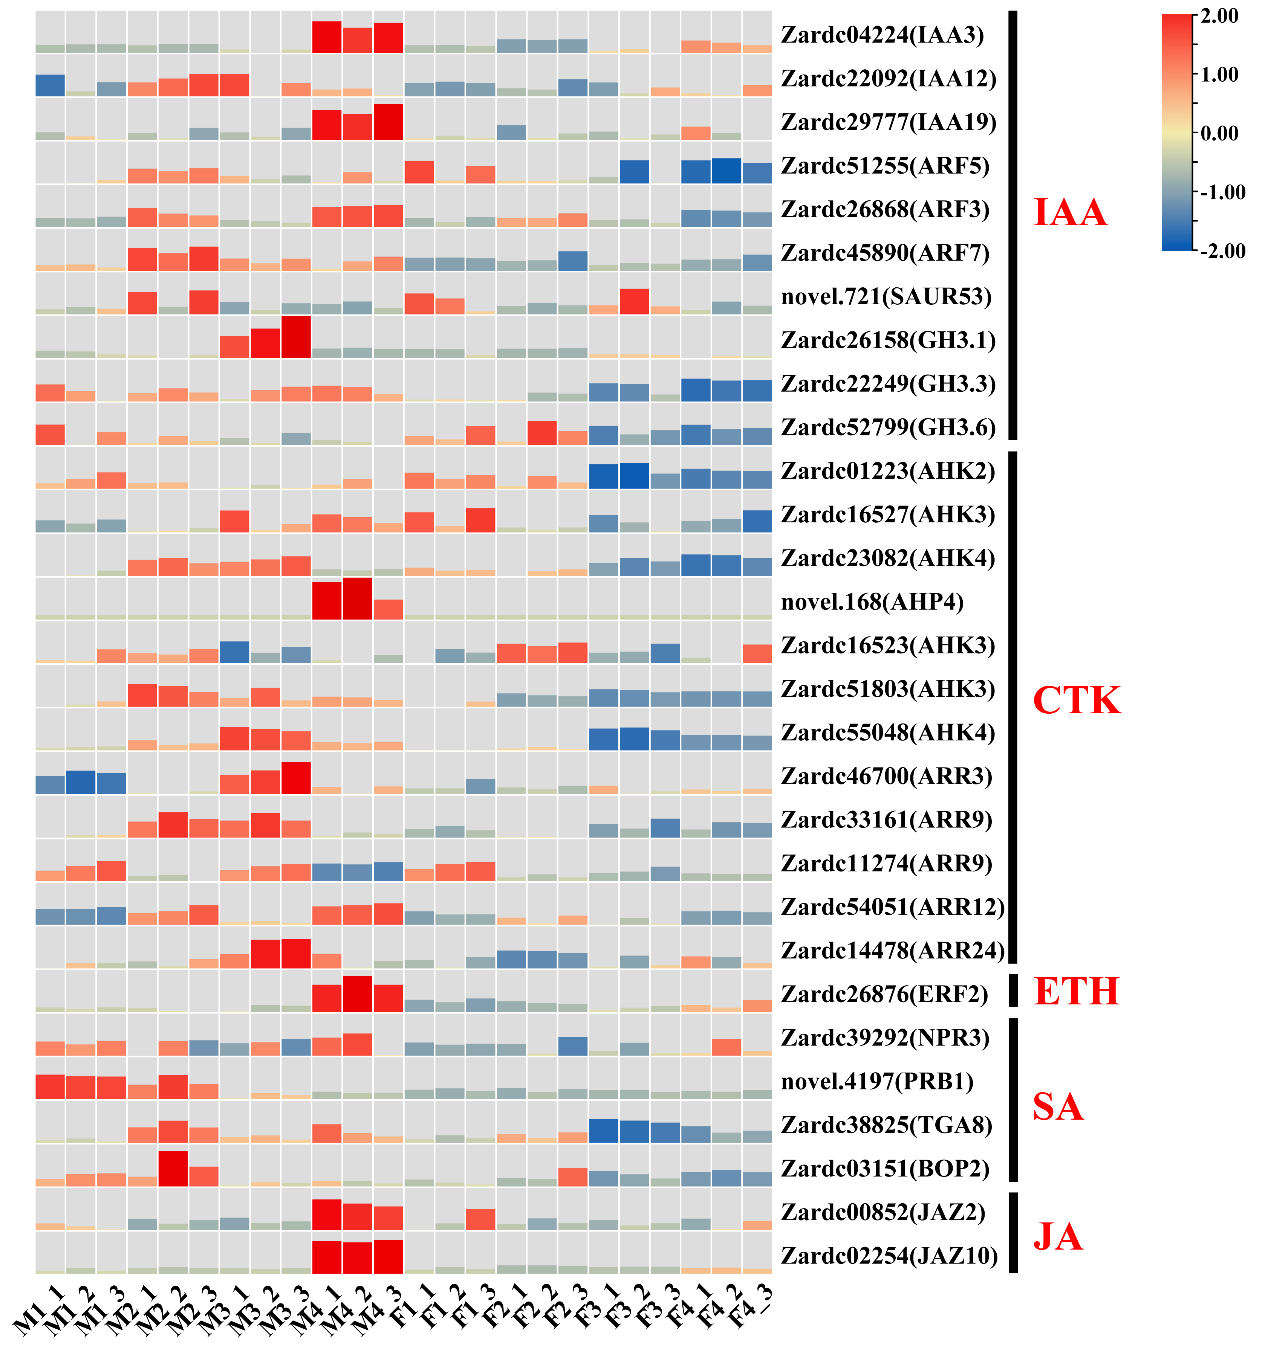
 **Supplementary Figure 10 The heat map of the DEGs associated with plant hormone signal transduction significant enriched in male vs. female samples.**

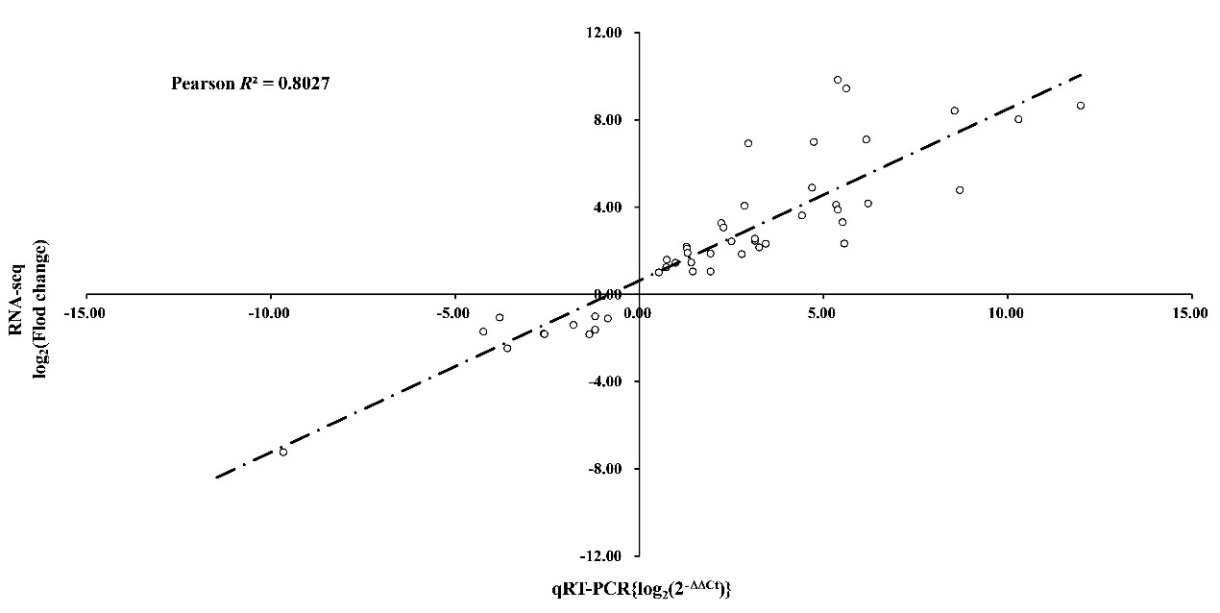

**Supplementary Figure 11 The correlation between qRT-PCR and RNA-seq data.**

# Supplementary material for: Integrated transcriptome and plant growth substance profiles to identify the regulatory factors involved in floral sex differentiation in Zanthoxylum armatum DC
**Source:** Front Plant Sci. 2022 Sep 2;13:976338. doi: 10.3389/fpls.2022.976338
**Supplement:** Supplementary file 2

*Supplementary tables*

**Supplementary Table 1 Regression equation of calibration curve for each phytohormone**

| **Compounds** | **Regression equation** | **R-square** | **Retention time / min** |
| --- | --- | --- | --- |
| ACC | y = 3827.86 x +63.0783 | 0.9934 | 0.72 |
| TZ | y = 10700.8 x + 57.8289 | 0.9991 | 5.31 |
| TZR | y = 2560.22 x + 449.907 | 0.9948 | 6.37 |
| GA1 | y =18.694 x +40.5036 | 0.9916 | 7.12 |
| GA3 | y = 5.81733 x+19.3679 | 0.9997 | 7.77 |
| SA | y = 484.246x + 244.266 | 0.9955 | 8.10 |
| ABA | y = 457.256 x +- 18.5114 | 0.9992 | 8.72 |
| JA | y = 271.476 x +-7.90756 | 0.9964 | 9.36 |
| JA-ILE | y =3880.21 x +5016.41 | 0.9927 | 10.37 |
| IAA | y = 17.7389 x + 1019.14 | 0.9916 | 10.48 |
| GA4 | y =44.721 x+-31.2617 | 0.9905 | 10.60 |
| OPDA | y = 8419.1 x +13365.7 | 0.9987 | 11.57 |

**Supplementary Table 2 The primers of qRT-PCR used for vaildation of expression trend in *Zanthoxylum armatum***

| **Gene ID** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| novel.1016 | GGGATCGGCCAAACCCTA | GCCTGCTTTGCCCTTGTG |
| novel.168 | CTTGATGAGGGAATTCTGGACG | AATTTGTGAAGGGTCCTGTCC |
| novel.3902 | ATGGTGAAATGGATCAGAGTGC | TGGCTGGCTTGTACTGGGTC |
| Zardc08871 | TAGAACGCTATCAGAAGAGATCCAA | ACGGTTCAAGTCCACCTCCA |
| Zardc14478 | ATGAATCATCAGAAAATAACAGCACTTG | TCAACCGCTATGGTTGATCTTATGT |
| Zardc16527 | ACATTTACTGCTGTCTTCGGCA | GGCTCGGGTAGGTCTGGTG |
| Zardc17043 | AAGAAGTCAAGCAAGAAGTTGTGGG | CTGTTTGTTGCTAATGCCAGTGAG |
| Zardc19469 | ATCGTCTTCTCCGTAACACTCAC | GGCAAACCCGAGTCAGTCA |
| Zardc28170 | CGTTATTTGCGATGCTGAGGT | ACACATTTGGTTCTGGTGCTCC |
| Zardc28804 | ATCTTCTTGGAGAGGATTTGGGA | AGAATAAACTGCGTCTTGGTGGA |
| Zardc30745 | AAGTTGGACTGGGACGGGTG | TCAGTTGCTGTCTTAGTCGCTCA |
| Zardc33529 | TAGAGAATAGACTTGAACGAGGCAT | CTGAAACCTCTCCACTTCTGCTATC |
| Zardc36683 | TGGTATTCTTCGCAAGTGGATT | ATCGGGAACACCCTGTAACTC |
| Zardc41655 | ACATAAGCCCTTCAACAACGACTAA | TGGTTACATCCTCCAAATCTTCC |
| Zardc44971 | GGAGAATAGGCTTGAACGAGGC | TTGTCGGGGTGAGAGTAAGTAGTG |
| Zardc46645 | TCAGCCTCTAGCGATTACGG | TTTCAACTACTACTCCTCCTTCAGC |
| Zardc51954 | AGCCAACAGAGCAACACATACAGA | CCTTCTCCCAATAGTTTCTGCTTT |
| ZaUBQ | TCGAAGATGGCCGTACATTG | TCCTCTAAGCCTCAGCACCA |

**Supplementary Table 3 The quality of RNA extration in this study**

| **Sample name** | **Concentration (ng/ul)** | **Volume (ul)** | **Dose (ug)** | **RIN** | **Results** |
| --- | --- | --- | --- | --- | --- |
| M1 | 174 | 30 | 5.22 | 9.90 | qualified |
| M1 | 156 | 30 | 4.68 | 9.90 | qualified |
| M1 | 200 | 30 | 6 | 9.80 | qualified |
| M2 | 116 | 30 | 3.48 | 10.00 | qualified |
| M2 | 125 | 30 | 3.75 | 9.90 | qualified |
| M2 | 83 | 30 | 2.49 | 9.50 | qualified |
| M3 | 52 | 30 | 1.56 | 8.60 | qualified |
| M3 | 61 | 30 | 1.83 | 9.00 | qualified |
| M3 | 77 | 30 | 2.31 | 9.10 | qualified |
| M4 | 89 | 30 | 2.67 | 9.70 | qualified |
| M4 | 106 | 30 | 3.18 | 9.80 | qualified |
| M4 | 73 | 30 | 2.19 | 9.70 | qualified |
| F1 | 91 | 30 | 2.73 | 9.70 | qualified |
| F1 | 75 | 30 | 2.25 | 9.80 | qualified |
| F1 | 101 | 30 | 3.03 | 9.80 | qualified |
| F2 | 184 | 30 | 5.52 | 9.50 | qualified |
| F2 | 141 | 30 | 4.23 | 9.90 | qualified |
| F2 | 159 | 30 | 4.77 | 9.90 | qualified |
| F3 | 121 | 30 | 3.63 | 7.20 | qualified |
| F3 | 108 | 30 | 3.24 | 6.90 | qualified |
| F3 | 365 | 35 | 12.775 | 8.40 | qualified |
| F4 | 164 | 30 | 4.92 | 7.80 | qualified |
| F4 | 172 | 30 | 5.16 | 8.30 | qualified |
| F4 | 179 | 30 | 5.37 | 8.20 | qualified |

**Supplementary Table 4 Overview of the sequencing data in each sample**

| **Sample** | **Raw reads** | **Clean reads** | **Clean bases** | **Error rate** | **Q20** | **Q30** | **GC content / %** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| M1_1 | 46132546 | 44124138 | 6.62G | 0.03 | 97.30 | 92.59 | 44.26 |
| M1_2 | 45051826 | 42921042 | 6.44G | 0.03 | 97.25 | 92.53 | 44.29 |
| M1_3 | 47209342 | 44811354 | 6.72G | 0.03 | 97.39 | 92.78 | 44.15 |
| M2_1 | 44297318 | 42458868 | 6.37G | 0.03 | 97.24 | 92.47 | 43.85 |
| M2_2 | 43689422 | 42073306 | 6.31G | 0.03 | 97.28 | 92.48 | 43.91 |
| M2_3 | 44048880 | 41667864 | 6.25G | 0.03 | 97.26 | 92.51 | 43.85 |
| M3_1 | 41955988 | 40777940 | 6.12G | 0.03 | 97.05 | 92.03 | 44.27 |
| M3_2 | 44288980 | 42712106 | 6.41G | 0.03 | 97.26 | 92.54 | 44.37 |
| M3_3 | 44716346 | 42440238 | 6.37G | 0.03 | 97.33 | 92.68 | 44.31 |
| M4_1 | 45065810 | 43174684 | 6.48G | 0.03 | 97.25 | 92.45 | 43.88 |
| M4_2 | 46191962 | 44149902 | 6.62G | 0.03 | 97.25 | 92.48 | 43.92 |
| M4_3 | 47167824 | 44888964 | 6.73G | 0.03 | 97.12 | 92.17 | 43.94 |
| F1_1 | 45579774 | 44092766 | 6.61G | 0.03 | 96.66 | 91.22 | 44.16 |
| F1_2 | 48534652 | 46357784 | 6.95G | 0.03 | 97.18 | 92.35 | 44.07 |
| F1_3 | 47565092 | 46176092 | 6.93G | 0.03 | 97.14 | 92.28 | 44.14 |
| F2_1 | 48171372 | 46637908 | 7.00G | 0.03 | 97.22 | 92.43 | 44.01 |
| F2_2 | 41294252 | 40103222 | 6.02G | 0.03 | 97.09 | 92.10 | 43.97 |
| F2_3 | 44537252 | 42949458 | 6.44G | 0.03 | 97.18 | 92.34 | 43.95 |
| F3_1 | 41793822 | 40876874 | 6.13G | 0.03 | 97.06 | 92.10 | 44.27 |
| F3_2 | 46608872 | 45029366 | 6.75G | 0.03 | 97.33 | 92.67 | 44.13 |
| F3_3 | 44458798 | 42976480 | 6.45G | 0.03 | 97.66 | 93.39 | 44.50 |
| F4_1 | 45974150 | 44286544 | 6.64G | 0.03 | 97.71 | 93.39 | 43.99 |
| F4_2 | 45760934 | 44295806 | 6.64G | 0.03 | 97.72 | 93.39 | 44.11 |
| F4_3 | 43467428 | 42095668 | 6.31G | 0.03 | 97.76 | 93.57 | 43.96 |

**Supplementary Table 5 The statistics of RNA-seq data mapping to the genome profile in this study**

| **Sample** | **Total reads** | **Total map** | **Unique map** | **Multi map** | **Splice map** | **Unsplice map** | **Proper map** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| M1_1 | 44124138 | 36970508(83.79%) | 32381813(73.39%) | 4588695(10.4%) | 13259404(30.05%) | 19122409(43.34%) | 30158470(68.35%) |
| M1_2 | 42921042 | 35933519(83.72%) | 31567636(73.55%) | 4365883(10.17%) | 12882509(30.01%) | 18685127(43.53%) | 29312152(68.29%) |
| M1_3 | 44811354 | 37800885(84.36%) | 33138488(73.95%) | 4662397(10.4%) | 13588114(30.32%) | 19550374(43.63%) | 30818766(68.77%) |
| M2_1 | 42458868 | 36056916(84.92%) | 31772751(74.83%) | 4284165(10.09%) | 12986079(30.59%) | 18786672(44.25%) | 29383998(69.21%) |
| M2_2 | 42073306 | 35737189(84.94%) | 31504014(74.88%) | 4233175(10.06%) | 12892502(30.64%) | 18611512(44.24%) | 29023638(68.98%) |
| M2_3 | 41667864 | 35134576(84.32%) | 30823882(73.98%) | 4310694(10.35%) | 12528049(30.07%) | 18295833(43.91%) | 28608812(68.66%) |
| M3_1 | 40777940 | 32830255(80.51%) | 29070556(71.29%) | 3759699(9.22%) | 11832270(29.02%) | 17238286(42.27%) | 26446360(64.85%) |
| M3_2 | 42712106 | 34151822(79.96%) | 29980725(70.19%) | 4171097(9.77%) | 12212364(28.59%) | 17768361(41.6%) | 27657272(64.75%) |
| M3_3 | 42440238 | 34056385(80.25%) | 29878438(70.4%) | 4177947(9.84%) | 12103022(28.52%) | 17775416(41.88%) | 27607350(65.05%) |
| M4_1 | 43174684 | 36290911(84.06%) | 32174044(74.52%) | 4116867(9.54%) | 13220618(30.62%) | 18953426(43.9%) | 29649568(68.67%) |
| M4_2 | 44149902 | 36960643(83.72%) | 32670104(74.0%) | 4290539(9.72%) | 13367219(30.28%) | 19302885(43.72%) | 30093618(68.16%) |
| M4_3 | 44888964 | 37277126(83.04%) | 33000332(73.52%) | 4276794(9.53%) | 13449774(29.96%) | 19550558(43.55%) | 30288644(67.47%) |
| F1_1 | 44092766 | 35773352(81.13%) | 31425464(71.27%) | 4347888(9.86%) | 12786756(29.0%) | 18638708(42.27%) | 28767658(65.24%) |
| F1_2 | 46357784 | 38193043(82.39%) | 33432061(72.12%) | 4760982(10.27%) | 13484691(29.09%) | 19947370(43.03%) | 30855302(66.56%) |
| F1_3 | 46176092 | 38303732(82.95%) | 33603317(72.77%) | 4700415(10.18%) | 13740067(29.76%) | 19863250(43.02%) | 30715950(66.52%) |
| F2_1 | 46637908 | 39755442(85.24%) | 35186762(75.45%) | 4568680(9.8%) | 14588381(31.28%) | 20598381(44.17%) | 32044040(68.71%) |
| F2_2 | 40103222 | 34305764(85.54%) | 30293761(75.54%) | 4012003(10.0%) | 12594564(31.41%) | 17699197(44.13%) | 27595278(68.81%) |
| F2_3 | 42949458 | 36725946(85.51%) | 32349046(75.32%) | 4376900(10.19%) | 13469353(31.36%) | 18879693(43.96%) | 29728812(69.22%) |
| F3_1 | 40876874 | 32276224(78.96%) | 28496146(69.71%) | 3780078(9.25%) | 11336759(27.73%) | 17159387(41.98%) | 25708118(62.89%) |
| F3_2 | 45029366 | 35579672(79.01%) | 31273038(69.45%) | 4306634(9.56%) | 12426521(27.6%) | 18846517(41.85%) | 28485158(63.26%) |
| F3_3 | 42976480 | 33718627(78.46%) | 29610981(68.9%) | 4107646(9.56%) | 11898763(27.69%) | 17712218(41.21%) | 27182552(63.25%) |
| F4_1 | 44286544 | 37078704(83.72%) | 32855302(74.19%) | 4223402(9.54%) | 13362344(30.17%) | 19492958(44.02%) | 30268960(68.35%) |
| F4_2 | 44295806 | 37040546(83.62%) | 32863404(74.19%) | 4177142(9.43%) | 13386734(30.22%) | 19476670(43.97%) | 29949854(67.61%) |
| F4_3 | 42095668 | 35154646(83.51%) | 31168641(74.04%) | 3986005(9.47%) | 12641251(30.03%) | 18527390(44.01%) | 28825204(68.48%) |

**Supplementary Table 6 The statistics of the gene structure information**

| **Sample** | **Exon** | **Intron** | **Intergenic** |
| --- | --- | --- | --- |
| M1_1 | 4420499937(80.1466%) | 316536021(5.739%) | 778479008(14.1143%) |
| M1_2 | 4290846437(80.0611%) | 303577861(5.6643%) | 765043567(14.2746%) |
| M1_3 | 4504591822(79.8819%) | 326129605(5.7834%) | 808339962(14.3347%) |
| M2_1 | 4229692156(78.6457%) | 350725973(6.5213%) | 797743405(14.833%) |
| M2_2 | 4196103050(78.713%) | 349905657(6.5637%) | 784881611(14.7233%) |
| M2_3 | 4086790025(78.0003%) | 344272653(6.5708%) | 808388379(15.4289%) |
| M3_1 | 3843570720(78.4961%) | 321468111(6.5652%) | 731472684(14.9386%) |
| M3_2 | 3983687109(78.1987%) | 344040466(6.7534%) | 766588449(15.0479%) |
| M3_3 | 3951266980(77.8156%) | 328287809(6.4652%) | 798175668(15.7191%) |
| M4_1 | 4226111910(78.0759%) | 366668859(6.7741%) | 820046352(15.1501%) |
| M4_2 | 4283536722(77.7076%) | 386272259(7.0074%) | 842572449(15.2851%) |
| M4_3 | 4306590114(77.4697%) | 381096398(6.8554%) | 871373843(15.6748%) |
| F1_1 | 4257807713(79.8043%) | 316211418(5.9268%) | 761293152(14.269%) |
| F1_2 | 4493009133(78.9002%) | 345377241(6.065%) | 856162776(15.0348%) |
| F1_3 | 4563289368(79.8556%) | 362399422(6.3418%) | 788734417(13.8025%) |
| F2_1 | 4711101110(79.4521%) | 355206615(5.9905%) | 863179547(14.5574%) |
| F2_2 | 4057261336(79.2884%) | 323951590(6.3308%) | 735877188(14.3808%) |
| F2_3 | 4343160265(79.2868%) | 346660570(6.3285%) | 787961784(14.3847%) |
| F3_1 | 3698180162(76.8588%) | 300089194(6.2367%) | 813387948(16.9045%) |
| F3_2 | 4030912246(76.0036%) | 335853544(6.3326%) | 936816676(17.6638%) |
| F3_3 | 3920840883(77.9943%) | 306843552(6.1038%) | 799400427(15.9019%) |
| F4_1 | 4267874653(77.186%) | 348842438(6.3089%) | 912617288(16.505%) |
| F4_2 | 4293089013(77.7209%) | 347629227(6.2934%) | 883009611(15.9858%) |
| F4_3 | 4059632729(77.4424%) | 326991913(6.2378%) | 855509868(16.3199%) |

**Supplementary Table 7 The TAIR annotation of the genes selected from the KEGG enrichment**

**Supplementary Table 8 The FPKM of the genes selected from the KEGG enrichment**

**Supplementary Table 9 The detailed information of the DEGs related to MADS genes detected in this study**

| **Genes** | ***At.* ID** | ***At.* name** | **Blastx to TAIR11 database** |
| --- | --- | --- | --- |
| novel.4695 | AT5G62165 | AtFYF | regulation of flower development |
| novel.477 | AT5G20240 | AtPI | specification of floral organ identity |
| novel.478 | AT5G20240 | AtPI | specification of floral organ identity |
| Zardc02276 | AT5G13790 | AtAGL15 | negative regulation of flower development |
| Zardc08871 | AT4G22950 | AtAGL19 | positive regulation of transcription by RNA polymerase II |
| Zardc10218 | AT3G58780 | AtSHP1 | carpel development, plant ovule development |
| Zardc10299 | AT3G02310 | AtSEP2 | flower development, plant ovule development |
| Zardc16484 | AT2G03060 | AtAGL30 | pollen maturation, regulation of pollen tube growth |
| Zardc17043 | AT5G20240 | AtPI | specification of floral organ identity |
| Zardc17954 | AT3G58780 | AtSHP1 | carpel development, plant ovule development |
| Zardc19020 | AT2G03060 | AtAGL30 | pollen maturation, regulation of pollen tube growth |
| Zardc19106 | AT5G58890 | AtAGL82 | positive regulation of transcription by RNA polymerase II |
| Zardc26470 | AT2G34440 | AtAGL29 | regulation of transcription by RNA polymerase II |
| Zardc28170 | AT1G24260 | AtSEP3 | flower development, plant ovule development |
| Zardc28223 | AT5G58890 | AtAGL82 | positive regulation of transcription by RNA polymerase II |
| Zardc28804 | AT3G02310 | AtSEP2 | flower development, plant ovule development |
| Zardc30745 | AT2G22540 | AtSVP | negative regulation of flower development |
| Zardc30916 | AT4G36920 | AtAP2 | specification of floral organ identity |
| Zardc32032 | AT5G15800 | AtSEP1 | flower development, plant ovule development |
| Zardc32139 | AT3G66656 | AtAGL91 | regulation of transcription by RNA polymerase II |
| Zardc32140 | AT2G34440 | AtAGL29 | regulation of transcription by RNA polymerase II |
| Zardc33025 | AT5G62165 | AtFYF | floral organ senescence, regulation of flower development |
| Zardc33529 | AT4G09960 | AtSTK | carpel development, plant ovule development |
| Zardc39101 | AT1G69120 | AtAP1 | floral meristem determinacy |
| Zardc39213 | AT1G69120 | AtAP1 | regulates the expression of flowering time |
| Zardc41637 | AT3G54340 | AtAP3 | specification of floral organ identity of floral organ identity |
| Zardc41638 | AT3G54340 | AtAP3 | specification of floral organ identity of floral organ identity |
| Zardc41639 | AT3G54340 | AtAP3 | specification of floral organ identity of floral organ identity |
| Zardc41655 | AT3G54340 | AtAP3 | specification of floral organ identity of floral organ identity |
| Zardc41656 | AT3G54340 | AtAP3 | specification of floral organ identity of floral organ identity |
| Zardc42245 | AT3G54340 | AtAP3 | specification of floral organ identity of floral organ identity |
| Zardc42251 | AT3G54340 | AtAP3 | specification of floral organ identity of floral organ identity |
| Zardc42253 | AT3G54340 | AtAP3 | specification of floral organ identity of floral organ identity |
| Zardc44971 | AT4G09960 | AtSTK | carpel development, plant ovule development |
| Zardc51499 | AT5G62165 | AtFYF | floral organ senescence, regulation of flower development |
| Zardc51954 | AT2G45660 | AtSOC1 | positive regulation of flower development |
| Zardc02402 | AT4G18960 | AtAG | carpel development, stamen development |

**Supplementary Table 10 The data information to conduct the co-expression network analysis**

How the deposited data were processed for this re-analysis (not part of the article)

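The study sequenced RNA of male and female floral samples of *Z. armatum* at 4 stages per sex (M1 to M4 and F1 to F4), with 3 libraries per group and 24 in all. The authors aligned the reads to a published genome of the species, counted reads on genes with HTSeq and deposited the values as FPKM, as the paper and the column headers state. Neither the aligner nor the read counts are given in the sources used here. Each library lists 60592 genes, 5257 of them under IDs that the authors added from these reads. The values deposited for the third M2 library were not used, because they cover 183 genes and 182 of them equal those of M3 replicate 1, under the column header of that library. This leaves 23 libraries, 2 for M2 and 3 for each other group. The FPKM tables of the supplement were checked against the deposited values, and the 3611 values of Supplementary Table 8, for 93 genes, all lay within 0.01.

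Genes with at least 1 FPKM in at least 3 libraries were tested, 38734 of the 50500 that were above 0 in any library. A pseudocount of 1 was added, values were taken to log2, and no scaling beyond FPKM was applied. Limma 3.58.1 in R 4.3.3 (with data.table 1.17.8) fitted all 8 groups at once, with 15 residual degrees of freedom and a trended prior worth 4.15 degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and genes with an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05 were called. The contrasts were the 12 that the paper makes: 4 between male stages, 4 between female stages and 4 between the sexes at the same stage. A further pair of contrasts tested the sex by stage interaction, from stage 1 to stage 3 and from stage 3 to stage 4. Simulated data were used to test the calls, with values redrawn around the mean of each gene. In M3*vs.*F3, 197 of 200 changed genes were called and 1 of the others among 36849 tested. In M2*vs.*F2, 193 of 200 were called and 5 of the others. The changes were of 1.5, 2 or 3 on the log2 scale, weakly expressed genes were not changed, and the others had no change. How well changes near the fold threshold or in weak genes are called was thus not tested. The figures and the depth estimates were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

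Depth was estimated from the step size of FPKM in 14329 weak genes, relative to M1 replicate 1, and ranged from 0.853 in F3 replicate 1 to 1.09 in F2 replicate 1. Without read counts, the uncertainty of counting in a single value cannot be given, so errors are SDs between libraries or standard errors of the fit. Values under about 1 FPKM rest on few reads and are shrunk toward 0 by the pseudocount. Replicate numbers did not pair the libraries: over the 33 pairs of libraries with the same number in the 12 comparisons, the correlation of their deviations from the group means was -0.0782 to 0.0905, never above 0.1.

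The genes given in the passages are those whose ID the paper names in its results text or in Supplementary Tables 2, 7, 8, 9 or 10, and beyond these the 2 genes higher in males and the 2 higher in females that were called the same way at all 4 stages, without overlap between the sexes at any stage, with the largest value of the smallest of the 4 absolute log2 fold changes. The rule was written before the data were examined, but the values in Supplementary Tables 8 and 10 and in the heat maps of the paper had been seen. Of 131 genes named, all were listed and 124 were tested. Passages give full statistics for some of them and counts for the rest. Tallies are also given with p adjusted over all entries of the same kind: hormone with zeatin, sugar, or MADS-box. The fold threshold applied there too.

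The alternatives set at the same time were an unadjusted p, a test against the fold threshold itself (limma's treat), pseudocounts of 0.1 and 0.5, no filter beyond a value above 0, quantile normalization, a fit of only the groups compared, the replicate number as a block, and each library left out in turn. For the principal components they were unit variance and the 2000 genes of largest variance, and for the correlations Spearman's rho and all genes above 0. Alternatives that need read counts (edgeR, DESeq2, TMM, size factors and library totals) were not run, since the values are FPKM. Alternatives added after seeing the data were other window widths for the run of gene IDs and the published gene IDs alone for the genes called at all stages. Relabelled libraries were used to ask whether chance can be excluded, with all 10 splits for 3 libraries against 3 and 100 splits otherwise. Pathway enrichment was not tested, as the assignment of genes to pathways is not given in the sources used here, and the qRT-PCR, hormone, sugar and network correlation values of the paper were not analysed here.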

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

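The tests of explanations in this part were all chosen after the results they address were seen, except for quantile normalization and the libraries left out, which had been set in advance.

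The change with the stage differed between the sexes for many genes, tested as the sex by stage interaction in limma with Benjamini-Hochberg adjustment. From stage 3 to stage 4, 2107 genes were called (992 with the larger value in males, 1115 with the smaller). Of these, 643 were called between the stages in males alone, 538 in females alone, 248 in the same direction in both, 11 in opposite directions and 667 in neither. From stage 1 to stage 3, 1153 genes were called (622 and 531), with 307 called between the stages in males alone, 388 in females alone, 76 in the same direction in both, 11 in opposite directions and 371 in neither. Among the genes that the paper names, Zardc46645(*ZaCKX3*) had the value of 4.46 from stage 1 to 3, and Zardc24534(*ZaCKX5*) of -2.58 from stage 3 to 4. Quantile normalization gave 2095 and 1184 genes, which argues against scaling between libraries as the whole cause. Without any single library, no count fell below 2060 and 1014, which argues against one aberrant library as the source of the calls. Leaving out F3 replicate 3 raised the count for stages 1 to 3 to 1460. With the sexes relabelled within the stages, 1 of 100 splits, the real one, gave as many genes for stages 3 to 4. The largest other count was 1743. For stages 1 to 3, 3 of 100 did, and the largest other count was 1205. Each stage was relabelled on its own, so a split mixed at 1 stage alone turns a sex difference into an interaction. Splits with most male libraries labelled female at a stage were left out. These splits thus do not hold chance alone, and they cannot decide whether chance is excluded. Stages of the same number need not be equally far along in both sexes, and a difference in timing would give an interaction as well. Different timing and a different response of the sexes were not told apart by any test here, so both stay open. RNA quality, which the paper gives as RIN, was lower in all F3 and F4 libraries than in all others. Its part in the interactions was not tested and stays open too.

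Genes listed at 0 in all 12 female libraries and at 1 FPKM or more in all 11 male libraries numbered 42, and 0 genes showed the opposite. The paper does not report them as a set, though it names *ZaBAM2* and the added *ZaFYF* gene, which belong to it. Their mean in males ranged from 1.71 to 17.2 FPKM with a median of 3.97. The mean depth of the female libraries was 0.993 times that of the male libraries, which argues against a difference in depth. Reads from another organism that enter all male samples in a fixed composition would move all 42 genes together between stages, whereas the log2 ratios of M4 to M1 had an SD of 1.04 between genes against 0.457 between replicates. Of the 42 genes, 2 were called higher and 3 lower in M4 than in M1. Relabelling excludes chance in the labels of the libraries, as 1 of 100 splits, the real one, gave as many genes and no other gave any. The libraries are pools of trees, so variation between trees is not measured by this. Of the 42, 23 carry published IDs, which do not depend on gene models added from these reads. The remaining 19 carry IDs that the authors added, and for them an effect of building gene models on male reads cannot be told apart from a difference between the sexes, because no values from a model set built without these reads were used here. With up to 0.1 FPKM allowed in females, the sets held 54 and 0 genes. A genetic difference between the male and the female trees, such as sequence that female trees lack, may explain the set, but cannot be told apart from expression limited to males, since no genome sequence of the sampled trees was used here. A biological difference between the sexes also stays open as untested.

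A run of 99 consecutive tested gene IDs, Zardc28019 to Zardc28188, was lower in males, with a median log2 value of -0.91 in males relative to females (quartiles -1.24 and -0.39). The paper does not report it, and it was found by looking at running medians over the ID numbers. The medians at the 4 stages were -0.88, -1.04, -0.92 and -0.76. All 11 male libraries had a median below the mean of all libraries (-0.64 to -0.26) and all 12 female libraries above it (0.31 to 0.57). In the 8 comparisons between stages the median of the run did not pass 0.177. Of the 48 published genes called lower in males at all 4 stages, 19 lie in the run. The running median over 51 genes reached -1.03, against 0.254 in 1000 random orders of the IDs, which argues against chance order, and against 0.503 in the 8 stage comparisons, which argues against the clustering of genes that change with the stage. Quantile normalization left the run at -0.95, which argues against scaling between libraries. An equal loss of every gene of the run in males would shift all genes alike, but the log2 ratios of its genes at 5 FPKM or more (41 genes, median -1.30) had an interquartile range of 1.27, against 0.338 for other genes. In the run 87.9% of the genes were lower in males, against 49.95% of the others. A genetic difference between the male and the female trees over a stretch of the genome is a candidate explanation, but it cannot be told apart from regulation that differs between the sexes, because sex and any such difference go together in these samples. Whether the ID numbers follow the order on the chromosomes is not given in the sources used here. Zardc28170(*ZaSEP3*), which the paper discusses, lies in this run.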

How the results depend on the processing

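All alternatives reported in this part were set in advance, except that the window widths and the restriction to published gene IDs in the last paragraph were chosen after seeing the result.

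Over the 12 comparisons, the number of genes called stayed within 1.5 times the reported count under an unadjusted p, without the low-value filter, after quantile normalization, when only the groups compared were fitted, with the replicate number as a block, and with any single library left out. The test against the fold threshold lowered every count. It gave 528 genes in M2*vs.*M1, 716 in M3*vs.*M1, 129 in M3*vs.*M2, 1339 in M4*vs.*M3, 466 in F2*vs.*F1, 625 in F3*vs.*F1, 813 in F3*vs.*F2, 1033 in F4*vs.*F3, 282 in M1*vs.*F1, 424 in M2*vs.*F2, 383 in M3*vs.*F3 and 771 in M4*vs.*F4. By its construction this test asks more of each gene, since the estimate must exceed the threshold by more than its error. Under it 162 genes were higher in M3*vs.*M1 alone, 841 in M4*vs.*M3 alone, 103 differed between the sexes at all 4 stages, and 412 and 44 had a sex by stage interaction from stage 3 to 4 and from stage 1 to 3. Of the listed genes, 25 hormone entries, 25 sugar entries, 9 MADS-box genes and 4 network factors were called.

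A pseudocount of 0.1 raised every count, because it draws the fold changes of weak genes less toward 0. It gave 3021 genes in M2*vs.*M1, 4073 in M3*vs.*M1, 1704 in M3*vs.*M2, 4556 in M4*vs.*M3, 2824 in F2*vs.*F1, 4370 in F3*vs.*F1, 4665 in F3*vs.*F2, 4732 in F4*vs.*F3, 2918 in M1*vs.*F1, 3018 in M2*vs.*F2, 4341 in M3*vs.*F3 and 5345 in M4*vs.*F4. With it 787 genes were higher in M3*vs.*M1 alone, 845 differed at all 4 stages and 20 network factors were called. A pseudocount of 0.5 passed 1.5 times the reported count for M1*vs.*F1 (2288), the genes called at all 4 stages (680) and the network factors (14).

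The first principal component held 23.7% of the variance with unit variance per gene and 42.3% over the 2000 genes of largest variance, and 28.6 to 31.4% with single libraries left out. The mean squared correlation within groups was 0.961 by Spearman's rho and 0.976 with all genes above 0, and M1 and M2 were less alike than M2 and M3 under both (0.898 against 0.925, and 0.938 against 0.955). The cause was not tested for the components or the correlations.

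Of the 240 gene comparisons reported, 160 were called, and 130 kept their direction and their side of the threshold under every alternative. Those whose call was lost numbered 73 under the test against the fold threshold, 5 after quantile normalization, 3 with a pseudocount of 0.1 (*ZaSEP3* among them, with its direction reversed), and 1 each with a pseudocount of 0.5 and with only the groups compared. Calls were gained by 28 with a pseudocount of 0.1, 19 with 0.5 and 2 after quantile normalization. An unadjusted p, no low-value filter and the replicate block changed none of the 240. Leaving single libraries out changed the call in 72 of 1625 comparisons (42 lost, 30 gained), and 201 of the 240 kept theirs without any library. In 10 more the direction reversed without a call. Directions reversed without a call, except for *ZaSEP3*. The reported values that reversed were near 0, except for *ZaSEP3* and for *ZaPYL4*, whose interaction from stage 3 to 4 was -0.25. With a pseudocount of 0.1, the interaction from stage 3 to 4 was 0.535 for Zardc28302(*ZaPYL4*) and 0.0981 for Zardc28170(*ZaSEP3*), which is called at -1.15 as reported. After quantile normalization, Zardc46645(*ZaCKX3*) stood at -0.0590 in M1*vs.*F1. With single libraries left out, Zardc51803(*ZaAHK3*) ranged from -0.155 to 0.0427 in M1*vs.*F1, above 0 without M1 replicate 2 and, at 0.0309, without F1 replicate 3. Zardc09977(*ZaPYL5*) ranged from -0.336 to 0.0918 in M4*vs.*F4, above 0 without M4 replicate 2 and, at 0.0209, without F4 replicate 3. The added *ZaSAUR52* gene ranged from -0.170 to 0.369 in M3*vs.*F3, below 0 without F3 replicate 1 and, at -0.00857, without M3 replicate 3. Its interaction from stage 1 to 3 ranged from -0.167 to 0.372, below 0 without F3 replicate 1 and, at -0.00550, without M3 replicate 3. The same interaction of *ZaHAB1* ranged from -0.0118 without F3 replicate 3 to 0.161, and that of *ZaPYL4* from stage 3 to 4 from -0.537 to 0.0325 without F3 replicate 3. The cause was not tested for any of these reversals.

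The use of the third M2 library for the genes it lists was not run, because those values are those of M3 replicate 1. Leaving out 1 of the 2 M2 libraries leaves a single one, which is then assumed to vary like the other groups. For the 9 comparisons of 3 libraries against 3, relabelling cannot decide whether chance is excluded, since the share of 10 splits cannot be under 0.1. In each, 1 of 10 splits, the real one, gave as many genes (1523 to 3142), and no other split gave more than 3. Noise alone, as simulated for M3*vs.*F3, gave 1 call among 36849 genes tested. Depth ranged from 0.853 to 1.09 relative to M1 replicate 1, so the libraries are alike in depth, and what depth limits are genes under about 1 FPKM (38734 of the 50500 genes above 0 were tested). The run of gene IDs described above had peak running medians of -1.14 and -1.08 in windows of 21 and 31 genes, and 84.4% of the published gene IDs called at all 4 stages were higher in males.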

Differences from the paper's values

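In this part all alternatives were set before the data were examined, none was chosen after seeing the values, and a value is counted as different when one is more than 1.5 times the other. All 18 counts of genes compared were below those of the paper, by 1.36 to 1.68 times with a median of 1.54, and 13 of them by more than 1.5 times. The paper used DESeq2 and 3 M2 libraries, whereas here limma was run on log2(FPKM + 1) with 2 M2 libraries. Unless said otherwise, the values came within 1.5 times under pseudocounts of 0.1 and 0.5, and not under an unadjusted p, the test against the fold threshold, no low-value filter, quantile normalization, only the groups compared, the replicate block or any library left out.

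Among the male stages, the paper gives 2866 genes in M2*vs.*M1, where 1907 were called. Here an unadjusted p (1965), quantile normalization (1978), each library left out (1919 to 2010) and the pseudocounts of 0.1 (3021) and 0.5 (2553) came within 1.5 times. For M3*vs.*M1 the paper gives 3692 and 2409 were called, and quantile normalization (2497), leaving out M1 replicate 1 (2488), M1 replicate 3 (2468) or M3 replicate 3 (2515) and the pseudocounts (4073 and 3262) came within 1.5 times. For M3*vs.*M2 the paper gives 1468 and 977 were called, and an unadjusted p (1051), quantile normalization (1049), leaving out M3 replicate 1 (997) and the pseudocounts (1704 and 1384) did so. The paper gives 727 genes higher in M3*vs.*M1 alone against 467, and quantile normalization (491), leaving out M1 replicate 1 (485), M2 replicate 2 (489), M3 replicate 1 (494), M3 replicate 2 (496) or M3 replicate 3 (490) and the pseudocounts (787 and 625) did so. In females the paper gives 690 genes higher in F2*vs.*F1 against 410 (816 and 588 with the pseudocounts), 2106 lower in F3*vs.*F1 against 1347 (2414 and 1878, and 1579 without F3 replicate 3), and 2030 lower in F4*vs.*F3 against 1318 (2249 and 1771, and 1381 without F3 replicate 1, 1417 without F3 replicate 3 and 1384 without F4 replicate 1).

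Between the sexes, the paper gives 2553 genes in M1*vs.*F1 against 1523 called (2918 and 2288 with the pseudocounts), 2995 in M2*vs.*F2 against 1869 (3018 and 2575), and 5033 in M4*vs.*F4 against 3142 (5345 and 4326). It gives 1586 genes higher in M1*vs.*F1 against 1001 (1741 and 1469), 2251 in M2*vs.*F2 against 1442 (2202 and 1941), 2184 in M3*vs.*F3 against 1416 (2644 and 2093, and 1475 without M3 replicate 1 and 1620 without F3 replicate 3), and 2912 in M4*vs.*F4 against 1796 (3025 and 2465). Called in all 4 comparisons were about 710 genes in Supplementary Figure 8, read by eye, against 435 (869 and 691), and higher in males in all 4 about 600 in the same figure of the paper against 374 (729 and 597).

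Of the genes that the paper lists as higher in males, fewer were called in all 12 lists of the comparisons between the sexes, and in 10 of them by more than 1.5 times. For zeatin biosynthesis the paper lists 1 in M1*vs.*F1 against 0 called, 4 in M2*vs.*F2 against 2, 5 in M3*vs.*F3 against 2 and 3 in M4*vs.*F4 against 1. With a pseudocount of 0.1 these came to 1, 3, 4 and 2, and with 0.5 only the second came within 1.5 times (3), as it did without M2 replicate 2, F2 replicate 2 or F2 replicate 3 (3 each). For plant hormone signal transduction the paper lists 3 in M1*vs.*F1 against 1 (3 and 2 with the pseudocounts, and 2 without F1 replicate 2), 6 in M2*vs.*F2 against 3 (4 and 4, and 5 without M2 replicate 2 and 4 without F2 replicate 2) and 15 in M4*vs.*F4 against 8 (14 and 12, and 10 without M4 replicate 3). For starch and sucrose metabolism it lists 6 in M1*vs.*F1 against 2 (6 and 5), 7 in M2*vs.*F2 against 3 (6 and 6, and 5 without M2 replicate 2) and 7 in M4*vs.*F4 against 4 (5 and 5).

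Some directions and calls also differed from what the paper states. A gene given here or below that kept the stated direction and only missed the fold threshold does not go against the paper by that alone. The pseudocount draws the fold changes of weak genes toward 0, and the paper used another test. Of the 19 sugar genes listed in F4*vs.*F3, which the paper describes as mostly raised in males, 8 were called higher in M4*vs.*M3 and 2 in M4*vs.*F4, where 3 were called lower. Of the 4 ABA genes, which the paper describes as raised in M4*vs.*M3, none was called there under any setting run (*ZaAHG3* -0.30, *ZaAHG1* -0.10, *ZaAIP1* 0.54 and *ZaHAB1* 0.23), while all 4 were called in F3*vs.*F1 as the paper has it. Zardc46700(*ZaARR3*), described as very low in females, stood at 36.3 FPKM in F1 and 25.4 in M1, and its rise in M3*vs.*M1 was called as the paper has it. Zardc21658, which the text names *ZaGH3.1*, was listed at 0 in all libraries. Zardc22092(*ZaIAA12*) was not called in M3*vs.*M1 (0.83), but was with a pseudocount of 0.1 and without M1 replicate 2 (1.01) or M3 replicate 2 (1.005). *ZaSAUR52* was called in F3*vs.*F1 under no setting run (0.51), whereas *ZaSAUR72* and *ZaSAUR32* were called there, and *ZaSAUR72* in males too.

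Of the 4 *ZaCKX* genes, described as raised in males and lower in females, Zardc46645(*ZaCKX3*) was alike in M1 and F1 (0.05) and called higher at the later stages. Zardc24534(*ZaCKX5*) was called lower in M4*vs.*F4 (-1.25) and higher at stages 2 and 3. *ZaCKX6* was not called between the sexes except with a pseudocount of 0.1 (stages 2 to 4) or 0.5 (stage 2), or in M2*vs.*F2 without M2 replicate 2 (1.08), F2 replicate 2 (1.04) or F2 replicate 3 (1.02). Zardc36944(*ZaCKX1*) lay below the limit for testing, with higher means in males at each stage. Zardc19469(*ZaUGT85A4*) was higher in males at every stage without a call, except in M3*vs.*F3 with either pseudocount, or without M3 replicate 3 (1.21) or F3 replicate 3 (1.03). Zardc54087(*ZaBGLU44*), Zardc01552(*ZaGH9B1*) and Zardc07320(*ZaSIP1*) were higher in M1 than in F1 without a call under any setting run, and Zardc27757 was called there only with a pseudocount of 0.1 or without F1 replicate 1 (1.03). Zardc11215(*ZaTPPD*) and *ZaTPS6*, described as raised in all male samples, were not called in M1*vs.*F1 and M2*vs.*F2 (0.75 and 0.84) and in M3*vs.*F3 (0.81) respectively. Both pseudocounts called them there, as did leaving out M2 replicate 2 for *ZaTPPD* in M2*vs.*F2 (1.09). Zardc11215(*ZaTPPD*) was called in M4*vs.*F4.

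Of the 33 MADS-box genes for which the paper states a sex, 22 were called in that direction. Against it, Zardc30916(*ZaAP2*) was called lower in M4*vs.*F4 (-1.07), though not by the test against the fold threshold, and Zardc26470(*ZaAGL29*), placed in females, was called higher in M2*vs.*F2 (2.21). Zardc02402(*ZaAG*), described as detected only at the last stage and alike in both sexes, stood at 14.0 FPKM in M3 and was called higher in M3*vs.*F3 (1.62) except by the test against the fold threshold. In M4*vs.*F4 it was not called. Of the 3 *SEP-like* genes described as alike, Zardc32032(*ZaSEP1*), Zardc10299(*ZaSEP2*) and Zardc28804(*ZaSEP2*) were called higher in M2*vs.*F2 (1.29, 1.13 and 1.14) except by the test against the fold threshold, the last also not without M2 replicate 1 (0.97).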

Other observations

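The tests of explanations in this part were chosen after the result was seen, except for quantile normalization, which had been set in advance.

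More genes were higher in males than in females at all 4 stages, 374 against 55, or 87.2%. After quantile normalization the numbers were 326 and 62 (84.0%), with 325 of the 374 genes again called, which argues against scaling between libraries. The mean depth of the female libraries was 0.993 times that of the male libraries, which argues against a difference in depth. Restricted to published IDs, the numbers were 260 and 48 (84.4%), which argues against gene models added from these reads as the whole reason. However, 30.5% of the 374 genes and 12.7% of the 55 carry added IDs, against 9.74% of the tested genes. In order of ID, 43 of the 260 published genes higher in males lay at most 5 ID numbers after the one before, against a mean of 6.47 and a largest value of 17 in 1000 random sets, and of the 48 higher in females 7 did, against 0.205 and 2. Such grouping may reflect a genetic difference between the male and the female trees or genes regulated together, and these cannot be told apart, since the genomes of the sampled trees were not used here. Relabelling the sexes excludes chance in the labels for the number of genes called at all 4 stages. In it 1 of 100 splits, the real one, gave as many and no other gave any. The libraries are pools of trees that the stages may share, so variation between trees is not measured and the stages need not be independent.

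For other counts the relabelled libraries gave the following. For the genes higher in M3*vs.*M1 alone, 5 of 100 splits of the male libraries gave as many and the largest other count was 1040, so this relabelling does not exclude chance. In the other 4 of these splits, however, one of the groups labelled M3 and M1 held 2 M1 libraries and the other 2 M4 libraries, so they carry a difference between stages and not chance alone. With the M3 and M1 libraries alone exchanged, no split but the real one gave more than 1 gene in M3*vs.*M1. Chance can be excluded for the genes higher in M4*vs.*M3 alone, although only narrowly (4 of 100 splits, largest other count 1796). In each of the other splits as large, all 3 M4 libraries stood together in one group. These splits thus also carry a difference between stages. For the listed hormone, sugar, MADS-box and network genes chance can be excluded too (1 of 100 splits each, the largest other counts being 9, 8, 10 and 0). The last 4 lists were chosen by the study on these samples, so the excluded chance is that of the labels and not that of the choice.

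In all, 15 runs of gene IDs passed the random orders, the run described above among them. Only that run also passed the comparisons between stages. Among the others, Zardc38650 to Zardc38880 was higher in males with a median of 0.34 and holds Zardc38825(*ZaTGA8*). Zardc39275 to Zardc39335 was also higher in males, with a median of 0.28, and holds Zardc39292(*ZaNPR3*).

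The number of genes past an adjusted p of 0.05 without a fold threshold, from limma's test with Benjamini-Hochberg adjustment, was 12438 in M1*vs.*F1, 8476 in M2*vs.*F2, 15653 in M3*vs.*F3 and 16988 in M4*vs.*F4. M2*vs.*F2 had 5 libraries and the others 6.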
